# *HOXA13* in etiology and oncogenic potential of Barrett’s esophagus

**DOI:** 10.1038/s41467-021-23641-8

**Published:** 2021-06-07

**Authors:** Vincent T. Janmaat, Kateryna Nesteruk, Manon C. W. Spaander, Auke P. Verhaar, Bingting Yu, Rodrigo A. Silva, Wayne A. Phillips, Marcin Magierowski, Anouk van de Winkel, H. Scott Stadler, Tatiana Sandoval-Guzmán, Luc J. W. van der Laan, Ernst J. Kuipers, Ron Smits, Marco J. Bruno, Gwenny M. Fuhler, Nicholas J. Clemons, Maikel P. Peppelenbosch

**Keywords:** Oesophageal cancer, Cell biology, Developmental biology, Stem cells

## Abstract

Barrett’s esophagus in gastrointestinal reflux patients constitutes a columnar epithelium with distal characteristics, prone to progress to esophageal adenocarcinoma. *HOX* genes are known mediators of position-dependent morphology. Here we show *HOX* collinearity in the adult gut while Barrett’s esophagus shows high *HOXA13* expression in stem cells and their progeny. *HOXA13* overexpression appears sufficient to explain both the phenotype (through downregulation of the epidermal differentiation complex) and the oncogenic potential of Barrett’s esophagus. Intriguingly, employing a mouse model that contains a reporter coupled to the *HOXA13* promotor we identify single HOXA13-positive cells distally from the physiological esophagus, which is mirrored in human physiology, but increased in Barrett’s esophagus. Additionally, we observe that *HOXA13* expression confers a competitive advantage to cells. We thus propose that Barrett’s esophagus and associated esophageal adenocarcinoma is the consequence of expansion of this gastro-esophageal *HOXA13*-expressing compartment following epithelial injury.

## Abstract (web summary)

Barrett’s esophagus is a pro-oncogenic lesion in the proximal gastrointestinal tract, but with a distal colon-like morphology. Here the authors report that the distal HOX gene *HOXA13* is expressed in Barrett’s esophagus and in single cells of the physiological esophagus, and may underlie the phenotypic aspects of metaplasia and increase proliferation.

## Introduction

Barrett’s esophagus (BE) and gastric intestinal metaplasia (IM) are important risk factors for adenocarcinoma of the esophagus and stomach. In the esophagus, the chronic inflammation associated with gastroesophageal reflux disease (GERD) is believed to lead to Barrett’s esophagus (BE), a crypt-structured columnar epithelium with distal gastrointestinal (GI)-tract characteristics, located just above the gastro-esophageal junction (GEJ). BE is a precursor lesion for esophageal adenocarcinoma (EAC)^1,2^, a disease which has shown a strong increase in incidence in the past decades. Analogously, *H. pylori-*infection can degenerate into atrophic gastritis and gastric IM, which in turn can progress into gastric cancer, the third leading cause of cancer-related death^3^. Similarly, while absolute risk is low, heterotopic tissues in Meckel’s diverticula and gastric inlet patches of the proximal esophagus represent relatively high-risk regions for adenocarcinoma comparatively to other sites of the ileum and proximal esophagus, respectively^4,5^. Therefore, a deeper understanding of the biology of BE and gastric IM is necessary for designing rational avenues for the prevention and treatment of GI cancers.

BE is characterized by the presence of cells with a caudal intestinal phenotype at a rostral location. Therefore, dysregulation of positional specification is likely involved in the etiology of BE. Regulation of rostral-caudal patterning of specialized tissue in embryology and adulthood is to a large extent dependent on the concerted action of two evolutionary highly conserved gene systems, the Caudal-related Homeobox (*CDX*) transcription factor gene family and the genes of the Homeobox (*HOX*) cluster. A substantial research effort has been invested in investigating the role of *CDX* genes in positional misspecification in BE^6^. However, these efforts have not yielded convincing evidence that these genes are the principal mediators of the distal phenotype in this disease^7,8^. Intriguingly, however, a microarray-based gene expression study of BE suggested potential misregulation of the *HOX* gene family in BE^9^. *HOX* genes are linked to morphological transformations and neoplasia^10,11^. Four clusters of *HOX* genes, *HOXA* to *HOXD*, have been defined. The 3′ to 5′ sequence of *HOX* gene paralogues corresponds to the sequence in which they act along the rostrocaudal axis. This property is termed collinearity and links clustering to function. Previously, a *Hox* expression gradient was found along the murine embryonic gut^12^. Ectopic *Hox* expression in mice can alter intestinal differentiation^8^. A *HOX* gradient along the adult human gut has also been reported^13^, but that study involved pooling full thickness gut specimens, limiting data interpretation. Nevertheless, we feel that there is sufficient evidence to prompt exploring the function of *HOX* gene expression with respect to positional identity in physiology and pathology of the GI-tract in general and in BE in particular.

Here, we show that single cells of the upper GI tract express the distal gene *HOXA13*, that their number is upregulated in BE and that HOXA13 conveys phenotypic metaplasia and increases proliferation.

## Results

### *HOX* cluster gene expression in the GI tract is collinear in men and mice

Investigating *HOX* gene mRNA expression in the murine and human gastrointestinal tract, we observed collinearity that is similar in adult humans and mice (Fig. 1a for human *HOXA*, Supplementary Fig. 1 for all *HOX* genes and Supplementary Fig. 2 for graphical presentation of the studied *HOX* clusters and the locations of biopsies taken along the human (*n* = 3) and mouse (*n* = 4) GI tract). The highest *HOX* gene cluster expression was observed in the colon, except for the *HOXC* cluster. For individual paralogues, there is a higher expression of 5′ *HOXA/B* genes in the distal GI-tract from *HOXA5/B5* onward. Of all *HOXA* paralogues, expression of *HOXA13* was highest and restricted to the colon (Fig. 1a). *HOXA13* expression is regulated by LncRNA *HOTTIP*, which is located 5′ to *HOXA13*^14^. Accordingly, *HOTTIP* and *HOXA13* share a similar expression pattern (Supplementary Fig. 1a). For *HOXD*, all paralogue genes have increased expression in the distal colon, while *HOXC* expression is mainly localized in the proximal and ileal regions. Thus, *HOX* gene expression is linked to positional identity in the mammalian gut, and collinearity is particularly strong for the *HOXA/B* paralogues.

**Fig. 1:**
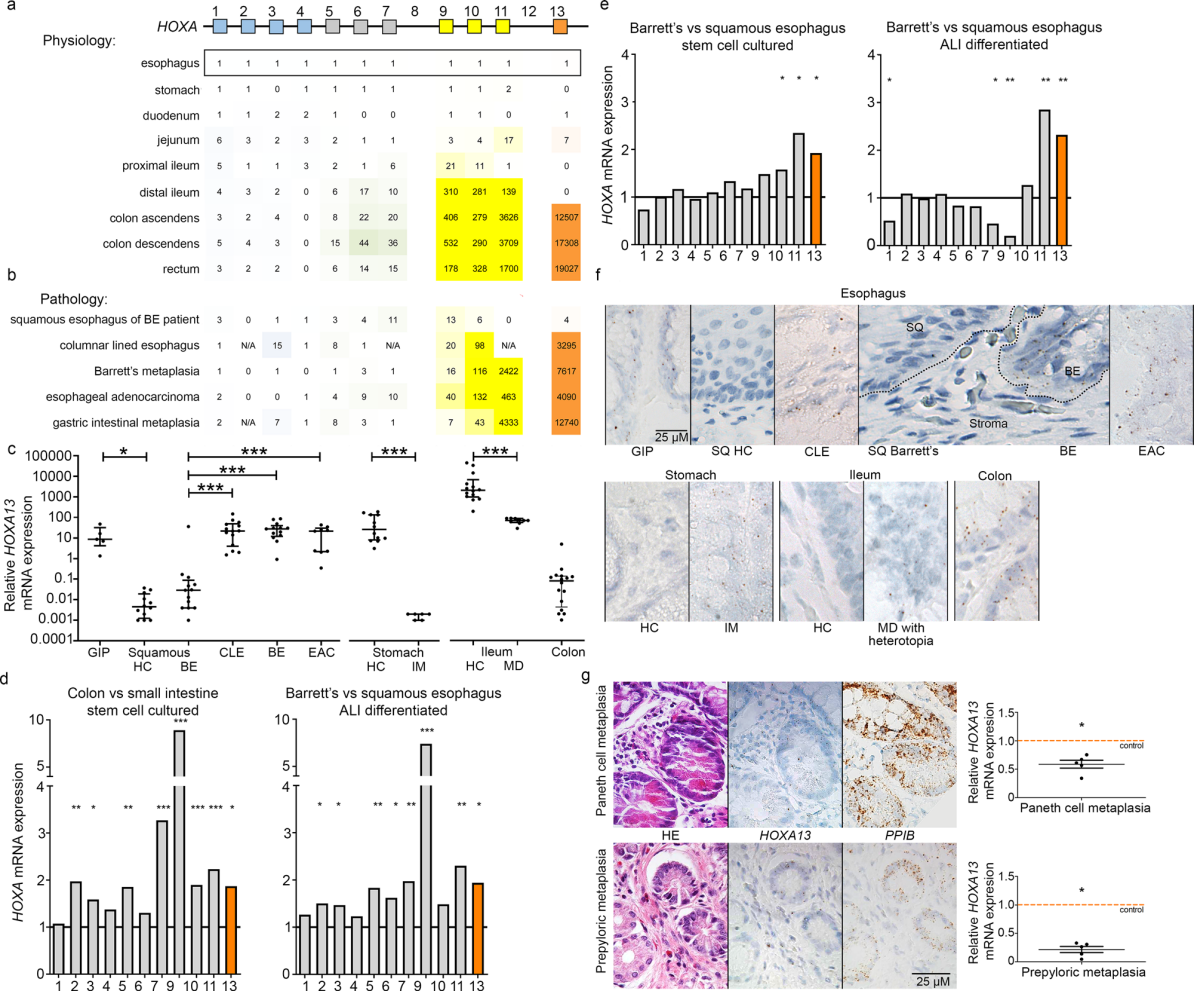
*HOXA* cluster gene expression shows collinearity along the adult gastrointestinal tract but is deregulated in Barrett’s esophagus (BE), various metaplasias and esophageal adenocarcinoma (EAC). **a** *HOXA* cluster genes are collinearly expressed along the gastro-intestinal (GI)-tract of adult humans (*n* = 3). Numbers represent mRNA fold changes relative to the esophagus and thus can be compared within each *HOXA* paralogue member but not between them. **b** *HOXA* cluster gene expression in the squamous esophagus of BE patients (*n* = 13), columnar lined esophagus (CLE) (*n* = 14), BE (*n* = 13), EAC (*n* = 12), and gastric intestinal metaplasia (IM) (*n* = 12) is characterized by an upregulation of 5’ *HOXA* genes. Numbers represent mRNA fold changes relative to the esophagus of healthy individuals. **c** *HOXA13* expression quantified by qPCR in BE, CLE, IM of the stomach, and heterotopias along the GI tract with their corresponding physiological epithelia. Squamous epithelium (SQ) Barrett’s and BE are derived from the same person (*n* = 13). Gastric inlet patch (GIP; *n* = 5); healthy control (HC) squamous esophagus (*n* = 12); CLE (*n* = 14); BE (*n* = 13); EAC (*n* = 12); stomach (*n* = 14); gastric IM (*n* = 12); ileum (*n* = 6); Meckel’s diverticulum (MD) with gastric heterotopia (*n* = 14), and colon (*n* = 9). Median ± IQR, *p < 0.05; **p < 0.01; ***p < 0.001. For esophagus, Kruskal–Wallis test with Dunn’s multiple comparisons test (SQ healthy vs. GIP, *p* = 0.015; SQ healthy vs. CLE*, p* < 0.0001; SQ healthy vs. BE, *p* < 0.0001; SQ healthy vs. EAC, *p* = 0.0009). For stomach and ileum, Mann–Whitney test (two-tailed), *p* < 0.0001. **d** *HOXA* cluster genes, in particular 5′ *HOXA* genes including *HOXA13*, have a higher expression in the large intestine (*n* = 3 in technical duplicate) compared to the small intestine (*n* = 3 in technical duplicate), in both stem cells (left panel) and differentiated cells (right panel). Normalization was performed by setting mRNA expression to 1 for the small intestine. *p < 0.05; **p < 0.01; ***p < 0.001. This figure includes no estimate of variance as the empirical Bayes-moderated two-sided t-statistic was used which does not generate a standard error. **e** 5′ *HOXA* cluster gene expression in BE is higher compared to the squamous esophagus in stem cell and air-liquid interface (ALI) differentiated cultures. *n* = 12 (BE) *versus* *n* = 2 (squamous esophagus) in technical duplicates are depicted for stem cell cultures and *n* = 1 each for ALI differentiated samples in technical duplicates. Normalization was performed by setting mRNA expression to squamous esophagus. *p < 0.05; **p < 0.01; ***p < 0.001. This figure includes no estimate of variance as the empirical Bayes-moderated two-sided t-statistic was used which does not generate a standard error. **f** Deregulation of *HOXA13* expression in gastrointestinal tract pathology as evaluated with RNA in situ hybridization in clinical samples. *HOXA13* is upregulated in IM and heterotopia and downregulated in pyloric and Paneth cell metaplasia in the colon. One sample of each tissue type was analyzed. **g** Downregulation of *HOXA13* expression (corrected for peptidylprolyl isomerase B - *PPIB* expression) relative to adjacent non-metaplastic tissue, was observed for Paneth cell metaplasia (*n* = 5; FC 0.59; *p* = 0.0003) and pyloric metaplasia (*n* = 5; FC 0.22; *p* = 0.0001) (lower panels). Unpaired t-test (two-tailed). Representative images of hematoxylin and eosin (HE) staining, *HOXA13* RNA-scope, and *PPIB* reference gene RNA-scope of Paneth cell metaplasia (from the colon) present in two glands to the bottom right (upper panels) and pyloric metaplasia (from the colon) in the top left two glands (middle panels) are shown.

Subsequently, we addressed the question as to whether GI HOX coding is already present at the GI stem cell stage, or is established only upon the formation of differentiated derivatives. For this, we used publicly available data published by Wang et al. which contains the mRNA expression of human stem cells isolated from the GI-tract and either cultured as stem cells or differentiated in an air-liquid interface (ALI)^15^. Analysis of this data shows that *HOX* gene expression patterns in stem cell and ALI cultures are similar. *HOXA* and *B* cluster genes have a significantly higher expression in the large intestine as compared to the small intestine, in particular 5′ *HOXA* genes including *HOXA13* (Fig. 1d for *HOXA* genes, for clusters *HOXB*, *C*, and *D* see Supplementary Fig. 3). No clear regulation of the *HOXC* or *D* clusters is seen in this in dataset, with exception of an upregulation of *HOXC10* in the large intestine. Hence, *HOX* coding is an inherent feature of the location-specific stem cell and is maintained in its derivatives.

### *HOXA13* in BE, GI heterotopias and GI cancers

As positional phenotype is linked to HOX status in physiology, we subsequently characterized *HOX* mRNA expression in several metaplastic tissues known to assume the morphological phenotype of other intestinal locations, as well as their sequelae. BE shows upregulation of *HOXA10*, *11*, and *13*, and *HOXB 6*, *7*, *9*, and *13* mRNA by qPCR when compared to the normal squamous esophagus (Fig. 1b and Supplementary Fig. 4), which closely resembles colonic *HOXA* and *B* expression patterns. High 5′ *HOXA* gene expression is also present in columnar-lined esophagus without goblet cells (CLE; a BE-related condition), esophageal adenocarcinoma (EAC), and IM of the stomach (Fig. 1b, c). In accordance with a regulatory role for *HOTTIP* on *HOXA13* expression, we find that *HOTTIP* is also overexpressed in BE, and correlates with *HOXA13* expression patterns (Supplementary Fig. 5a–c). *HOTAIR*, a lncRNA located in the *HOXC* cluster and associated with chromatin reprogramming in cancer progression^16^ is upregulated as well (Supplementary Fig. 5d–f)^14^. We concluded that BE, EAC and various metaplasias with caudal histo-morphological characteristics have *HOXA* and *HOXB* expression patterns typical of the caudal GI-tract, with upregulation of *HOXA13* expression being the prominent feature. Heterotopias, namely the gastric inlet patch in the proximal esophagus and heterotopia of the Meckel’s diverticulum, are tissues which have a physiological appearance, but are normally found in a different location. Both these heterotopias are characterized by abundant *HOXA13* mRNA expression (Fig. 1c), although intriguingly the direction of epithelial metaplasia for Meckel’s diverticulum is of an anterior rather than posterior phenotype, indicating an exception from the pattern in case of Meckel’s diverticulum. One of the existing hypotheses on the cell of origin of BE states that BE may arise from cells with progenitor properties that are able to give rise to a variety of cell types^17^. To investigate whether aberrant HOX gene expression in BE is established at the level of the epithelium-specific stem cell, we interrogated the publically available data of Yamamoto et al.^15,18^. *HOX* gene expression patterns in squamous esophageal and BE stem cells as well as their respective ALI-differentiated derivatives were retrieved. HOX gene expression in stem cell cultures from these locations is similar to their ALI differentiated counterparts (Fig. 1e, Supplementary Fig. 3). In BE stem cells, an upregulation of 5′ *HOXA* genes (Fig. 1e) as well as *HOXB6*, *7*, *13*, and *HOXC10* is seen (Supplementary Fig. 3), reaching levels similar to those observed in the colon. Thus, alternative HOX coding associated with BE is established at the epithelium-specific stem cell level and is maintained in derivatives of the stem cells involved.

According to the collinearity theory, a paralogue group 13 member is more likely to confer the distal characteristics seen in BE as compared to more anterior paralogue group members^19^. Of the paralogue group 13 members, *HOXA13* and *HOXB13* are overexpressed in BE, with *HOXA13* showing much higher expression compared to *HOXB13* in BE, EAC, and IM of the stomach (Supplementary Fig. 4). Therefore, while HOX genes such as *HOXA11, B6, B9*, and *B13* are also potentially interesting candidates, here we chose to focus on the *HOXA13* gene for further in-depth analysis of different metaplastic tissues. As immunohistochemistry for *HOXA13* was unsuccessful, (two anti-HOXA13 antibodies were tested, but lacked specificity) we resorted to in situ hybridization (ISH) for *HOXA13* to further confirm the observed atypical expression of this gene in different tissues (examples shown in Fig. 1f). Metaplasia is found throughout the GI-tract. While BE and IM acquire a more distal phenotype, distally located colonic pyloric and Paneth cell metaplasia, related to inflammatory bowel disease, acquire a more rostral phenotype^20^. Accordingly, downregulation of *HOXA13* expression (corrected for *PPIB* expression as a reference gene) relative to adjacent non-metaplastic tissue, was seen for these tissues (Fig. 1g, again supporting a role for *HOXA13* in positional identity).

### Binary regulation of *HOXA13* expression

To study in more detail which of the cells in the healthy GI-tract express Hoxa13, we employed a murine model in which the endogenous mouse *Hoxa13* promoter drives the expression of a Hoxa13-GFP fusion protein. Within the epithelial compartment, the proximal expression border is located at the transition from the distal to the proximal colon as can be seen from fluorescent images and images of anti-GFP IHC staining (Fig. 2a, b and Supplementary Fig. 6a–d for bigger overview images). This proximal expression border seems to be crypt-clonal, with some crypts expressing Hoxa13 and others not (see arrows in Fig. 2b and close-up in Fig. 2c). Functional consequences of this clonality are unknown and, while beyond the scope of the present manuscript, present an interesting biological question. The distal Hoxa13-GFP expression is limited by the anal squamocolumnar junction (SCJ; Supplementary Fig. 6e, please note this cannot be appreciated in Fig. 2a, as this part was damaged for this mouse). To investigate whether these local gradients of Hoxa13 expression are also present in humans, *HOXA13* mRNA expression was assessed by qPCR in an additional set of biopsies taken from different colonic locations. Cecal biopsies are *HOXA13* negative, while *HOXA13* expression increases from the ileocecal valve to the distal transverse colon, demonstrating a similar expression pattern as observed in the mouse (Fig. 2d).

**Fig. 2:**
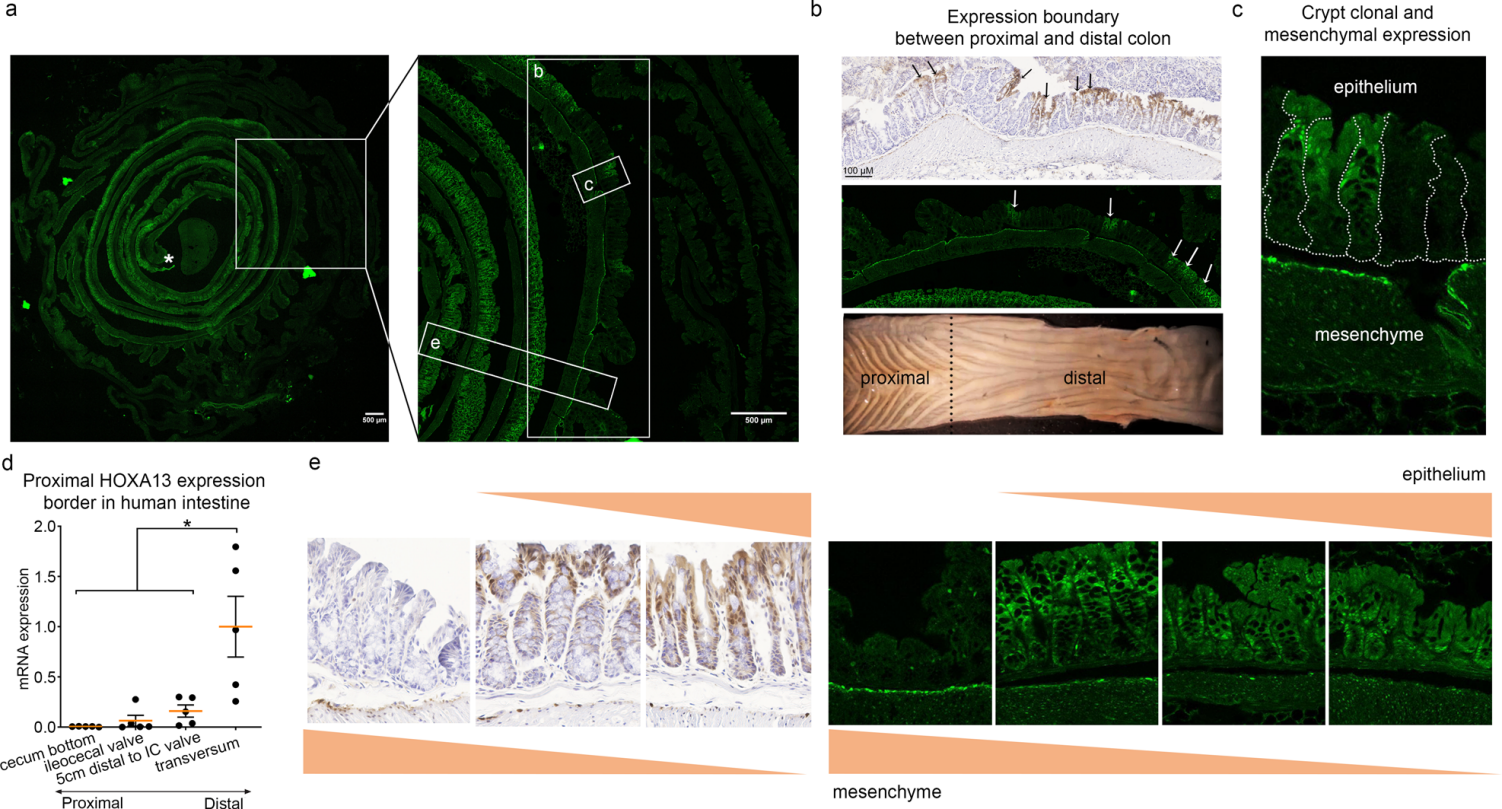
Murine and human *HOXA13* expression is subject to strict spatial control in the colon. **a** A representative example from 3 mice of a “Swiss roll” configuration of the large intestine of the Hoxa13-GFP heterozygous mouse model. An asterisk indicates the most distal portion of the epithelium. Magnification of the insets are shown in panels **b**, **c** and **e**. **b** The proximal border of physiological Hoxa13 expression in the adult mouse is patchy and located between the proximal and distal colon, indicated by a black dashed line in the bottom panel (macroscopic image of an opened mouse colon). Representative images of anti-GFP IHC and confocal microscopy are shown. Arrows indicate crypts that are positive for Hoxa13 among Hoxa13-negative crypts. **c** The Hoxa13 expression is crypt clonal. This is observed for *n* = 1. **d** In adult humans the cecum bottom is negative for *HOXA13* while positivity increases distally (*n* = 5 independent sampes). Mean ± SEM, *p < 0.05, repeated measures ANOVA with Holm-Šídák’s multiple comparisons test, *p* = 0.001. *HOXA13* mRNA levels were normalized to levels in the transverse colon. **e** Hoxa13 expression is tightly regulated along the baso-luminal axis. Distally, Hoxa13 is expressed along the entire baso-luminal axis of the colonic crypts, proximally only expression at the luminal side is seen. In addition, a mesenchymal expression is observed in the cells just beneath the epithelium, predominantly in the proximal colon. Anti-GFP IHC and confocal images are shown.

In addition to a Hoxa13 gradient along the GI tract, epithelial Hoxa13-GFP expression is also tightly regulated along the baso-luminal axis of individual crypts. Proximally, only apical expression is seen, while distally Hoxa13-GFP is expressed along the entire baso-luminal axis of the crypts (Fig. 2e). In addition, mesenchymal expression is observed in the cells just beneath the epithelium in the proximal colon (Fig. 2e). Within the cell, the strongest signal is co-localized with nuclei, as expected, but cytoplasmic staining is also seen which can be explained by ribosomal synthesis (Fig. 2e).

We concluded that spatial regulation of HOXA13 expression is very precise, robust and colon-specific, raising questions as to the cellular origin of the HOXA13 expression observed in BE.

### Individual Hoxa13/*HOXA13*-positive cells in the upper GI tract

No significant expression of *HOXA13* mRNA was seen in the squamous esophagus of BE patients by qPCR (Fig. 1c, e), suggesting that GERD does not provoke *HOXA13* expression per se. Indeed, when two primary immortalized squamous esophageal cell lines (EPC2-hTERT and HET-1A) were exposed to either bile or acid, only minor effects on *HOXA13* expression were observed (two to fourfold from a low baseline expression; Fig. 3a, b), more in agreement with cells having a relatively high *HOXA13* expression showing better survival of the treatment rather than upregulation of expression per se. This was confirmed by analysis of the publicly available single cell RNAseq database recently published by Owen et al.^21^. Results at single cell level demonstrate the presence of a small population of *HOXA13*-positive cells in the normal squamous esophagus of BE patients (8%). In BE tissue, the percentage of these HOXA13-positive cells increase to 30%, but their individual *HOXA13* mRNA levels are not increased as compared to HOXA13-expressing cells of the normal esophagus (Fig. 3c, d). Similarly, the number of *HOXA13*-positive cells, but not *HOXA13* expression *per* cell, is increased in IM of the stomach, early gastric cancer, and colorectal cancer (Fig. 3c, d). Thus, we further investigated Hoxa13 at the cellular level in our samples. Although *HOXA13* mRNA expression was detectable in only one of four mice in the upper GI-tract by q-PCR (Supplementary Fig. 2), detailed inspection of specimens involved did identify single Hoxa13-positive cells in the stomach of Hoxa13-GFP mice by immunohistochemistry. Such signal was present at the basolateral side along the stomach starting from the GEJ, but not seen in the squamous cells along the esophagus, nor the stroma (Fig. 4a and Supplementary Fig. 7). This is of particular interest as the GEJ has been suggested as a place of origin of BE^17^. A littermate negative for Hoxa13-GFP showed no positivity (Supplementary Fig. 6d, Supplementary Fig. 7d). Subsequently, we employed ISH for *HOXA13* on surgical samples from the human GEJ of three adult patients to analyze the presence of *HOXA13*-expressing cells in the human upper GI tract. In all three specimens, the GE junction area contained a clear positive signal for *HOXA13* mRNA, some signal was seen in cells of the proximal stomach, while signal was even lower in the squamous epithelium and stroma (Fig. 4b and Supplementary Fig. 8a, b). Esophageal submucosal glands (ESMG)^21^ were present in one sample and were *HOXA13* positive (Fig. 4c). Interestingly, ESMG were also highly positive for *KRT7*^*+*^*KR5*^*+*^*TP63*^+^ cells (previously postulated as the cell of origin BE origin in GEJ^22^) although unlike HOXA13^+^ cells, *KRT7*^*+*^*KR5*^*+*^*TP63*^+^ triple positive cells were not identified in the stomach (Fig. 4d). (Of note, this is showed for one sample and we were unable to assess possible *HOXA13* co-expression with these triple positive cells due to absence of specific HOXA13 antibodies). We also studied *HOXA13* expression in the GEJ of three spontaneously aborted human fetuses of 17–20 weeks of age, a gestation period characterized by transition of the esophageal epithelium from columnar to a squamous phenotype. We observed high and specific *HOXA13* expression at the gastric cardia, while more distal stomach and esophageal epithelium were less positive (Fig. 4e, Supplementary Fig. 8c, d). These data imply that *HOXA13*-positive cells are present in the human embryonic esophagus during the epithelial transition period, reduced in adult squamous esophagus, and increase again in BE. Thus, the epithelium of both the human and mouse adult upper GI tract, in particular the GEJ and ESMGs for human, is characterized by the presence of a subpopulation of *HOXA13/*Hoxa13-positive cells in an otherwise *HOXA13/*Hoxa13 negative surrounding.

**Fig. 3:**
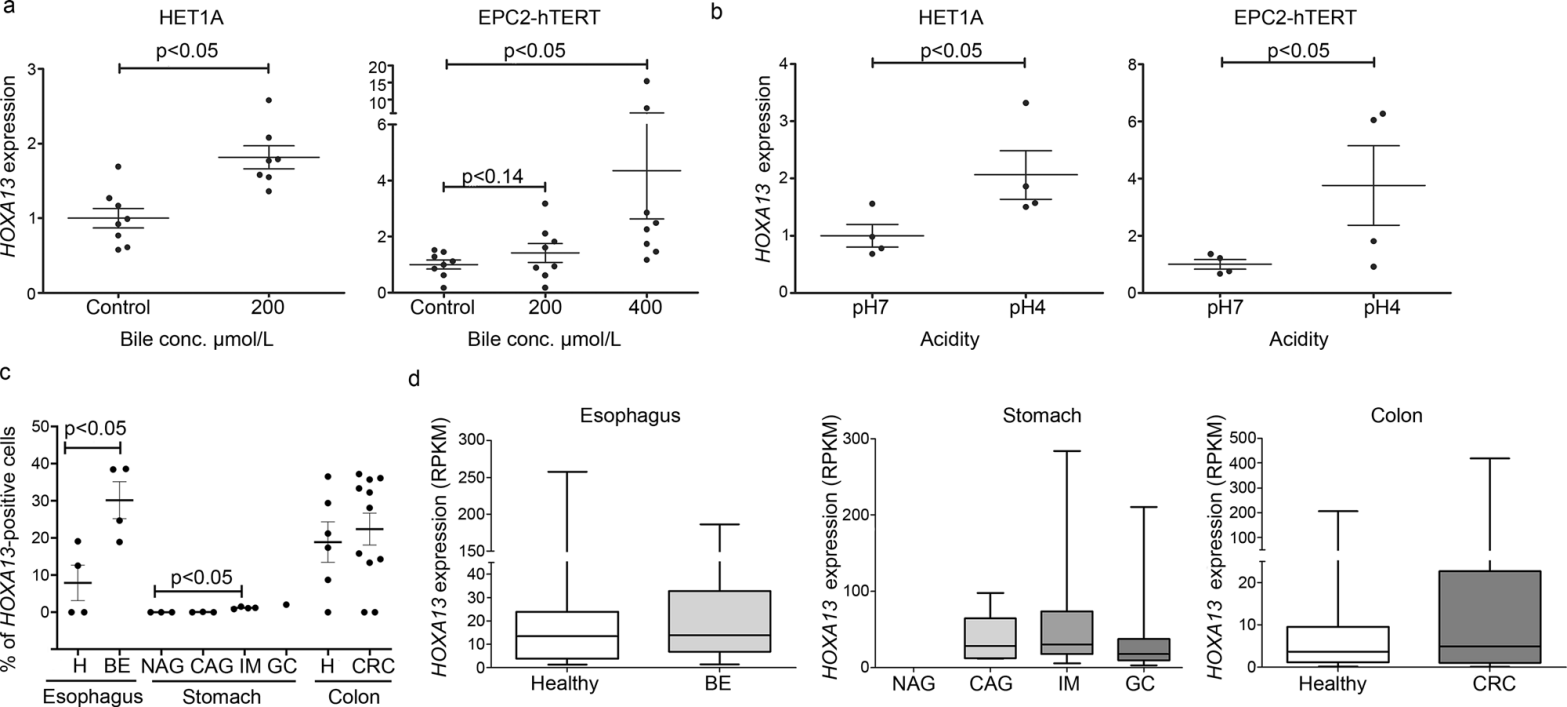
Number of *HOXA13* + cells rather than cellular expression levels are associated with metaplasia. Exposure to bile (at pH 7) (**a**) or to acid (**b**), in two in vitro model systems of gastroesophageal reflux disease (GERD), marginally induces the expression of *HOXA13* from low baseline expression levels in two primary immortalized squamous esophageal cell lines. Error bars represent the 95% CI of the mean. *n* = 4 independent experiments. For Het1a, two-tailed *t*-test was used (*p* = 0.0096 in a, *p* = 0.0322 in b), for EPC2-hTERT Dunn’s multiple comparisons test in a (control vs. 200 µM, *p* > 0.99; control vs. 400 µM, *p* = 0.0112; 200 µM vs. 400 µM, *p* = 0.14), one-tailed *t*-test in **b**, *p* = 0.0486. **c** The number of *HOXA13*-postive cells are increased in Barrett’s esophagus (BE) and intestinal metaplasia (IM) as compared to normal esophagus or stomach tissue. Healthy and BE esophageal samples are derived from the same patients. Mean ± SEM are shown. *n* = 4 individuals for esophagus, *n* = 3 for NAG, CAG, *n* = 4 for IM, *n* = 1 for GC, *n* = 6 for healthy colon, *n* = 11 for CRC. Graphs are based on the analysis of single cell RNA data seq^21^, GSE134520^82^, GSE81861^83^. Two-tailed *t*-test was used for esophagus (*p* = 0.0443) and colon (*p* = 0.6808), one-way analysis of variance for stomach with Dunnett’s Multiple Comparison Test (*p* < 0.0001). **d** *HOXA13* expression level per cell is unchanged. Expression level presented in *HOXA13*^*+*^ cells only. *H* healthy, *BE* Barret’s esophagus, *NAG* non-atrophic gastritis, *CAG* chronic atrophic gastritis, *IM* intestinal metaplasia of stomach, *GC* early gastric cancer, and *CRC* colorectal cancer. *n* = 37 for H, *n* = 132 for BE, NA for NAG, *n* = 5 for CAG, *n* = 163 for IM, *n* = 69 for GC, *n* = 37 for healthy colon, *n* = 87 for CRC of single cells from the individuals mentioned in (c). For GC, statistics are not presented as data per patient was not provided. Boxplots with middle line is the median, the lower and upper hinges correspond to 25th to 75th percentiles, and whiskers representing min-max values.

**Fig. 4:**
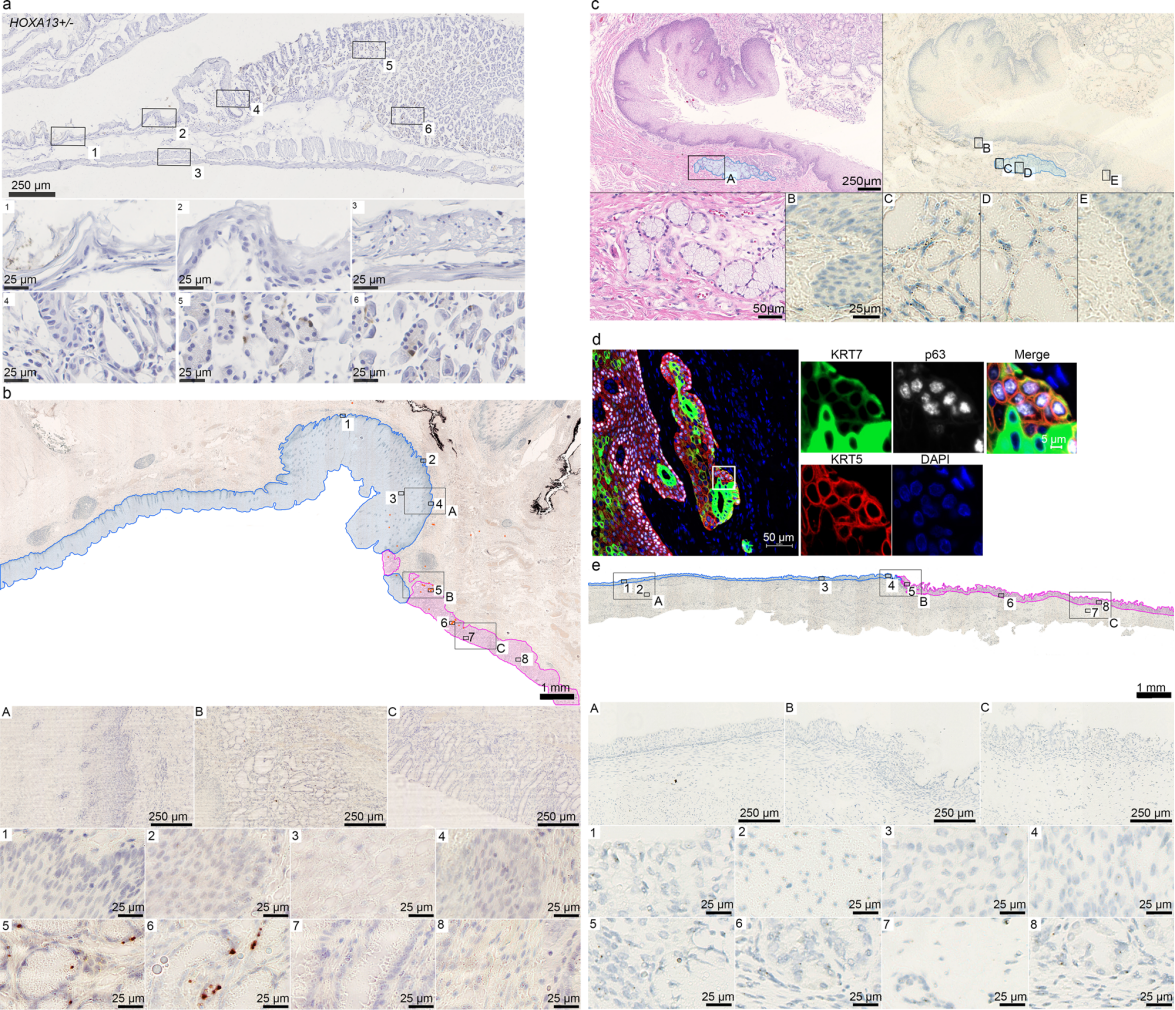
HOXA13 expression in the upper GI tract. **a** Representative example of anti-GFP immunohistochemistry of a Hoxa13-GFP heterozygous mouse with gastroesophageal junctions (GEJ) (SQ; squamous epithelium, ST; stomach) (*n* = 3). Hoxa13 is expressed in single cells of the stomach starting from the GEJ (5–6) and absent in the esophagus and stroma (1–4). **b** *HOXA13* expression as measured by RNA ISH in a representative example from *n* = 3 with similar results of an adult human GEJ with magnification panel of: A—esophagus, B—GEJ area, C—proximal stomach. Orange circles indicate the positive signal in the overview image. **c** *HOXA13* expression as measured by RNA ISH in human esophageal submucosal gland (ESMG) with magnification panel of: A—H&E, C,D—ESMG, B, E—squamous esophagus, *n* = 1. **d** Keratin 7 (KRT7), keratin 5 (KRT5) and p63 triple positive cells are found in the ESMG, *n* = 1. **e** Overview of a representative example of a 17-week old fetus GEJ: A) Stratified esophageal epithelium of the distal esophagus (blue), B) GEJ area, C) gastric epithelium of the proximal stomach (pink), *n* = 3.

### *HOXA13* affects differentiation potential and posteriorizes

Having established that individual HOXA13-positive cells reside in the physiological upper GI tract and are enhanced in BE tissue, we next set out to investigate the potential role of this population of cells in the etiology of BE. To this end, we further analyzed the single cell RNA-seq^21^ data set mentioned above. In this study, the GEJ was not sampled for analysis. However, the 8% of cells of the normal esophagus that express *HOXA13* exhibit transcriptional overlap with cells derived from BE tissue as seen from the t-Distributed Stochastic Neighbour Embedding (t-SNE) plot (Fig. 5a). Gene expression analysis indicates that these cells are derived from ESMG (Fig. 5b and Supplementary Data 1)^21,23^. Specifically, and in contrast to the *HOXA13*-negative cell population, >70% of the *HOXA13*-positive cells from the normal squamous mucosa are positive for submucosal markers *LEFTY1* and *OLFM4*, designated ESMG markers, which have also been described as markers of BE progenitor cells^21^. Additionally, *HOXA13*-positive cells express mucosal markers *TFF3*, *Lyz* and *SOX9*, as well as columnar and BE markers *TFF1, KRT7, VIL1, MUC5B, MUC3A, MUC13, MUC1*, and *CEACAM5*, while being negative for keratinization marker *IVL* and basal epithelial cell marker *p63* (Fig. 5b and Supplementary Data 1 for the list of genes enriched in *HOXA13*-positive cells). In BE, the percentage of cells positive for these columnar and ductal markers increase also in the *HOXA13*-negative population, suggesting either that upon differentiation some of these cells might lose *HOXA13* expression, or that there is more than one population giving rise to BE tissue. This would be in line with mouse data, as the murine esophagus lacks ESMGs and Hoxa13-positive cells. Interestingly, although rare in this dataset, within the *TFF3*^+^ population four cells were identified to be triple positive for *KRT14* (a gene pair with *KRT5*), *TP63* and *KRT7*^21^ but these were not positive for *HOXA13*.

**Fig. 5:**
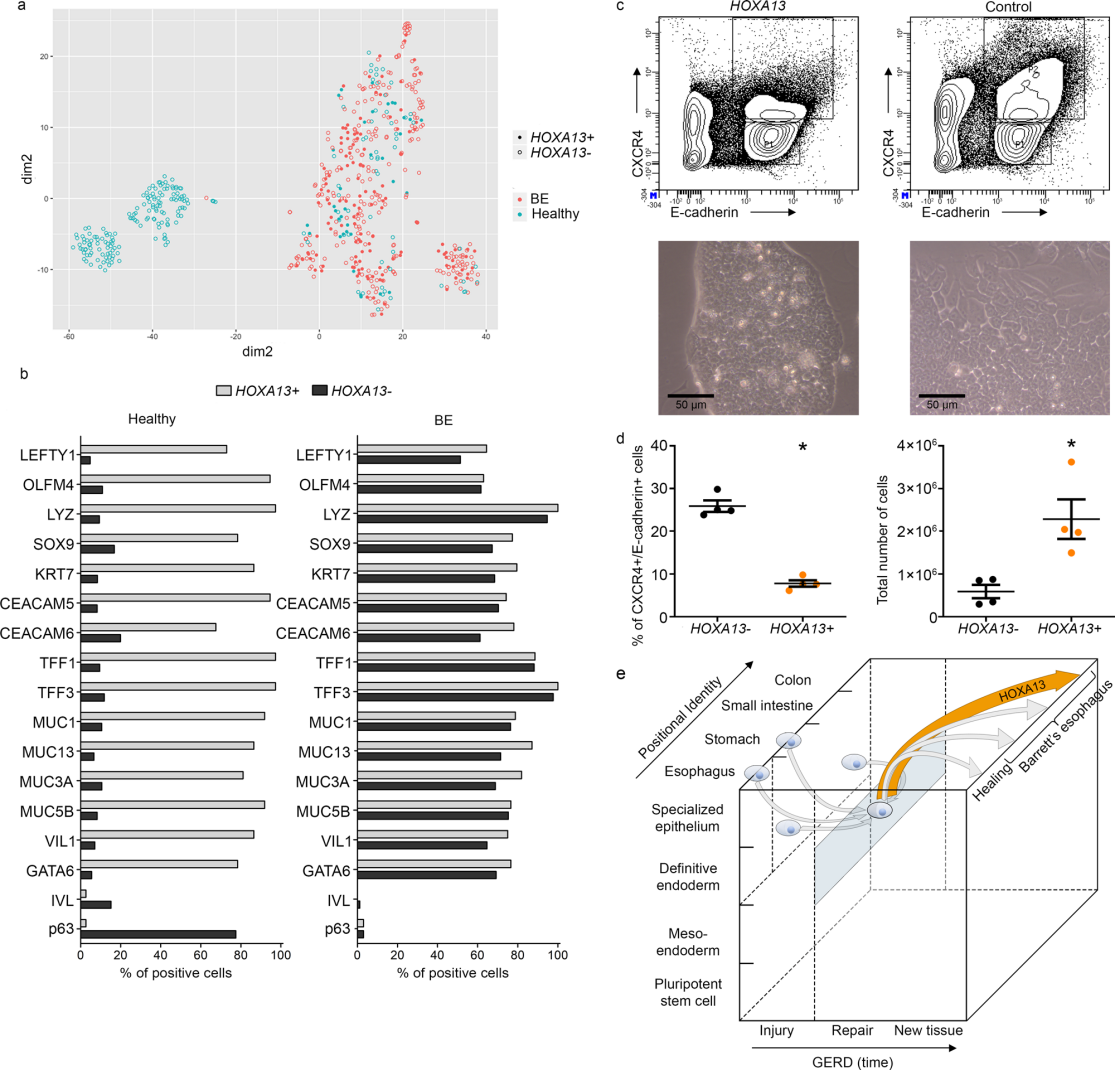
HOXA13 cellular expression modulates cell fate. **a** *HOXA13*^+^ cells of normal esophagus cluster together with BE cells in t-distributed Stochastic Neighbor Embedding (*T-SNE)* plot based on single cell RNA expression profiling^21^. **b** Analysis of single cell RNA seq data revealed that in contrast to *HOXA13*^*−*^ cells, *HOXA13*^*+*^ cells express submucosal gland markers, Barrett’s esophagus (BE) markers and have decreased expression of squamous markers (p63, IVL) in healthy esophagus. This difference is not observed in BE. *n* = 846 of HOXA13^−^ cells in healthy esophagus, *n* = 37 of *HOXA13*^*+*^ in healthy esophagus, *n* = 263 HOXA13^−^ cells in BE, *n* = 132 of *HOXA13*^*+*^ cells in BE. **c** *HOXA13-*overexpressing definitive endoderm is relatively resistant to terminal differentiation. Mouse embryonic stem cells (mESC) cells with and without forced *HOXA13* expression were differentiated from pluripotent stem cells to definitive endoderm. The percentage of differentiated definitive endoderm cells, defined as CXCR4^+^/E-cadherin^+^ cells, was analyzed by FACS analysis (upper panels). Lower panels (representative light microscopy images) show morphological differences in cultures of *HOXA13* overexpressing and wildtype mESCs upon differentiation to definitive endoderm, which induces a flattening of cell layers, with larger and irregular shaped cells. **d** Quantification of FACS analysis results indicates that the percentage of CXCR4^+^/E-cadherin^+^ cells is decreased in *HOXA13*-overexpressing cell cultures under differentiation conditions (*p* < 0.0001). *HOXA13-*expressing cells expand faster during the differentiation process compared to control cells (total number of cells increased) (*p* = 0.0135). Mean ± SEM, ***p < 0.001, *n* = 4 independent experiments, *t*-test (two-tailed). **e** Model of cellular identity in BE development. The *X*-axis represents time (hypothetical units) following exposure to GERD-inducing agents. *Y*-axis shows differentiation during embryology and pathology. *Z*-axis indicates the positional identity of GI-tract tissues. Several theories exist regarding the cell of origin of BE: they may be fully differentiated esophageal or stomach cells, or less differentiated cells within these organs (depicted by the 4 cells on the *Y–Z* plane). Irrespective of its location or differentiation state, this cell or origin might lose its correct positional identity or maintain its aberrant positional identity and resembles a definitive endoderm like cell. This is visualized by the blue rectangle harboring the cell with the thicker blue contour. For the model of cellular identity in BE, our data suggest that *HOXA13* expressing clones in the GEJ, depicted in orange, may outcompete clones with another positional identity, providing an explanation for the distal phenotype observed in BE.

The cell of origin with respect to formation of the BE segment should be able to generate a variety of differentiated cell types that exhibit colonic, gastric, pancreatic acinar or other phenotypes^24,25^. In chick embryos, *HOXA13* regulates regionalization after 1.5 days of development, showing the involvement of *HOXA13* in early differentiation, consistent with an effect of this gene on cellular phenotype in such pluripotent progenitor cells^26^. In an effort to experimentally test the influence of *HOXA13* on cell fate, we generated *HOXA13*-inducible pluripotent mouse embryonic stem cells (mESCs). These pluripotent mESCs can be efficiently differentiated to multipotent definitive endoderm, as determined by membrane expression of CXCR4 and E-cadherin (Fig. 5c). This was further confirmed by RNAseq, showing a strong upregulation of definitive endoderm markers such as *Sox17* and *Foxa1* in these differentiated cells, while pluripotency markers such as *Nanog* are downregulated (see Supplementary Table 1). Using ingenuity pathway analysis (IPA) to further analyze differently expressed genes, a positive association was found with “differentiation of embryonic cells” (*z* = 1.82, *p* = 6.38 × 10^−15^). Intriguingly, when *HOXA13* expression was induced, cells differentiated less effectively towards definitive endoderm as determined by CXCR4^+^/E-cadherin^+^ expression and morphological assessment (Fig. 5c, d). Consistent with a reduced unilinear differentiation, clones expressing *HOXA13* showed greater expansion (Fig. 5d).

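KH2 cells are mouse embryonic stem cells, into which the paper targeted human *HOXA13* under the control of doxycycline to make the overexpressing clones, and irradiated mouse fibroblasts were used as feeder cells. RNA-seq libraries were made from 3 control and 3 *HOXA13*-overexpressing non-differentiated cultures. The paper tested correctly targeted clones with 1.25 µg/ml doxycycline for 3 days, whereas the sample labels state that the sequenced cultures received no treatment. The authors mapped reads of 75 base-pairs to the mouse genome build mm9 with Tophat, counted them per gene with HTSeq and deposited the counts without normalization. The 3 control libraries held 21766589, 14608681 and 19091973 counts, and the 3 *HOXA13*-overexpressing libraries held 20374341, 18599855 and 13494135 counts, over 24393 features in each. From there, counts were normalized with edgeR's TMM factors and compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the 13846 genes kept by edgeR's default filter on low counts. Expression is given as CPM, the counts scaled to a common library size after TMM normalization. At these depths the smallest level that can be shown, 3 counts, lies between 0.134 and 0.227 CPM per library. RNA of feeder cells can be among the counts. The 20 fibroblast genes checked for this took between 0.84% and 1.27% of the counts of a library, and none of the 20 differed between the groups at an adjusted p under 0.05, while alternatives gave up to 3 higher (without control replicate 2) and up to 2 lower genes (without control replicate 1, or with each chromosome centred, which was added after seeing the data). Nearly all features are mouse gene symbols, and 2 carry human Ensembl identifiers that the files do not pair with symbols. One of these, ENSG00000106031, had 6, 0 and 0 counts in the 3 control libraries and 4298, 4177 and 2881 counts in the 3 *HOXA13*-overexpressing libraries, which is 222 ± 6.87 CPM (SD, n = 3) in the latter and a log2 fold change of 10.95 (standard error 0.30, adjusted p = 1.93e-06). The mouse *Hoxa13* gene, on chromosome 6 of mm9 from 52207693 to 52210874, was at 1.11 ± 0.43 CPM (SD, n = 3) in control cultures. In *HOXA13*-overexpressing cultures it was at 1.55 ± 0.25 CPM (SD, n = 3). The libraries of the 2 groups overlapped, and the difference was not past 0.05 in edgeR's quasi-likelihood test (log2 fold change 0.51, standard error 0.33, adjusted p = 0.295).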

We next contrasted the transcriptome of non-differentiated, pluripotent *HOXA13-*overexpressing and control cultures to identify potential molecular mediators of the *HOXA13* effects observed. Results of IPA analysis of differential gene expression are broadly consistent with *HOXA13* conferring a pluripotent phenotype. 

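Of the 13846 genes tested between the 3 *HOXA13*-overexpressing and the 3 control cultures, 3836 had an adjusted p under 0.05 in edgeR's quasi-likelihood test. Of these, 1994 were higher and 1842 lower in *HOXA13*-overexpressing cultures. Scaling by library size alone in place of TMM factors gave 1576 higher and 2500 lower genes, and leaving out 1 library at a time moved the total between 2038 and 5007. Genes of chromosome 1 passed more often than those of other chromosomes, with 431 of 770 tested genes (56.0%) past the threshold, and their median log2 fold change was 0.41. All 18 genes that Table 1 lists for non-differentiated cells passed at an adjusted p under 0.05 in the direction given there, 9 higher and 9 lower. The 2 groups of libraries did not overlap in any of the 18, which adds little, since 3809 of the 3836 genes past the threshold and 45.7% of all genes tested had no overlap either (10% by chance). With limma-voom in place of edgeR, 11 of the 18 passed. Ingenuity pathway analysis was not run here. In its place, the 30 genes of a pluripotency list and the 20 genes of a Wnt target list were tested as sets with fry in edgeR. Both lists include genes of Table 1, so these tests are not independent of the paper's results. The pluripotency list had a median log2 fold change of 0.34 (edgeR fry, adjusted p = 0.317 over the 2 lists), and the 18 tested Wnt targets had a median log2 fold change of -0.80 (edgeR fry, adjusted p = 0.191). These results depend on the test and the libraries. Without adjustment over the 2 lists, and with no exact test, the Wnt targets had p = 0.026 with camera and p = 0.0188 without control replicate 1, and the pluripotency list had p = 0.00646 without control replicate 2 and p = 0.979 without control replicate 1.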

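The genes of the *Nanog* category named in Table 1 were higher in every *HOXA13*-overexpressing library than in every control library, by very different amounts. *Sox2* (chromosome 3 of mm9, 34548927 to 34551383) rose from 291.5 ± 78.7 CPM (SD, n = 3) in control to 424.3 ± 14.1 CPM (SD, n = 3) in *HOXA13*-overexpressing cultures, a log2 fold change of 0.54 (standard error 0.17, adjusted p = 0.043). This call depends on the libraries used, since it was no longer past 0.05 in 4 of the 6 fits that left out 1 library. *Nanog* (chromosome 6, 122657507 to 122664651) rose from 318.5 ± 26.5 to 472.4 ± 0.83 CPM, a log2 fold change of 0.57 (standard error 0.07, adjusted p = 0.000951). *Tbx3* (chromosome 5, 120120678 to 120134733) had a log2 fold change of 1.98 (standard error 0.23, adjusted p = 0.000636). *Hesx1* (chromosome 14, 27813548 to 27815515) rose from 1.05 ± 0.22 to 29.3 ± 1.32 CPM, a log2 fold change of 4.81 (standard error 0.15, adjusted p = 3.22e-06), on a chromosome whose genes had a median log2 fold change of 0.29. *Dppa1* (chromosome 11, 46421274 to 46442763) had 1, 0 and 0 counts in control and 617, 469 and 320 counts in *HOXA13*-overexpressing libraries, which is at least 166-fold higher when the control libraries are set to 3 counts (adjusted p = 3.22e-06). Among the 30 genes of the pluripotency list, 13 were higher and 6 lower at an adjusted p under 0.05, or 14 and 6 when adjusted over the list alone. Besides *Sox2*, *Nanog* and *Tbx3*, the higher genes were *Esrrb*, *Klf4*, *Tfcp2l1*, *Prdm14*, *Dppa2*, *Dppa3*, *Dppa4*, *Sall4*, *Zfp281* and *Fbxo15*, with *Tfcp2l1* rising most (log2 fold change 2.24, standard error 0.38, adjusted p = 0.00401). The lower genes were *Fgf4*, *Lin28a*, *Tdgf1*, *Dnmt3l*, *Lefty1* and *Lefty2*, with log2 fold changes between -1.69 and -1.02. *Pou5f1* did not differ by more than the spread between replicates (706.4 ± 74.9 CPM in control, log2 fold change -0.03, standard error 0.08, adjusted p = 0.795). *Tfcp2l1*, *Prdm14*, *Zfp281*, *Lefty1* and *Lefty2* lie on chromosome 1, and the log2 fold change of *Zfp281*, 0.43, is about that of the median gene there. With each chromosome centred in each library, an alternative chosen after seeing the data, 12 genes of the list were higher and 6 lower.

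**Figure D1:**
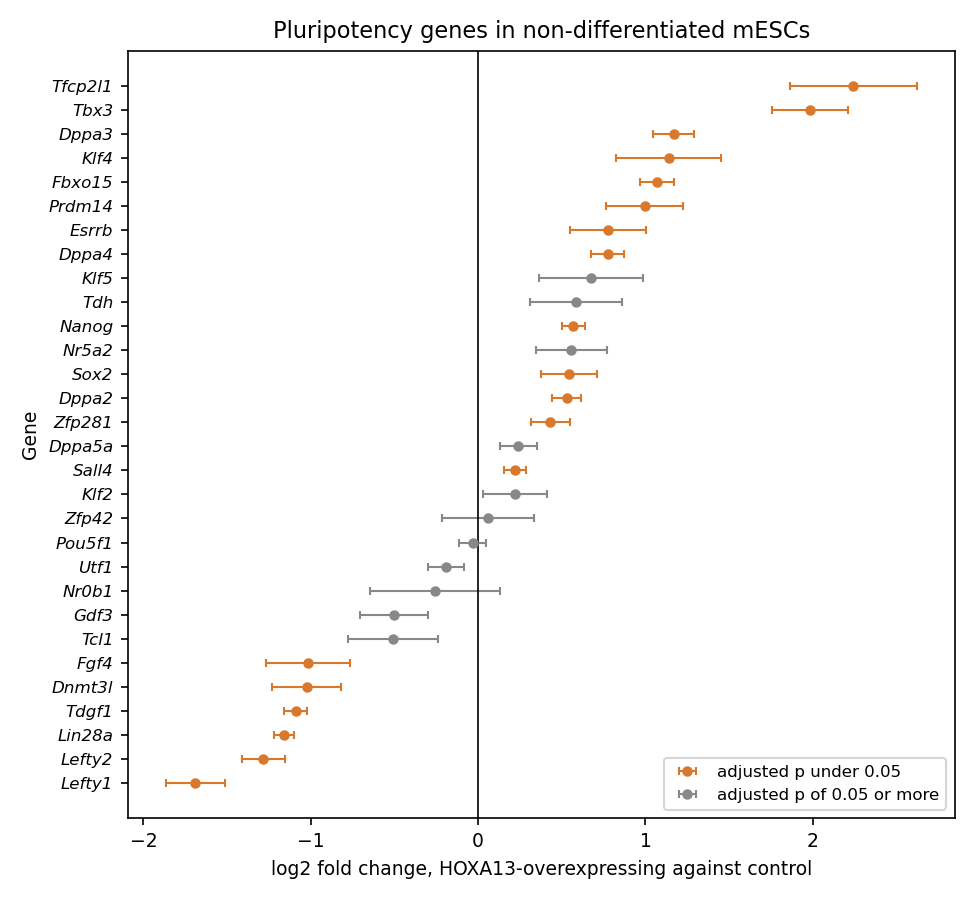
Log2 fold change of the 30 genes of the pluripotency list in 3 *HOXA13*-overexpressing against 3 control non-differentiated mESC cultures. The horizontal axis is the log2 fold change from edgeR, bars are its standard error, and colour marks an adjusted p under 0.05, which 13 higher and 6 lower genes reach.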

Specifically, forced *HOXA13* expression results in upregulation of the “role of *Nanog* in mammalian embryonic cell pluripotency” category (*z* = 1.34, *p* = 2.32 × 10^−3^), an effect that involves *Sox2*, *Nanog*, *Tbx3*, *Hesx-1*, and *Dppa-*1 amongst others^27,28^ (See Table 1 for more details/results, fold changes, and *q*-values with regard to this experiment). *HOXA13* expression also appears to downregulate Wnt signaling, possibly through BMP signaling^29^. 

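The Wnt ligand genes of Table 1 were low or close to the detection floor in *HOXA13*-overexpressing cultures and varied widely among the control cultures. *Wnt3* (chromosome 11 of mm9, 103635464 to 103679271) was at 26.9 ± 27.0 CPM (SD, n = 3) in control and 0.81 ± 0.45 CPM (SD, n = 3) in *HOXA13*-overexpressing cultures, a log2 fold change of -5.01 (standard error 0.97, adjusted p = 0.00698). *Wnt4* had a log2 fold change of -2.18 (standard error 0.53, adjusted p = 0.0178), *Wnt6* one of -2.37 (standard error 0.61, adjusted p = 0.0226) and *Wnt8a* one of -3.97 (standard error 0.88, adjusted p = 0.0125). *Wnt6* lies on chromosome 1. Of the 14 Wnt ligand genes tested, 5 were lower at an adjusted p under 0.05, adjusted over all genes or over the list alone. The fifth was *Wnt5a*, on chromosome 14, with a log2 fold change of -0.43. *Wnt7b* was higher, with a log2 fold change of 2.43 (standard error 0.23, adjusted p = 0.000279). With limma-voom, 1 of the ligand genes was lower at that threshold.
Of the 18 Wnt target genes tested, 7 were lower and 3 higher, or 9 lower and 3 higher when adjusted over the list alone. *Lef1* fell from 18.7 ± 12.4 to 2.99 ± 0.44 CPM, a log2 fold change of -2.66 (standard error 0.47, adjusted p = 0.00462). *Axin2* (chromosome 11, 108781663 to 108812097) fell from 36.4 ± 20.9 to 15.2 ± 0.79 CPM, a log2 fold change of -1.27 (standard error 0.36, adjusted p = 0.0317), and *Sp8* (chromosome 12, 120084802 to 120091051) had a log2 fold change of -5.53 (standard error 0.74, adjusted p = 0.00136). *Tcf7*, *Myc* and *Tnfrsf19* were the other lower targets besides *T*, and *Cdx1*, *Notum* and *Fzd7* were higher. *Fzd7* lies on chromosome 1 and *Tnfrsf19* on chromosome 14, and with each chromosome centred in each library, an alternative chosen after seeing the data, 2 targets were higher and 7 lower. *Wnt4*, *Wnt6* and *Axin2* were no longer past 0.05 in any of the 3 fits that left out a *HOXA13*-overexpressing library. *Wnt3* was lost without *HOXA13* replicate 1 (adjusted p = 0.054 in edgeR's quasi-likelihood test). *Wnt8a* was lost without *HOXA13* replicate 1 (adjusted p = 0.077) and without *HOXA13* replicate 3 (adjusted p = 0.052).
For BMP signaling, 2 of 14 listed genes were lower at an adjusted p under 0.05, adjusted over all genes or over the list alone. These were *Nog* (log2 fold change -1.53, standard error 0.43, adjusted p = 0.0316) and *Grem1* (log2 fold change -0.48, standard error 0.09, adjusted p = 0.00614). The 6 higher genes were *Id2*, *Id3*, *Smad6*, *Smad7*, *Bmp7* and *Bambi*, of which *Smad6* rose most (log2 fold change 1.85, standard error 0.10, adjusted p = 2.14e-05). *Bmp4*, on chromosome 14, did not differ by more than the spread between replicates (adjusted p = 0.343). The list mixes genes with different roles in the pathway, so a lower gene is not by itself lower BMP signaling. The counts of higher and lower genes therefore give no direction for it.

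**Figure D2:**
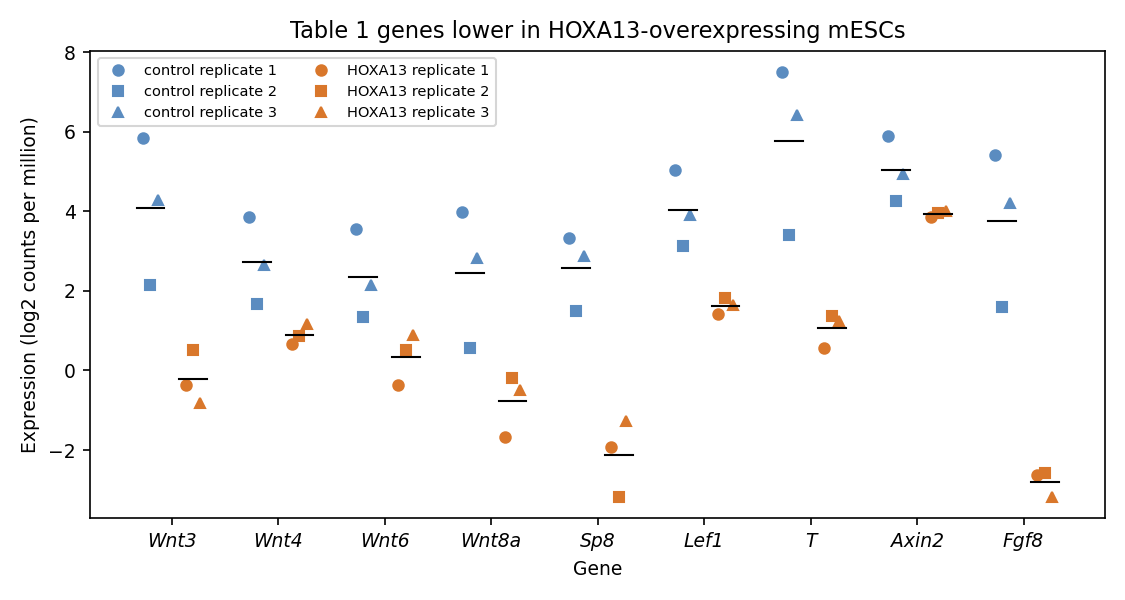
Expression of the 9 Table 1 genes that were lower in *HOXA13*-overexpressing mESCs, as log2 CPM from edgeR with a prior count of 2, which sets the level of libraries without counts. Each point is 1 library, marked by replicate number and coloured by group, and black lines are the means of the 3 libraries. Control replicate 2 is the lowest control library for all 9 genes and still lies above the 3 *HOXA13*-overexpressing libraries.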

Wnt signaling is known to promote mesoendodermal differentiation^30^, these results are consistent with *HOXA13*-mediated downregulation of Wnt signaling during axial elongation^31^. Thus, the transcriptional profile provoked by *HOXA13* is consistent with maintaining a relatively pluripotent phenotype which in turn may increase compartment expansion.

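Of the 14 mesendoderm genes tested in the non-differentiated cultures, 7 were lower in *HOXA13*-overexpressing cells at an adjusted p under 0.05 (9 when adjusted over the list alone) and 1, *Gata6*, was higher, with a log2 fold change of 1.80. *T*, which Table 1 lists as *Tbxt* (chromosome 17 of mm9, 8627288 to 8635361), had 4056, 155 and 1687 counts in the 3 control libraries and 27, 45 and 30 counts in the 3 *HOXA13*-overexpressing libraries, a log2 fold change of -5.53 (standard error 0.99, adjusted p = 0.00519). *Fgf8* (chromosome 19, 45811288 to 45817405) was at 21.4 ± 20.1 CPM (SD, n = 3) in control and at or under 3 counts in each *HOXA13*-overexpressing library, which is at least 118-fold lower (adjusted p = 0.00336). *Mixl1*, on chromosome 1, had a log2 fold change of -5.24 (standard error 1.17, adjusted p = 0.0126), *Fgf5* one of -4.90 (standard error 0.69, adjusted p = 0.0017), *Eomes* one of -1.87 (standard error 0.46, adjusted p = 0.0181) and *Nodal* one of -1.13 (standard error 0.18, adjusted p = 0.00287). *Wnt3* was the other lower gene. Relative to the mean of the *HOXA13*-overexpressing libraries, the median of the 14 genes was higher by 2.26 on the log2 scale in control replicate 1, by 0.53 in control replicate 2 and by 1.44 in control replicate 3. With limma-voom, 2 of the 14 genes were lower at an adjusted p under 0.05.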

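The remaining genes of Table 1 were higher in each *HOXA13*-overexpressing library than in each control library. *Igf2* (chromosome 7 of mm9, 149836673 to 149852721) rose from 199.9 ± 33.4 CPM (SD, n = 3) in control to 752.4 ± 22.3 CPM (SD, n = 3) in *HOXA13*-overexpressing cultures, a log2 fold change of 1.91 (standard error 0.12, adjusted p = 3.27e-05). *Cdx1* (chromosome 18, 61178516 to 61195853) had a log2 fold change of 1.51 (standard error 0.28, adjusted p = 0.00625), *Grhl3* (chromosome 4, 135097803 to 135129545) one of 2.42 (standard error 0.13, adjusted p = 1.83e-05) and *Vill* (chromosome 9, 118961896 to 118980643) one of 1.00 (standard error 0.20, adjusted p = 0.00829). Outside Table 1, the largest increases among genes with a mean of at least 1 log2 CPM included *Klk15* (at least 48.5-fold higher, adjusted p = 1.92e-05), *Acsm3* (at least 36.9-fold higher, adjusted p = 2.28e-05) and *Igf2os*, which lies opposite *Igf2* and had a log2 fold change of 6.72 (standard error 0.12, adjusted p = 8.92e-08). The counting is not stated to use strand. *Igf2os* had 0.491% of the counts of *Igf2* in control and 13.7% in *HOXA13*-overexpressing libraries, and *Acsm3* overlaps *Eri2* on the opposite strand, so that its value can include reads of *Eri2*. The largest decreases outside Table 1 were those of *Gbp2b* (at least 116-fold lower, adjusted p = 0.00918), *Alox15* (at least 72.2-fold lower, adjusted p = 0.005) and *Ltb* (at least 26.2-fold lower, adjusted p = 0.004), where *Gbp2b* belongs to a gene family whose members can share reads. The size of these bounds depends on control replicate 1. *Gbp2b* was at 52.5, 1.84 and 8.99 CPM in control replicates 1, 2 and 3. *Alox15* was at 26.2, 1.70 and 11.4 CPM, and *Ltb* at 8.74, 1.22 and 4.30 CPM, in the same libraries. From its pathway categories, the lower Wnt signaling and the known promotion of mesoendodermal differentiation by Wnt signaling, the paper concludes, with a hedge, that the profile may reflect maintenance of a relatively pluripotent phenotype, which may in turn add to compartment expansion.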

**Table 1:** Fold changes and q-values for the mRNAs mentioned in the results section of the main text pertaining to cell culture models analyzed by RNA-Seq.

Gene name	Fold change	*q*-value (multiple testing corrected *p* value)
Forced *HOXA13* in mESC confers a relative competitive advantage in multipotent cell cultures through upregulation of *Nanog* signaling and downregulation of *Wnt* signaling		
*Sox2*	1.43	0.01
*Nanog*	1.47	0.00
*Tbx3*	3.53	0.00
*Hesx-1*	20.56	0.00
*Dppa-1*	64.95	0.00
*Igf2*	3.61	0.00
*Wnt3*	0.43	0.00
*Wnt4*	0.36	0.00
*Wnt6*	0.36	0.00
*Wnt8a*	0.48	0.01
*Sp8*	0.12	0.00
*Lef1*	0.34	0.00
*Tbxt*	0.41	0.00
*Axin2*	0.55	0.04
*Fgf8*	0.10	0.00
*Cdx1*	2.47	0.00
*Grhl3*	5.00	0.00
*Vill*	1.87	0.00
Forced HOXA13 expression supports caudal epithelial functions and appears to promote proliferation in DE		
*Sox17*	12.55	0.00
*Lgr5*	5.39	0.00
*Nanog*	0.20	0.02
*Ezr*	2.20	0.00
*Vill*	2.58	0.048
*Krt19*	2.34	0.00
*Krt20*	2.84	0.01
*Igsf8*	4.67	0.00
*Gcnt3*	3.51	0.00
*Fgfr2*	2.81	0.00
*Nek2*	2.35	0.01
HOXA13 downregulates the chromosome 1 epidermal differentiation complex, is pro-oncogenic, and conveys typical characteristics of the BE phenotype		
*ANXA9*	0.48	0.04
*EVPL*	0.61	0.03
*SCEL*	0.52	0.01
*KLK7*	0.42	0.01
*EMP1*	0.56	0.03
*SERPINB13*	0.38	0.00
*DLL1*	2.57	0.00
*FURIN*	1.49	0.03
*JAG1*	1.85	0.04

*HOXA13* expression does not block endodermal differentiation of mESC cells completely, suggesting that a role for *HOXA13* in this compartment is still relevant. Definitive endoderm is a feature of the entire GI tract epithelium, and does not distinguish upper and lower GI epithelium per se. To investigate the role of *HOXA13* in this cell compartment and test our prediction that *HOXA13* expression would predispose endoderm to acquire distal phenotypes, we sorted CXCR4^+^/E-cadherin^+^ cells of *HOXA13* positive and negative cultures and contrasted their mRNA expression. *HOXA13* upregulates gene expression associated with determination of morphology in definitive endoderm cells. In IPA analysis, “actin cytoskeleton signaling” was most activated (*z* = 3.00, *p* = 3.74 × 10^−2^). “RhoA signaling”, which stimulates actin polymerization, (*z* = 2.12, *p* = 1.12 × 10^−2^) was also stimulated. *HOXA13* supports distal epithelial functions with upregulation of microvillus-associated genes, *Ezr* and *Vill*, keratins, *Krt19* and *Krt20*, tetraspan network genes, *Igsf8*, and exocrine function associated genes such as *Gcnt3*, normally expressed in the distal GI-tract epithelium^32^. In addition, more transcripts of “Cell proliferation of carcinoma cell line” (*z* = 1.13, *p* = 1.5 × 10^−6^) and “Neoplasia of cancer cells” (*z* = 1.13, *p* = 2.22 × 10^−4^) categories, such as *Fgfr2* and *Nek2*, were detected. Thus, forced *HOXA13* expression during endodermal differentiation supports caudal epithelial functions and proliferative potential (see Table 1 for fold changes and *q*-values; see Supplementary Data 2 for additional relevant molecules).

Together, these data are in apparent agreement with *HOXA13*-expressing cells displaying a progenitor phenotype and having a competitive advantage, while simultaneously driving the acquisition of a more distal columnar phenotype once committed to differentiation (see Fig. 5e).

### *HOXA13* and the chromosome 1 epidermal differentiation complex

Further support for a role of *HOXA13* in the loss of the squamous phenotype and the appearance of caudal columnar phenotypes in the esophagus comes from experiments in which we investigated the effect of *HOXA13* directly on esophageal cell models. To this end, we used CRISPR-Cas9 technology to delete *HOXA13* from BAR-T, a primary monoclonal immortalized cell line derived from metaplastic tissue of a BE patient, with cells expressing both columnar and squamous markers^33^. Three separate *HOXA13* knock-out clones were selected to circumvent potential off target effects. Reversely, we provoked lentivirus-mediated *HOXA13* expression in EPC2-hTERT, an immortalized squamous esophageal cell line. For these latter experiments we used a mixed cell population of lentivirally transduced cells as to avoid clonal artifacts influencing results. Transcriptomes in these two models (Fig. 6a) were contrasted to their respective control lines. There was substantial overlap in the gene sets significantly affected by losing *HOXA13* in BAR-T compared with those significantly affected by gaining *HOXA13* in EPC2-hTERT, taking into account the direction of regulation (X^2^ test: *p* = 4.74 × 10^−34^) (see Supplementary Data 3). Investigation of this overlap across the two technically independently generated datasets limits the incidence of chance findings or single model system bias. Overlapping genes positively affected by *HOXA13* expression in esophageal cells are *IL7r*, *FAM196B*, *ADAMTS6*, *NRG1*, *LTBP1*, *JAG1*, *ELL2, SMAD7*, *C12ORF75*, *AXL*, *TIPARP*, *IKBIP*, *DUSP7*, and *GOLIM4*. Downregulated by *HOXA13* expression are *SERPINB13*, *MYO5C*, *KLK7*, *ANXA9*, *TMPRSS4*, *TTC9*, *MATN2*, *TNFAIP2*, *RAB27B*, *HCAR2, C6ORF132*, *EXPH5*, *MAP3K5*, and *FUCA1*. IPA analysis of the results predicts an increase in “(malignant) cell transformation” (*z* = 2.00, *p* = 5.81 × 10^−3^) and a decrease in “inflammation of an organ” (*z* = −2.59, *p* = 8.29 × 10^−3^; gene function is described in Supplementary Data 3) in cells expressing *HOXA13*. Intriguingly, *HOXA13* downregulates the epidermal differentiation complex (EDC); Fig. 6b, c). The EDC, located on chromosome 1q21.3, contains clustered multigene families of genes associated with cornified envelope formation in stratified squamous epithelia, such as the S100 and the small proline-rich region (SPRR) genes^34^. Among the overlapping downregulated genes in both cell models, *ANXA9* is also associated with differentiating keratinocytes^35^, and *EVPL*, *SCEL*, and *KLK7* are cornified envelope genes^36–38^. *EMP1* and *SERPINB13* downregulation is associated with increased disease severity in gastric cancer (*EMP1*) and head and neck squamous cell carcinoma (SCC) (*SERPINB13*)^39,40^. See Table 1 for fold changes and *q*-values and Supplementary Data 3 for more differentially expressed molecules related to morphology. The downregulation of a gene region known to be essential for maintaining a squamous phenotype provides mechanistic support to the notion that altered *HOXA13* expression is cardinal for provoking the BE phenotype.

**Fig. 6:**
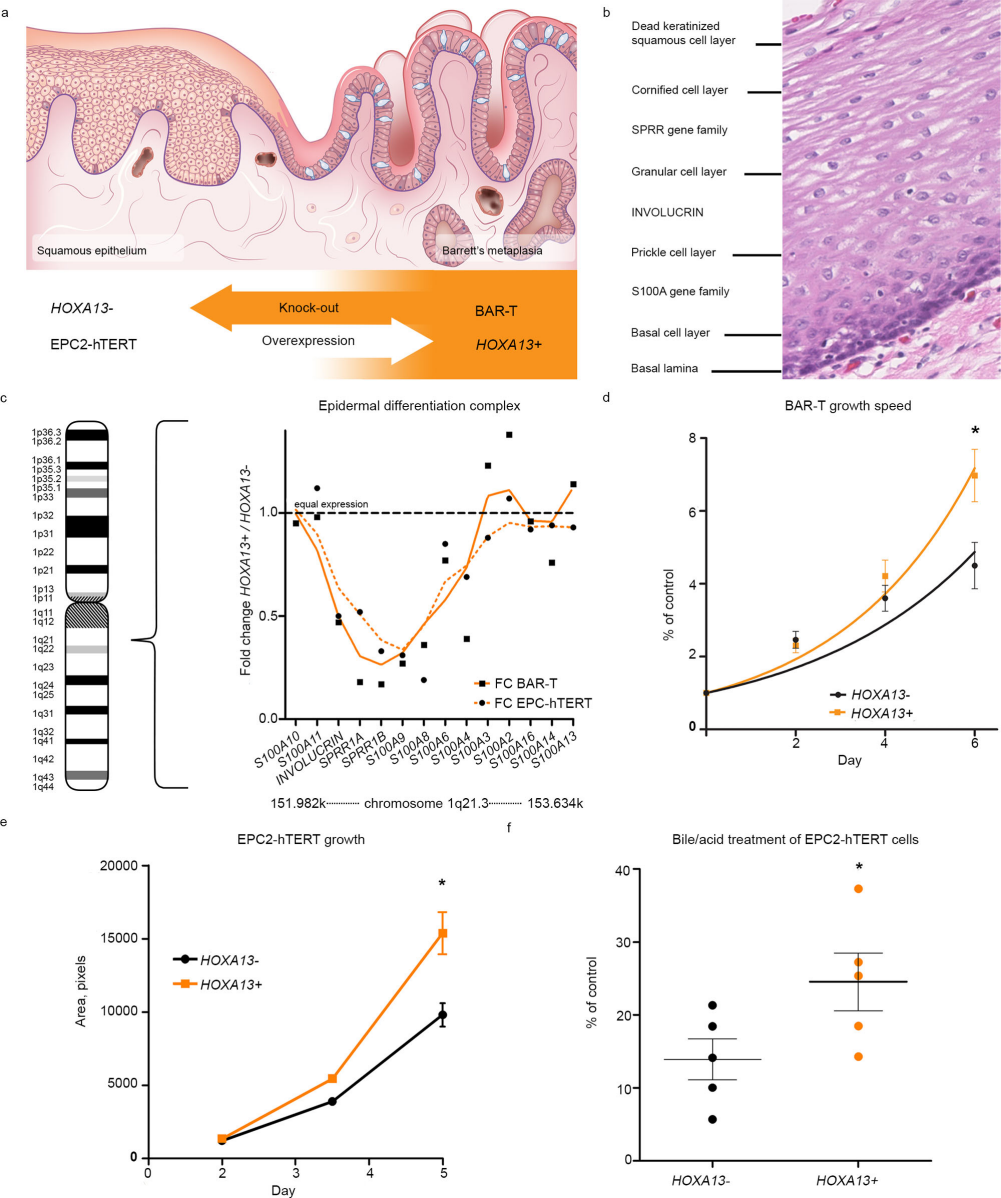
*HOXA13* counteracts squamous identity and increases growth of esophageal cells. **a** Two models were constructed to investigate the function of *HOXA13* at the gastroesophageal junctions (GEJ). One model used EPC2-hTERT, a primary immortalized human squamous esophageal cell line, characterized by low *HOXA13* expression, in which *HOXA13* was transduced. The second model employed BAR-T, a primary immortalized human Barrett’s esophagus (BE) cell line, characterized by high *HOXA13* expression, in which *HOXA13* was knocked out. **b** Hematoxylin and eosin (H&E) staining of the squamous esophagus of a patient without BE indicating the expected location of some of the products of the Ch1q21.3 epidermal differentiation complex along with other genes from the cornified envelope of the epidermis. **c** *HOXA13* leads to a downregulation of genes in the Ch1q21.3 epidermal differentiation complex in both model systems. A cubic spline fit of *HOXA13* mRNA regulation is shown, with the BAR-T control transduced cell line presented compared to its *HOXA13* knock-out counterpart, and *HOXA13* overexpressing EPC2-hTERT cells presented compared to their parental line. *FC* fold change. **d** *HOXA13* knock-out in a BE cell line reduces the growth of the cell pool, as measured by MTT assay. Mean ± SEM, *p < 0.05, exact *p* = 0.0204, two-tailed *t*-test, *n* = 9 independent experiments. **e** *HOXA13* overexpression in a EPC2-hTERT cell line increases its growth in 3D culture (area of spheroids, mean ± SEM, *p < 0.05, *p* = 0.0174, two-way ANOVA with Sidak’s multiple comparisons test). **f** EPC2-hTERT cells with *HOXA13* overexpression are less sensitive to bile/acid exposure (*p* = 0.0343). MTT data presented as % of corresponding vehicle-treated controls. Mean ± SEM, *p < 0.05, *t*-test (two-tailed).

These experiments also provide mechanistic support for the notion that *HOXA13* expression may offer an explanation as to why BE is prone to progression to EAC. *HOXA13* mediates down-regulation of the EDC and many EDC and cornified envelope genes are progressively down-regulated in the BE to EAC cascade^36,41^. In BE, EAC, and esophageal SCC, loss of heterozygosity (LOH) of the EDC is common^42–44^. Low EDC gene expression predicts chemotherapy non-response and LOH of the EDC is associated with reduced survival in curatively treated EAC patients^43,45^. In our experimental models, we observed *HOXA13*-mediated upregulation of genes associated with Notch signaling, specifically *DLL1*, *FURIN*, and *JAG1*. Notch signaling is associated with malignant transformation^46,47^. In IPA analysis “Non-melanoma solid tumor” (*z* = 2.03, *p* = 9.28 × 10^−8^) and “invasion of cells” (*z* = 2.08, *p* = 2.47 × 10^−3^) were shown to be activated by *HOXA13*, whereas *HOXA13* expression negatively influenced the “Apoptosis” (*z* = −1.52, *p* = 2.23 × 10^−3^) and “killing of cells” (*z* = −2.03, *p* = 2.03 × 10^−3^) categories. Many individual genes showed differential regulation in a pro-oncogenic direction (see Supplementary Data 3).

In conclusion, using *HOXA13* knock-out and overexpression in a Barrett’s and a squamous cell line, we show that *HOXA13* downregulates the epithelial differentiation complex and other cornified envelope genes which normally function to maintain squamous epithelial morphology and act as tumor suppressor genes. Additionally, Notch signaling is overexpressed and many individual genes show differential regulation in a pro-oncogenic direction.

### *HOXA13* supports columnar phenotype and provides proliferative advantage

Having established the transcriptional effect of *HOXA13* on BAR-T and EPC2-hTERT cells, we next investigated the functional consequences of *HOXA13* in these cells. As was seen for mESCs, *HOXA13* expression significantly enhances the growth-rate of esophageal cells. For BAR-T cells, a proliferative advantage of *HOXA13* expression was seen in 2D cultures (Fig. 6d), while for EPC2-hTERT the positive effect of *HOXA13* expression on cell growth was more noticeable under 3D culture conditions (Fig. 6e). Moreover, *HOXA13* expression decreases the sensitivity of keratinocytes to bile/acid exposure (Fig. 6f), consistent with the notion that *HOXA13* confers cellular protection under GERD-like conditions.

To gain further insight into the role of *HOXA13* in cell morphology and organization, we made use of the fact that EPC2-hTERT cells can be differentiated in 3D spheroid cultures, and become organized in layers with a more flattened cytological aspect in the middle of spheroids and high expression of keratinization markers such as involucrin, similar to esophageal stratified epithelium (see example in Fig. 7a top panel for differentiated morphology)^48^. Upon overexpression of *HOXA13*, EPC2-hTERT spheroids increase in size while maintaining a less differentiated phenotype (undifferentiated morphology, Fig. 7a bottom panel). Quantification of these morphological states indicates that in control cultures, 80% of spheroids attain a stratified epithelial phenotype, while overexpression of HOXA13 reduces this number to 28.6% (*p* < 0.05, Fig. 7b left panel). This was further confirmed by staining for involucrin as a marker of keratinization, showing a decreased expression in spheroids derived from *HOXA13-*overexpressing EPC-hTERT cells (*p* < 0.05, Fig. 7b right panel). Thus, in primary immortalized esophageal cells *HOXA13* overexpression reduces keratinization.

**Fig. 7:**
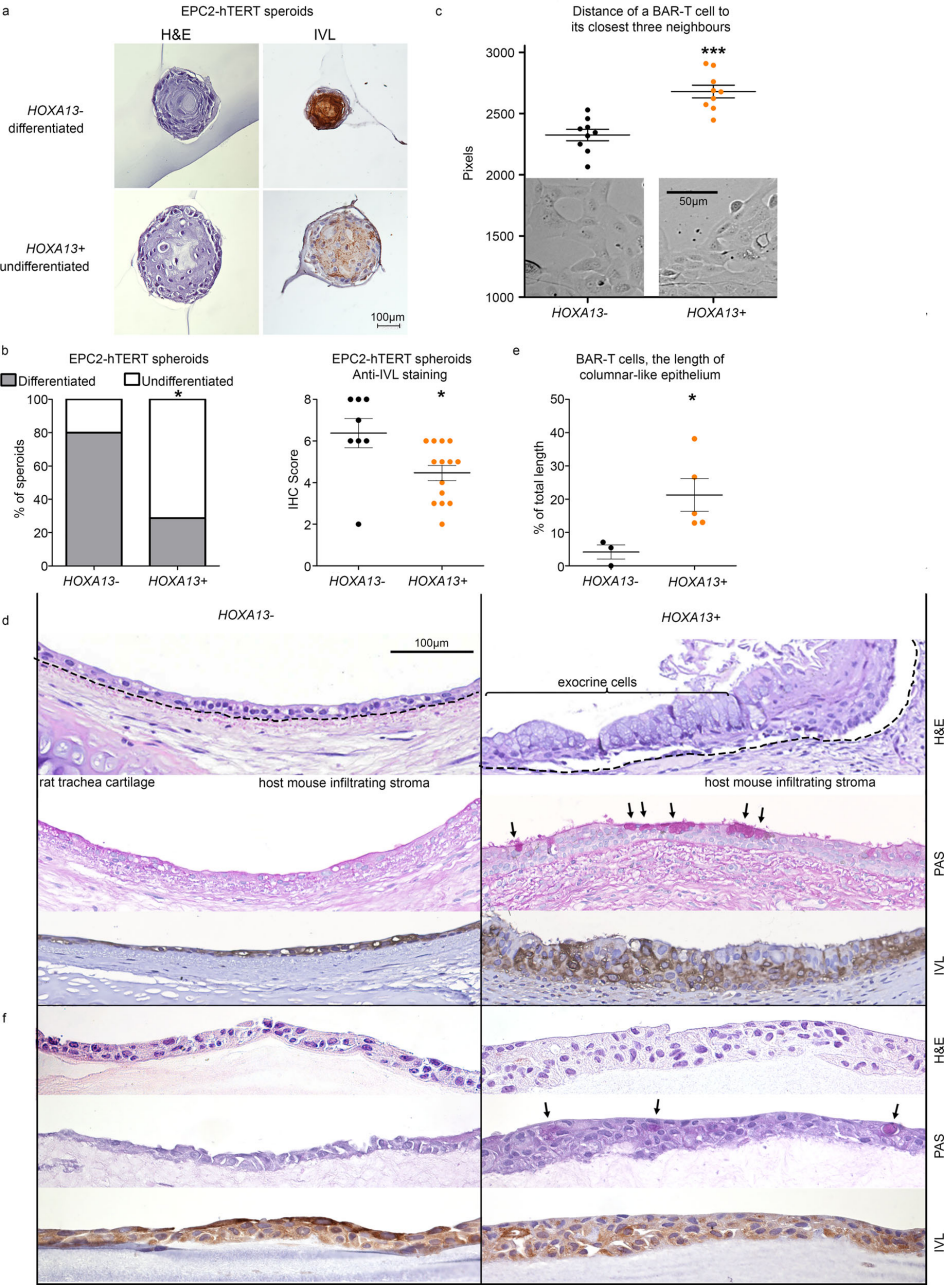
*HOXA13* supports intestinal-type columnar epithelial differentiation. *HOXA13* overexpression impairs squamous differentiation of EPC2-hTERT spheroids as seen from the representative pictures (**a**) and quantitative assessment of morphologies based on hematoxylin and eosin (H&E) or anti-involucrin (IVL) immunohistochemistry (IHC) (*p* = 0.0086). (**b**). Median with interquartile range, *p < 0.05, Mann–Whitney test (two-tailed). **c** *HOXA13* knockdown (KO) affects spatial distribution of BAR-T cells. Mean ± SEM, ***p < 0.001, *p* = 0.0001, *t*-test (two-tailed). **e** The length of columnar and mixed BAR-T epithelium decreases upon *HOXA13* KO in the rat trachea in vivo tissue reconstitution model. Mean ± SEM, *p < 0.05, exact *p* = 0.0439. **d** Representative examples of H&E, PAS staining, anti-IVL IHC of BAR-T epithelium from the rat trachea in vivo tissue reconstitution model. H&E staining shows more layers of cells in animals transplanted with *HOXA13*^+^ wild type cells. Periodic acid–Schiff (PAS) stains polysaccaride molecules, and positivity is indicative of goblet-like cells. The arrows point to PAS positivity, which is present in the right panel but not in the left panel, where the BAR-T *HOXA13*^−^ cells are shown. IVL staining is strong in morphologically squamous cells in the left hand panel and weaker in the *HOXA13*^+^ epithelium (*n* = 3 for *HOXA*^−^ and *n* = 5 for *HOXA13*^+^). **f** *HOXA13*^−^ and *HOXA13*^+^ representative pictures of H&E staining, PAS staining and IVL IHC of the BAR-T organotypic cell culture system indicate that *HOXA13* KO reprograms the columnar epithelial phenotype towards squamous keratinized epithelium (*n* = 1 independent experiments).

We further investigated the morphological role of HOXA13 in the BE-derived BAR-T cell line. In 2D cultures, an altered spatial distribution in growth pattern was observed, with cells growing more closely together in the absence of HOXA13 suggesting an effect on tissue morphology (Fig. 7c). The BAR-T cell model also allows testing the effect of *HOXA13* on columnar *versus* squamous differentiation in in vitro and in vivo settings. A 3D in vivo tissue reconstitution model was employed in which BAR-T cells were grafted in the lumina of devitalized and denuded rat tracheas and implanted in NOD SCID mice. Under these conditions, parental non-transfected BAR-T cells produce both intestinal-type columnar epithelium and stratified squamous epithelium from the same clone. Hence this cell line has the potential to produce two types of morphological distinct epithelia^33,49^ (Fig. 7e and Supplementary Fig. 9). Thus the epithelium in the model finds itself on a tipping point between both morphologies. This characteristic makes the in vivo tissue reconstitution model suited for studying the influence of modulators of morphology, i.e. to show if the modulator favours intestinal-type columnar epithelium or stratified squamous epithelium. Studying the effect of *HOXA13* knock-out, two important observations were made. Firstly, *HOXA13* knock-out decreases the length of columnar-like epithelium which contains PAS positive cells and is negative for involucrin (Fig. 7e, f). Thus, loss of *HOXA13* counteracts the proliferation of the intestinal-type columnar epithelium while the stratified squamous epithelial proliferation remains present. Secondly, *HOXA13* knock-out impairs epithelial proliferation in general, as inferred from the thickness of the epithelial layer (Fig. 7d; Supplementary Fig. 9b). In vitro 2D organotypic ALI cultures of these cell lines confirm the in vivo findings, with *HOXA13* knockout reprogramming the BAR-T epithelial cells towards a squamous keratinized differentiated epithelium (Fig. 7f). In conclusion, *HOXA13* supports intestinal-type columnar epithelial differentiation and proliferation of the Barrett’s epithelium confirming the notion that *HOXA13* expression can mediate both a competitive advantage as well as a predisposition to the formation of columnar phenotypes.

## Discussion

In this study, we characterized *HOX* gene expression and localization in mice and men, demonstrating a collinearity of these genes along the GI tract. Following analysis of one of these *HOX* genes, *HOXA13*, we observed single *HOXA13* + cells in the upper GI tract, which present exceptions to the *HOX* gene collinearity theory. Specifically, in the normal physiology of the esophagus and proximal stomach, non-squamous structures such as the epithelium at the GEJ, glandular cells of ESMGs and glands of stomach contain single cells expressing *HOXA13*. The fact that these cells have not been described before may be a reflection of the fact that homogenization of tissues for qPCR masks this fraction, and that single cell analysis of the GI tract for this gene has not been performed before. We observe that GI pathology with distal phenotypes like intestinal metaplasia of the esophagus and stomach are characterized by an expansion of *HOXA13-*positive cells, while conversely, a relatively low expression of *HOXA13* is found in the phenotypically rostral Paneth cell metaplasia and pyloric metaplasia of the colon, compared to the surrounding physiological tissue.

It is clear that in normal physiology, *HOXA13* contributes to the distal phenotype of the caudal GI tract, begging the question as to the role and origin of the *HOXA13*-expressing compartment now observed in the upper GI tract. We demonstrate that esophageal *HOXA13*-positive cells express columnar and BE markers and show gene expression patterns overlapping with BE-derived cells. Functionally, *HOXA13* provides cells with several properties required for development of a BE segment. *HOXA13* maintains cells in a stem-like progenitor state, while conferring a proliferative advantage, promoting cellular migration^50^ and resistance to bile and acid exposure. Furthermore, in cells that are lineage committed, *HOXA13* supports a phenotypically columnar phenotype, most likely partly driven by downregulation of the chromosome 1 epidermal differentiation complex. Thus, our data are consistent with the hypothesis that BE arises as a consequence of the expansion of resident *HOXA13*-positive cells under abrasive environments such as GERD. Several potential theories have been proposed as to the origin of BE: transdifferentiation of basal cells in the squamous epithelium, extension of a special population of cells from the GEJ, repopulation of the esophagus after injury with cells derived from progenitors ESMGs or ducts, resident embryonic stem cells or circulating bone marrow cells^51^. These potential sources of esophageal columnar epithelium are not mutually exclusive, and BE may have more than one precursor cell or location. Our study supports the previously proposed hypothesis that BE may originate from ESMGs and the GEJ as *HOXA13* is expressed in OLMF4^+^, LEFTY1^+^ cells of ESMGs, recently suggested as a cell of BE origin^21^. The fact that in addition to the GEJ, rare *HOXA13*^*+*^ cells are found in the human esophagus and stomach, is consistent with the observation that after esophagogastrostomy BE can reoccur in patients, indicating that the involvement of the GEJ is not an absolute prerequisite for the development of BE^52^. Furthermore, our data show that *HOXA13* is already present at stem cell level, supportive of the notion that BE may arise from a cell with stem-cell like characteristics. While *HOXA13* expression overlaps greatly with *KRT7*, a columnar cytokeratin seen in Barrett’s, we did not observe direct transcriptional overlap with the previously described *KRT7*^*+*^*KRT14/5*^*+*^*TP63*^+^ cell of BE origin. However, *KRT7*^*+*^*KR5*^*+*^*TP63*^*+*^ cells gave rise to BE-like epithelium only upon ectopic expression of *CDX2*^22^. Lineage-tracing studies are needed to further confirm whether one or more types of cells of origin might exist for BE. While we focused on *HOXA13* here, it is conceivable that other *HOX* paralogues are involved in BE pathophysiology, in particular caudal genes such as *HOXA10*, *11*, *B13*, and *C10* are interesting candidates for further investigation, in particular as disruption of collinearity was reported for cluster B in BE^9^ and in duodenum of murine embryos^12^.

BE is considered as the precursor lesion for EAC, a dangerous form of cancer of which the incidence has substantially increased in recent decades. Increased insight into the pathogenesis of BE may aid development of prevention and treatment strategies for EAC. *HOXA13* is involved in ESCC^53^ and other types of cancer^54–57^. Here we show that expression of *HOXA13* also increases in EAC and colorectal cancer, provides proliferative advantage to the cells and activates cancer-related gene transcription like Notch signaling. Hence, we speculate that *HOXA13* may play a role in BE progression towards EAC.

*In toto*, the present study identifies a importance of regional patterning by *HOX* genes in the gut epithelium. In Barrett’s esophagus, gastric IM, and heterotopia of the upper GI-tract, a colon-like *HOX* gene expression is present, especially characterized by *HOXA13* upregulation. Single cells expressing the generally thought to be distally-restricted *HOXA13* gene are present in the physiological upper GI tract, in particular the GEJ, where it supports a columnar phenotype and may confer a relative competitive advantage. Thus, *HOXA13* mediates BE phenotype and proliferative potential and hence appears a rational target for strategies aimed at counteracting EAC development.

## Methods

### Collection of human material

All human tissues used in this study were obtained at the Erasmus University Medical Center, department of Gastroenterology & Hepatology. The use of these samples was approved by the Erasmus MC medical ethical committee (MEC-2015-208, MEC-2015-209, MEC-2015-199, MEC-2010-093; tissues were handled according to the FEDERA code of conduct and informed consent was obtained for all participants^58^. “The study was designed and carried out according to the ethical principles for medical research involving human subjects from the World Medical Association Declaration of Helsinki”. Biopsy specimens to investigate *HOX* collinearity were obtained by double balloon enteroscopy. Nine biopsy specimens were obtained from each patient (*n* = 3) at different locations along the GI-tract. Sequentially these locations were: esophagus, stomach, duodenum, jejunum, proximal ileum, distal ileum, ascending colon, descending colon and sigmoid/rectum (Supplementary Fig. 2). Included patients had unexplained symptoms, mostly anemia, while inflammatory bowel disease patients were excluded. All biopsies for RNA isolation were stored in RNA-later at −80 °C. Squamous esophageal biopsies (*n* = 13) originated 5 cm above the squamocolumnar junction (SCJ). Barrett’s (BE) biopsies (*n* = 13) originated caudal of the SCJ and cranial of the gastric folds (all patients were on PPI therapy), stomach biopsies (*n* = 12) were from the corpus. All three types of biopsy specimens were derived from the same patients, (one stomach biopsy specimen was not obtained due to patient agitation during the gastroscopy). The squamous esophageal, BE, and stomach biopsies were taken in a paired fashion from 13 patients. Where the number of samples is indicated below, this indicates the number of individual patients. Forceps biopsy specimens of EACs (*n* = 12) were obtained. Pathological examination of simultaneously taken forceps biopsies around the study specimens had to be positive for EAC. Gastric inlet patch were sampled from proximal esophagus. To determine the proximal colonic HOXA13 border, biopsies were taken from the cecum at the appendix base, the ileocecal valve, 5 cm distal to the ileocecal valve, and from the transverse colon in each patient (*n* = 5).

### Collection of archival pathology specimens

FFPE material was collected from gastric IM (from the antrum, angulus, and corpus, i.e., not from the cardia; *n* = 12), the gastric inlet patch (*n* = 5), CLE (from the proximal esophagus; *n* = 14), and Meckel’s diverticula (*n* = 14). For RNAscope RNA-ISH, one FFPE specimen of each of these origins was used. Depending on the extent of metaplasia, remainder of tissues was used whole, macroscopically separated, or processed with the Photo-Activated Localization Microscopy with the Laser Caption Microdissection (PALM LCM) for mRNA isolation and subsequent qPCR. Nuclease-free membrane slides treated with UV light at 254 nm for 30 min were used to mount 10 µm sections, dried overnight at 56 °C, deparaffinized, stained with hematoxylin and eosin, and dehydrated. AdhesiveCap microtubes obtained from Zeiss (Oberkochen, Germany) were used to collect the tissue of interest after cutting and pulsing of the PALM LCM. Additionally, FFPE materials or fresh pinch biopsies were collected from the squamous esophagus of a patient without BE, the squamous esophagus of a BE patient, BE, EAC, stomach (the corpus), and the ileum. Colon was used as a positive control. FFPE materials that were collected only for RNA-ISH were pyloric metaplasia (from the colon; *n* = 5), Paneth cell metaplasia (from the colon; *n* = 5), fetal GEJ tissue (*n* = 2 of 17 weeks, and *n* = 1 of 20 weeks; this material originated from spontaneous abortions), and adult GEJ tissue consisting out of continuous strips of tissue containing squamous esophageal epithelium, GEJ, and oxyntic stomach epithelium (*n* = 3). Two strips came from surgical specimens without evidence of BE, with a neuroendocrine tumor and decompensated achalasia (male of 71 and female of 56 years old). The third patient had surgery to remove an EAC (male of 63 years old). All tissues were obtained from the gastroenterology and pathology departments of the Erasmus MC according to the FEDERA code of conduct^58^. The use of archival pathology specimens was authorised by an institutional review board (METC –Erasmus MC) on the basis that the material were obtained as left over specimens from routine diagnostics and thus not subject to the WMO (Law Medical Research from the Netherlands) and informed consent was waived by the institutional review board.

### Animal studies

For the *Hoxa13* mRNA expression analysis throughout the murine gastrointestinal (GI) tract, four *C57BL/6J* wildtype mice were used between three and five months of age. The GI-tract was divided into 1: esophagus; 2: stomach; 3: duodenum; 4: jejunum; 5: proximal ileum; 6: distal ileum; 7: cecum; 8: proximal colon; 9: distal colon, of which sections were opened and rinsed in PBS followed by storage in RNAlater at −80 °C (Supplementary Fig. 1b). For determining which cells express *Hoxa13* in the GI-tract, tissues from a *C57BL/6J-Hoxa13-GFP* heterozygous mutant mouse model were employed, in which GFP expression is driven by the endogenous mouse *Hoxa13* promotor through the creation of a fusion protein^59^. Mice were generally kept with 12:12 h light–dark, the animal room temperature is between 20 and 24oC and the relative humidity is 55 ± 10%. These tissues were taken out and embedded in O.C.T. Compound bought from Qiagen Inc. (Hilden, Germany) and frozen at −80 °C. Cryosections were made which were mounted in fluoroshield mounting medium with DAPI obtained from Abcam (Cambridge, UK). Subsequently, the GEJ and the distal GI-tract were analyzed directly for GFP expression using the Zeiss confocal laser scan microscope LSM 510. Additionally, immunohistochemistry staining was performed with anti-GFP antibody (#AB3080, Bio-Connect BV) (see below). These murine experiments were approved by the Ethical Committee for Animal Experiments of the Erasmus MC and were performed according to the guidelines of the same institution.

### Immunohistochemistry

For immunohistochemistry, slides were blocked in 10% of normal goat serum, antigens were retrieved by boiling samples in citrate buffer (pH6), and samples were incubated overnight at 4 °C with primary antibody. Dilutions and manufactures of primary antibodies are presented in the Supplementary Table 4. After incubation with HRP-conjugated secondary antibody (Dako EnVision+System-HRR labeled Polymer Anti Mouse, Dako) endogenous peroxidase was blocked in 3% H_2_O_2_ and antibody binding was visualized by DAB staining. IHC analysis for HOXA13 was tried using antibodies ab106503 and ab26084, however these failed to show specificity and have since been discontinued by the companies offering them. H&E staining was performed by^60^. For H&E stainings de-parafinized 4 µM slides were incubated during 3 min in hematoxylin solution, followed by tap water washes and 15 s of incubation with eosin. For PAS staining, de-parafinized slides were incubated with 0.5% Periodic Acid solution for 10 min, followed by two ddH2O washes and incubation in Schiff’s reagent (Sigma Aldrich) for 15 min and hematoxylin for 3 mins.

### Multiplex immunofluorescent staining

Triplex staining for keratin 5, keratin7 and p63 was done by automated multiplex IF using the Ventana Benchmark Discovery (Ventana Medical Systems Inc.). In brief, following deparaffinization and heat-induced antigen retrieval with CC1 (#950-500, Ventana) for 64 min at 97 °C, the tissue samples were incubated firstly with Keratin 5 antibodies for 32 min at 37 °C followed by detection with Ultramap anti-rabbit HRP (#760–4315, Ventana) for 12 min followed by visualization with Red610 for 8 min (#760-245, Ventana). Antibody denaturing was performed using CC2 (#950-123, Ventana) for 20 min at 100 °C. Secondly, Keratin 7 antibodies were incubated for 32 min at 37 °C followed by detection with Ultramap anti-rabbit HRP (#760–4315, Ventana) followed by visualization with FAM (#760-243, Ventana) for 4 min. Antibody denaturing was performed using CC2 (#950-123, Ventana) for 8 min at 100 °C. Thirdly, P63 antibodies were incubated for 32 min at 37 °C followed by detection with Ultramap anti-mouse HRP (#760–4313, Ventana) for 12 min followed by visualization with Cy5 for 12 min (#760-238, Ventana). Slides were incubated in PBS with DAPI for 15 min and covered with anti-fading medium (DAKO, S3023).

### RNA isolation

RNA was isolated using the NucleoSpin RNA isolation kit (Macherey Nagel, Dϋren, Germany). Biopsies and animal tissues were homogenized by the TissueRuptor obtained from Qiagen Inc. RNA concentrations were measured using a Nanodrop spectrophotometer and samples were stored in RNA storage solution (Sodium Citrate pH 6.4), bought from Ambion (Foster City, USA) and kept at −80 °C. RNA integrity was checked with 1% agarose gel-electrophoresis. FFPE material was deparaffinized with xylene and ethanol, lysed, digested with proteinase K, and RNA was isolated with the High Pure FFPET RNA isolation kit obtained from Roche (Basel, Switzerland). RNA isolation from de-differentiated KH2 mouse embryonic stem cells (mESCs) was done using a picopure RNA isolation kit (Thermo-Fisher Scientific, Waltham, USA). After RNA isolation all samples for RNA-Sequencing were tested on the Agilent 2100 Bioanalyzer to determine RNA integrity and quantity.

### cDNA and qPCR

cDNA was made from 1 µg RNA using Primescript RT Master Mix according to manufacturer’s instructions (Takara, Otsu, Japan), for 15 min at 37 °C and 5 s at 95 °C, and stored at −20 °C. qPCR was performed for 40 cycles in the iQ5 Real-Time PCR detection system that was obtained from BioRad Laboratories (Veenendaal, The Netherlands). For each reaction 10 µl cDNA template, 12.5 µl SYBR GreenER purchased from Invitrogen (Carlsbad, CA), and 2.5 µl 10 pM/µl primer were used. Reactions were performed in duplicate. Primers used are shown in Supplementary Table 2 and were ordered at Sigma-Aldrich (Darmstadt, Germany). qPCR data were analyzed with Microsoft Excel using the ΔΔCt method. Reference genes used for PCRs on human materials were *RP2*, *β-ACTIN*, and *GAPDH*. Reference genes used for PCRs on mice materials were *Eef2*, *Rpl37*, and *Leng8*. Differences in expression were analyzed with a two sided Student’s t-test using Prism 5.01, obtained from GraphPad Software (San Diego, USA). Values from individual samples were excluded if they deviated more than 2 SD from the mean. Correlations between *HOTTIP* expression in the squamous esophagus and BE, and correlations between *HOTTIP* and *HOXA13* expression levels in the squamous esophagus and BE were tested using nonparametric Spearman correlations. This is depicted in graphs by connecting lines between datapoints, also indicating the paired nature of the specimens, i.e. they are derived from the same patient, used for this analysis.

### In situ hybridization by RNAscope

RNAscope was performed according to the instructions of the manufacturer of the probes and the reagent kit (VS Reagent Kit 320600; Advanced Cell Diagnostics), on proteinase K (0.1%, 10 min at 37 °C) treated paraffin sections (5 µm). Subsequently, slides were hybridized with the RNA probe from RNAscopeVS Hs-*HOXA13*, (art. #ACDA 400226), or the control probe also from RNAscopeVS Hs-*PPIB* (art. #ACDA 313901)^61^. *PPIB* (peptidylprolyl isomerase B) is a ubiquitously expressed gene. The RNAscope probe Hybridization in situ Multiplex was bought from Advanced Cell Diagnostics (Newark, USA). Pyloric metaplasia and Paneth cell metaplasia of the colon were quantified using FIJI, for which a macro was made (Supplementary method 1)^62^. For illustrations of RNA-Scope slides in the paper, background grey signal reduction was performed using Photoshop.

### Analysis of GSE datasets

Expression profiles from clonogenic human gastro-intestinal stem cell cultures were obtained from Gene Expression Omnibus datasets GSE57584^15^ and GSE65013^18^. In silico analyses were performed using the NCBI Gene Expression Omnibus (GEO) database. Analyses in the GEO database were performed by using the GEO2R tool (www.ncbi.nlm.nih.gov/geo/geo2r/), R 3.2.3., Biobase 2.30.0, GEOquery 2.40.0, limma 3.26.8^63^. The results were represented as a ^2^log-fold change (^2^log-FC). In Microsoft Excel, this ^2^log-FC was converted to fold change (FC). For each ^2^log-FC an empirical Bayes moderated t-statistic was calculated. *p*-values were corrected for multiple testing using the Benjamini & Hochberg false discovery rate method.

### Analysis of single cell RNA seq datasets

BE and ESMG Single Cell Experiment Matrix from supplementary Data files 6 ll three Experiment Matrixes have been mapped to hg38 standard human genome (‘*TxDb.Hsapiens.UCSC.hg38.knownGene*’ R-package), normalized as Reads Per Kilobase per Million mapped reads (RPKM). Genes expressed in less than in 0.5% cells were filtered out. Low-quality cells were excluded based on: (1) the number of expressed genes—for 10x Single-Cell sequence data, cells expressing less than 400 or more than 7000 genes, for smartSeq data cells expressing less than 1000 and more than 7000 were removed. Different numbers were chosen due to the different sequencing depth. (2) Boxplot representation of all cells—outliers, i.e. cells mapping higher or lower than 1.5x the first or third quartile were removed. (3) Based on % of reads - cells were removed if there were more than 20% of reads mapping to mitochondrial or ribosomal genes. *HOXA13*-r*elated genes query: HOXA13*-positive cells from normal esophagus were selected with R. Genes that were expressed in at least 70% of these *HOXA13*-positive cells (20445) were analyzed for their expression in *HOXA13*-negative cells of normal esophagus as well as *HOXA13* negative and positive cells in BE tissue. For *T-SNE* plot, 638 cells were included (388 cells from Barrett’s tissue, 250 cells from normal esophagus) and plotted based on their location of origin (colour) as well as *HOXA13* expression (open vs closed symbols).

### Cell culture

All cells were cultured with penicillin (100 μ/ml) and streptomycin (100 μ/ml) and were regularly STR-verified and checked for mycoplasma by handing in samples prepared according to instructions at GATC Biotech (Konstanz, Germany). Primary human esophageal epithelial cells transformed with hTERT (EPC2-hTERT) (gift of K.K. Krishnadath)^64^, were cultured with Keratinocyte SFM medium, supplemented with bovine pituitary extract at 50 µg/ml and EGF at 1 ng/ml (Thermo-Fisher Scientific). HET1A, the primary immortalized human squamous esophageal cell line Het-1A was a gift of J.W.P.M. van Baal (University Utrecht, The Netherlands). These cells were grown in EPM2 medium obtained from AthenaES, (Baltimore, Maryland, USA). The primary immortalized human BE cell line (BAR-T) was a gift of dr. J.W.P.M. van Baal who had, in turn, received them from dr. R.F. Souza (University of Texas Southwestern Medical Center, USA). These cells were grown in supplemented keratinocyte basal medium (KBM2), bought from Lonza (Basel, Switzerland), according to the method of Jaiswal et al.^65^. KH2 mESCs were a gift of J. Gribnau and maintained in DMEM with 10% FCS, Non-Essential Amino Acids, sodium pyruvate, LIF, and β-mercapto-ethanol (embryonic stem cell medium; Supplementary Table 3). Dishes were coated with attachment factor protein solution (Thermo-Fisher Scientific). Irradiated mouse embryonic fibroblasts (3T3-Swiss albino cells (gift of J.W.P.M. van Baal), cultured in DMEM with 10% FCS, were used as feeder cells. HEK293T cells were cultured in DMEM with 10% FCS.

### Generation of EPC2-hTERT *HOXA13* overexpression model

The human *HOXA13* gene including its single intron was amplified using Q5 polymerase from gDNA using primers (AgeI HoxA13 F; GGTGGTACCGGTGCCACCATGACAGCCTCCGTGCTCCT, and XbaI HoxA13 R; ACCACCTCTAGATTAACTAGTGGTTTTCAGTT) and cloned into pEN_TmiRc3 using AgeI and XbaI restriction sites, a gift from Iain Fraser (Addgene (Cambridge, USA) #25748)^66^. Subsequently, the *HOXA13* insert was transferred into pSLIK-Venus, using a Gateway reaction^67^. pSLIK-Venus was a gift from Iain Fraser (Addgene #25734)^66^. A similar plasmid but without the *HOXA13* insert served as control. Both plasmids were sequenced by LGC Genomics (Teddington, UK). Next, plasmids were packaged into lentiviral particles following transfection in HEK293T cells with third generation packaging plasmids. The supernatant was collected and ultracentrifuged. EPC2-hTERT cells were transduced with the virus and Fluorescence-Activated Cell Sorted (FACS) for YFP (pSLIK-Venus) positive cells on the BD FACSCantoTM II that was bought from BD Biosciences (San Jose, USA). These cells were grown and analyzed as a cell pool. *HOXA13* was induced by the addition of 1,25 µg/ml doxycycline to the culture medium. Overexpression was determined by qPCR according to scientific standards^50^.

### Generation of KH2 embryonic stem cells *HOXA13* overexpression model

The human *HOXA13* gene including its single intron was amplified using Q5 polymerase from gDNA using primers with an added N-terminal FLAG-tag sequence (GACTACAAAGACGATGACGACAAG) and Kozak sequence (GCCGCCACC; Supplementary Table 3). Next, this PCR product was ligated into EcoRI digested pgk-ATG-frt (Addgene #20734) using Gibson Cloning (New England BioLabs Inc., Ipswich, USA). pgk-ATG-frt was a gift from Rudolf Jaenisch^68^. KH2 mESCs were passaged the day before the electroporation and four hours before electroporation medium was replaced. Approximately 1.5 10^7^ KH2 cells were electroporated with 50 µg of pgk-ATG-frt-*HOXA13* and 25 µg of pCAGGS-FLPe-puro (Addgene #20733)^69^. Cells were electroporated in 4 mm cuvettes, with two consecutive pulses (400 V/250 µF) using a Gene PulserXcell (Bio-Rad Laboratories). The next day 140 µg/ml Hygromycin B (Thermo-Fisher Scientific) was added for the selection of correctly targeted colonies. DNA from resistant colonies was isolated with the Kleargene XL blood DNA extraction kit (LGC, Teddington, UK) and analyzed by Q5 PCR using the following primers: PGK-F1 or PGK-F2 and T1E2-HygroR6 and T1E2-HygroR7 (Supplementary Table 3). Correctly-targeted clones were checked for proper *HOXA13* induction by the addition of 1.25 µg/ml doxycycline to the culture medium for 3 days. Three *HOXA13* overexpression versus three control biological replicates were selected and used for experiments.

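In the RNA-seq of the non-differentiated cultures, replicates of both groups were compared by the chi-square of their counts over genes with at least 20 counts in the pair, which is 1 per degree of freedom under sampling noise alone. It was 5.16, 6.03 and 1.89 per degree of freedom for the 3 pairs of *HOXA13*-overexpressing libraries and 34.2, 21.3 and 12.7 for the 3 pairs of control libraries. Each pair thus differed by more than repeated sequencing of 1 library would give, *HOXA13*-overexpressing replicates 2 and 3 by the least. The values do not show whether 2 libraries come from separate cultures, which is taken from the labels and the paper's methods. The Pearson correlation of log2 CPM across genes, which are not independent replicates, was between 0.993 and 0.995 within the *HOXA13*-overexpressing group and between 0.975 and 0.988 within the control group.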

### Differentiation of KH2 mouse embryonic stem cells

An optimized version of the Ogaki protocol was used^70^. Cells were plated on 50% confluent pre-cultured M15 cells, a mesoderm-derived feeder cell line^71^ (gift of N. Hastie, University of Edinburgh, UK). Cells grew six days in differentiation medium consisting of ESC medium without LIF, with the addition of Activin-A, basic Fibroblast Growth Factor, CHIR, and Noggin (Supplementary Table 3). *HOXA13*-expression was induced on day four using doxycycline at 1.25 µg/ml. On day six, cells were analyzed by FACS by double staining with 0.8 µg PE Rat Anti-Mouse CD184 (CXCR4) and 2.0 µg Anti-CD324 Alexa Fluor® 488 (E-Cadherin) at 4 °C for 45 min (Supplementary Table 3). The cells were analysed with a BD FACSCantoTM II (BD Biosciences, USA). Data were analyzed with BD FACSDiva v8.0.1 software, which was obtained from BD Biosciences, and processed using Microsoft Excel. Example of analysis is provided in the Supplementary Fig. 11. Double-positive cells were sorted and cultured for another day with doxycycline at 1.25 µg/ml before harvesting and RNA isolation took place, using the picopure RNA isolation kit (Thermo-Fisher Scientific).

### Generation of the BAR-T *HOXA13* knock-out model

Functional *HOXA13* was removed from BAR-T cells using CRISPR/Cas9-mediated gene editing. A *HOXA13* sgRNA targeting exon 1 was cloned into pTLCV2, by ligating two annealed oligonucleotides, *i.e*. Guide1sgRNA F and R (Supplementary Table 4). TLCV2 was a gift from Adam Karpf (Addgene #87360)^72^. Following sequence verification, the pTLCV2-*HOXA13*sgRNA plasmid was packaged into lentiviral particles by cotransfection into HEK293T cells with pSPAX2 and pMD2.G, gifts from Didier Trono (Addgene #12260 and #12259). The supernatant was harvested and ultracentrifuged after which BAR-T cells were transduced. Mixed populations of transduced cells were plated at very low confluence, single cell clones could subsequently be isolated using glass cloning cylinders and low melting point agarose from Sigma-Aldrich, followed by DNA isolation using the Kleargene kit, followed by sequence verification with primers TIL*HOXA13*R3 and Pre-*HOXA13*-FW2 flanking the sgRNA-site (Supplementary Table 4). Three cell lines in which both alleles were affected by unique out-of-frame deletions were selected along with three control cell lines.

### RNA-sequencing

The EPC2-hTERT samples (*n* = 8) were treated with the TruSeq Stranded mRNA Library Prep Kit. Sequencing took place according to the Illumina TruSeq v3 protocol on an Illumina HiSeq2500 sequencer. Sample preparation and sequencing was performed at the Erasmus MC. Reads of 50 base-pairs were generated and mapped against reference genome hg19 with Tophat (version 2.0.10). Expression was quantified using HTseq-count (0.6.1). Stranded libraries of the BAR-T (*n* = 6), and both non-differentiated and differentiated KH2 mESCs (*n* = 6 each) were prepared with the NEBNext RNA Ultra sample prep kit. Sequencing took place according to the Illumina NestSeq 500 protocol on an Illumina HiSeq2500 sequencer. Sample preparation and sequencing was performed at GenomeScan in Leiden, The Netherlands. Reads of 75 base-pairs were generated, mapped against reference genome hg19 or mm9 with Tophat (version 2.1.0), and quantified using HTSeq (version 0.6.1p1). Data were processed using R. version 3.2.5^73^, in combination with the module DeSeq2^74^. Generated FCs and p-values adjusted for multiple testing, i.e. *q*-values, were analyzed using Ingenuity Pathway Analysis (IPA) version 42012434, obtained from Qiagen Inc. (Hilden, Germany)^75^. We limited the number of genes analyzed to a maximum of 1000 by eliminating genes with a (relatively) low fold change if differentially expressed genes number was above 1000. 

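For the non-differentiated KH2 mESCs, 1127 genes passed an adjusted p under 0.05 and a fold change of at least 2 in edgeR's quasi-likelihood test on the deposited counts, 489 of them higher and 638 lower in the 3 *HOXA13*-overexpressing cultures than in the 3 control cultures. The number depended on how the fold change enters. A test against a fold change of 2 (edgeR's glmTreat) left 322 genes, DESeq2 without a prior on fold changes gave 1218, and DESeq2 with its zero-centred prior on fold changes, which pulls uncertain fold changes towards 0, gave 918. The paper's reported number is 888.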

The dataset cut-offs used were always a *q* value of 0.05, the fold change cut-off was set at: nondifferentiated KH2-mESCs, FC 2, 888 genes; differentiation of KH2-mESCs, FC 5, 924 genes; differentiated KH2-mESCs, FC not restricted, 665 genes; BAR-T, FC not restricted, 146 genes; EPC2-hTERT, FC 1.3, 990 genes. Activity scores are known in IPA as “*z*-scores” which represents the number of standard deviations from the mean of a normal distribution. For analysis and visualization of gene expression in the epidermal differentiation complex the raw counts from both models normalized to total reads were used. Genes for which one of both cell models had less than ten reads in the control or experimental samples were excluded. Overlap in multiple testing corrected differentially expressed genes in the BAR-T and EPC2-hTERT datasets was calculated as follows; the proportion of overexpressed genes in the EPC2-hTERT dataset was determined. Half of the differentially expressed genes in the BAR-T dataset would be expected to be regulated in the same direction if regulation would be random. This expected overlap if regulation was random, and the observed overlap, were used as input for an X^2^ test. Information included in Supplementary Data 2 and 3 in the “known function” and “Detailed description” columns was obtained through non-systematic review and should not be considered as an exhaustive overview of the literature. Association of expression of molecules in the distal GI-tract with their regulation by *HOXA13* expression was reviewed using the human proteome atlas and depicted in Supplementary Data 2^32^.

### Acid and bile exposure

For assessment of *HOXA13* mRNA expression upon acid/bile exposure, EPC2-hTERT and HET-1A cells were treated for 30 min with cell culture medium adjusted to a pH of 7.0 or 4.0 using HCl. Cells were subsequently washed using PBS and given standard medium. Acid experiments were performed four times in duplo. Cells were separately exposed to medium with a bile acid mixture in concentrations of 0, 200, (and 400 for EPC2-hTERT) µmole/L for 30 min at a pH of 7.0. The bile acid mixture consisted of 25% deoxycholic acid, 45% glycocholic acid and 30% taurochenodeoxycholic acid. Cells were subsequently washed using PBS and given normal medium. Bile experiments were performed twice in duplicate. After 24 h, the cells were harvested and RNA was isolated. Methods were derived from Bus et al.^76^. To assess the effect of bile/acid on expansion of cells, EPC2-hTERT cells transduced with *HOXA13* or control vector as described above were seeded in 96-well plate with at least 2 wells per condition. Next day, medium was replaced with 100 µl of bile/acid mixture in cell culture medium (50 µM of sodium glycocholatenhydrate, 50 µM taurochenodeoxycholic acid, pH=4.95). After incubation for 4 days, MTT test was performed as described below. Experiment was performed at least five times.

### BAR-T spatial distribution experiments

These were performed with three biological replicate cell lines containing *HOXA13* knock-out and three control cell lines. 40.000 BAR-T cells were seeded in a 6 well plate and pictures were taken the second day after seeding. Per well three pictures were taken. These pictures were analyzed using FIJI, using the multipoint tool, an X and Y (pixel) coordinate table was generated^62^. The distance between each cell and its three closest neighbors was quantified using Microsoft Excel and analyzed by two sided student’s t-test. The experiment was performed in three independent cell lines and repeated three times.

### MTT assay

For assessment of cell growth of EPC2 and BAR-T cells, we performed a 3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide (MTT) assay^77^. We seeded 1000 cells per well in 96 well plates for each of the three wild-type and three *HOXA13* knock-out cell lines. Per condition at least 2 wells were used. On days one, three, five, and seven 10 µl MTT at 5 µg/ml was added and incubated for three hours, the medium was removed, and the precipitate was dissolved in 100 µl DMSO, which was incubated for five minutes under continuous shaking. For BAR-T cells, absorption was measured in a BioRad microplate reader Model 680 XR at 490 and 595 nm, the average absorption was used to process the data. For EPC2 cells it was measured with Tecan microplate reader Model Infinite 200 pro at 565 nm with reference wavelength 670 nm. The experiment was repeated three times and a two sided Student’s t-test was used to test for statistical significance.

### 3D culture EPC2-hTERT cells

3D culturing of EPC2-hTERT cells was performed as previously described^48^. 4000 EPC2-hTERT cells in culture medium were mixed 1:1 with ice-cold Matrigel basement membrane matrix (Corning BV), seeded in 50 µl drops in a 24 well plate for cell suspension, and incubated at 37 °C for 30 min. After solidification, 500 µl of culturing medium supplemented with 0.6 mM CaCl2 was added. Y27632 (10 µM) was included in medium only the first 24 h after seeding. Medium was refreshed and pictures were taken every three days. The morphology of spheroids (based on number of extrusions, or ‘invadosomes’) was counted on day 5. The area of the spheroids was measured with FIJI^60^. For H&E staining and IHC analysis of involucrin (see above), spheroids were fixed in 4% formaldehyde for 7 min on day 11, washed with PBS, put in 2% agarose, and embedded in paraffin, then 4 µM slices were sectioned. Quantification was based on the percentage of positive cells and the intensity of the staining (scores ranged from 0, 2 to 9).

### Organotypic air-liquid interface culture

Plate inserts (Sigma-Aldrich, Germany) were covered with bovine collagen I (Thermo Fisher Scientific, USA). The fibroblast (3T3-Swiss albino) feeder layer was embedded within a collagen matrix and was allowed to mature for 7 days, after which time BAR-T *HOXA13* knock-out and control epithelial cells were seeded on top and allowed to grow to confluence for an additional 3 days as described^78^. Then the culture media level of the upper well was reduced, exposing the apical side of keratinocytes to the air, while maintaining liquid levels at the basolateral side. On day 15, cultures were harvested for histologic examination. 4 µM paraffin-embedded sections were deparaffinized, and staining with hematoxylin and eosin, PAS staining and immunohistochemistry for involucrin were performed.

### Rat trachea in vivo tissue reconstitution model

500,000 parental BAR-T cells (derived from six independent clones) or *HOXA13* knock-out clones (three independent clones) in 30 μl of medium were sealed in the lumen of devitalized and denuded rat tracheas and implanted under the dorsal skin of NOD SCID gamma mice as described by Croagh et al.^79^. Mice were housed in microisolator cages with a 14 h light/10 h dark cycle, standard chow and water ad libitum, and temperature and humidity maintained at 21 ± 1 °C and 50 ± 10%, respectively. Mice were sacrificed after four or six weeks. Harvested rat tracheas were formalin fixed, decalcified, embedded in paraffin and sectioned. Staining with hematoxylin and eosin, alcian blue, PAS staining and immunohistochemistry using antibodies against human mitochondria, CK7, TFF3, CDX2, p63, CK5, and involucrin (a gift from Prof. Pritinder Kaur, Curtin University, Australia or #I9018-100UL from Sigma-Aldrich) were performed (Supplementary Fig. 9 and Table 4). These murine experiments were approved by the Peter MacCallum Cancer Centre Animal Experimentation Ethics Committee and were performed according to the guidelines of the same institution.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Dataset 1

Supplementary Dataset 2

Supplementary Dataset 3

Reporting Summary

## Data Availability

The RNA sequence data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus^80^ and are accessible through GEO Series accession number GSE173170^81^. There are no restrictions regarding data availability. Supplemental figures, tables, and a method are included. Source data are provided with this paper and all relevant data are available from the authors. Datasets used in the manuscript: RNA seq data GSE57584^15^, GSE65013^18^, single cell RNA data seq^21^, GSE134520^82^, GSE81861^83^. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: HOXA13 in etiology and oncogenic potential of Barrett’s esophagus
**Source:** Nat Commun. 2021 Jun 7;12:3354. doi: 10.1038/s41467-021-23641-8
**Supplement:** Supplementary file 1 — Supplementary Information

*HOXA13* in etiology and oncogenic potential of Barrett's esophagus

Vincent T. Janmaat, Kateryna Nesteruk, Manon C.W. Spaander, Auke P. Verhaar, Bingting Yu, Rodrigo A. Silva, Wayne A. Phillips, Marcin Magierowski, Anouk van de Winkel, H. Scott Stadler, Tatiana Sandoval-Guzmán, Luc J.W. van der Laan, Ernst J. Kuipers, Ron Smits, Marco J. Bruno, Gwenny M. Fuhler<sup>#</sup>, Nicholas J. Clemons, & Maikel P. Peppelenbosch<sup>#</sup>.

Supplementary figures

a

Human *HOX* expression overview

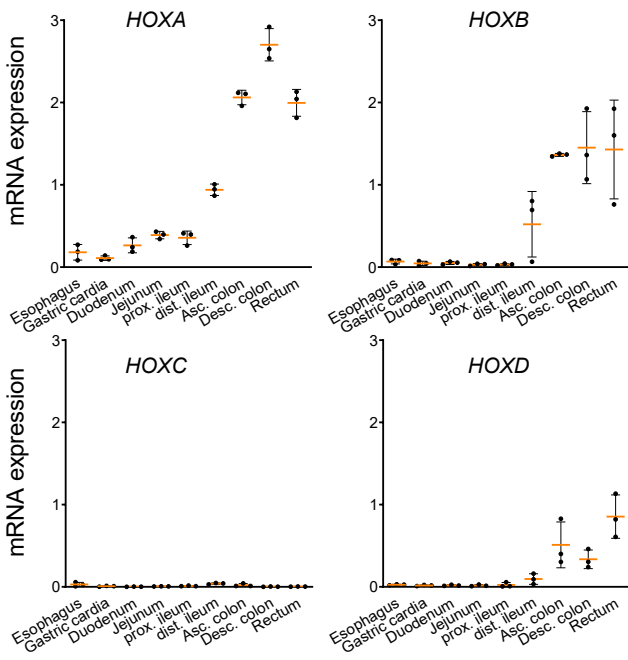

Murine *HOX* expression overview

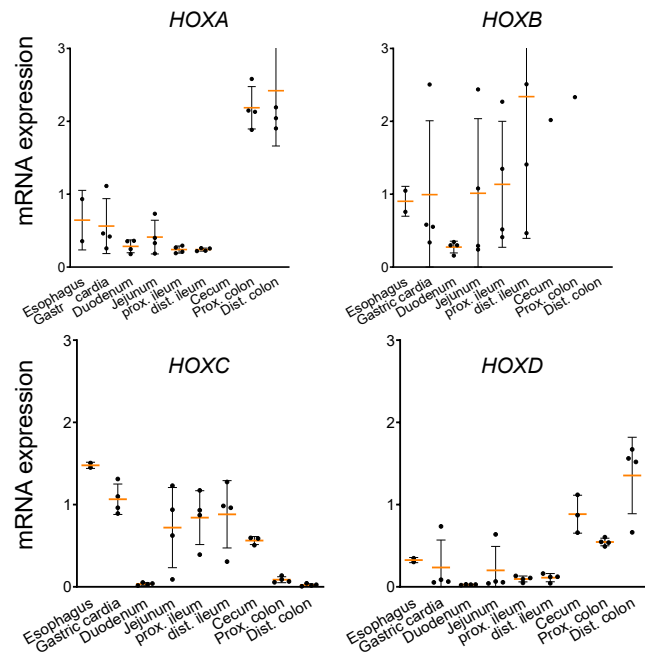

b

Human *HOXA* cluster and *HOTTIP*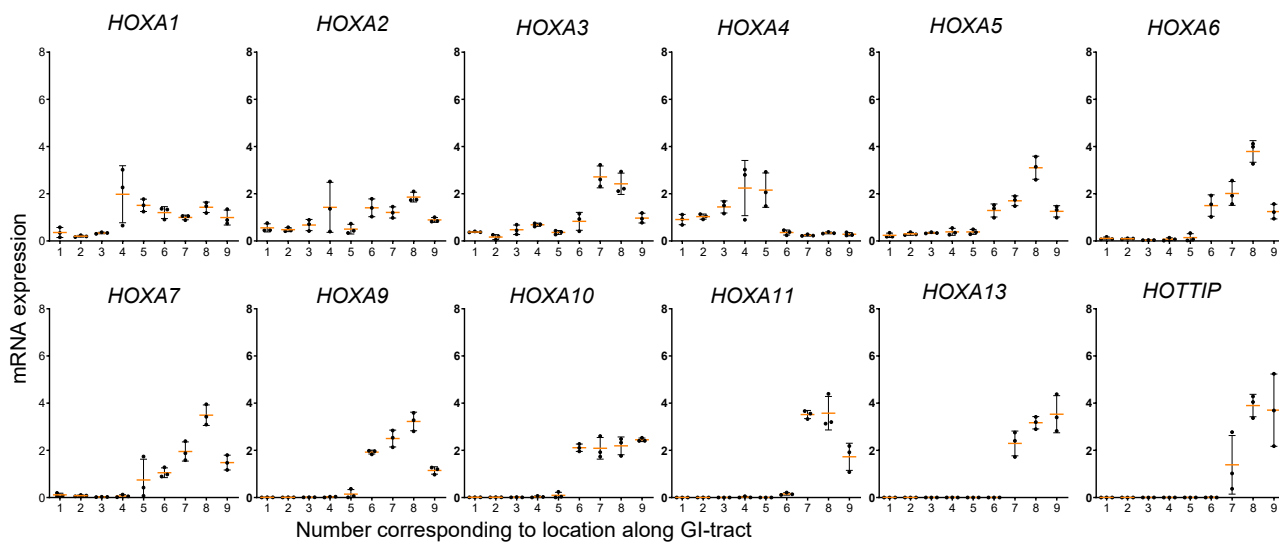Murine *HOXA* cluster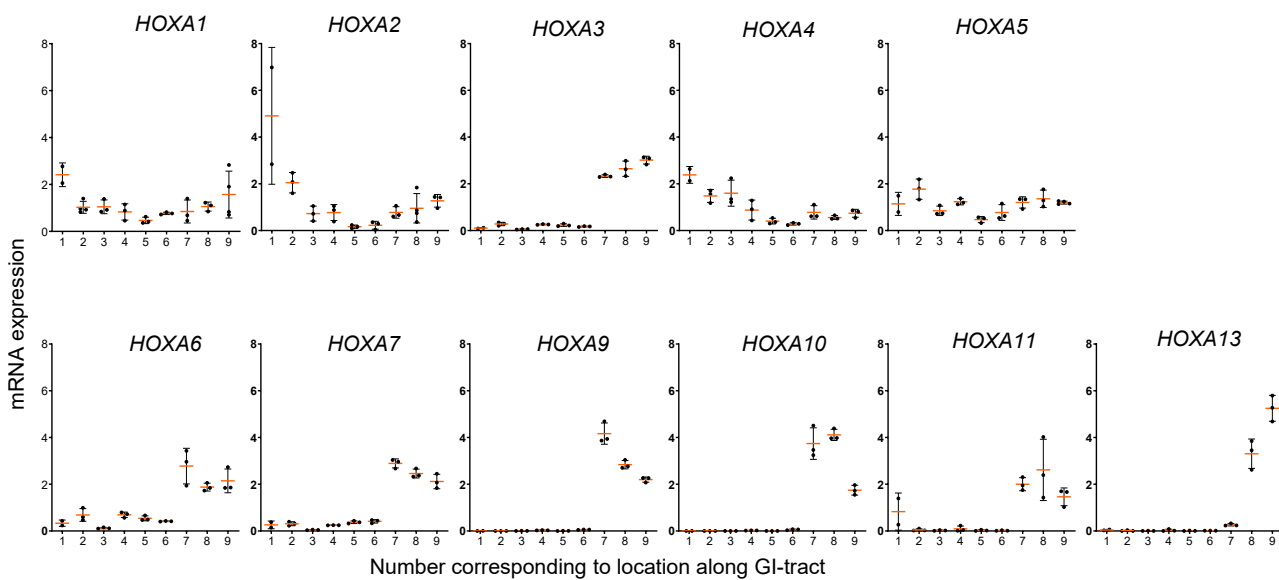

C

Human *HOXB* cluster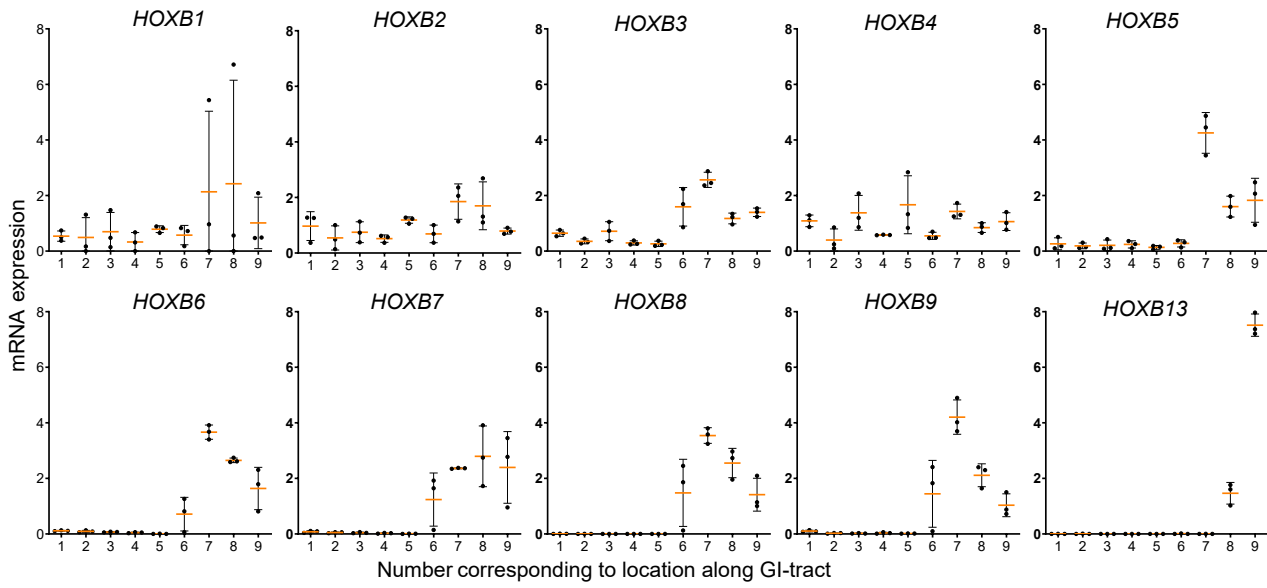Murine *HOXB* cluster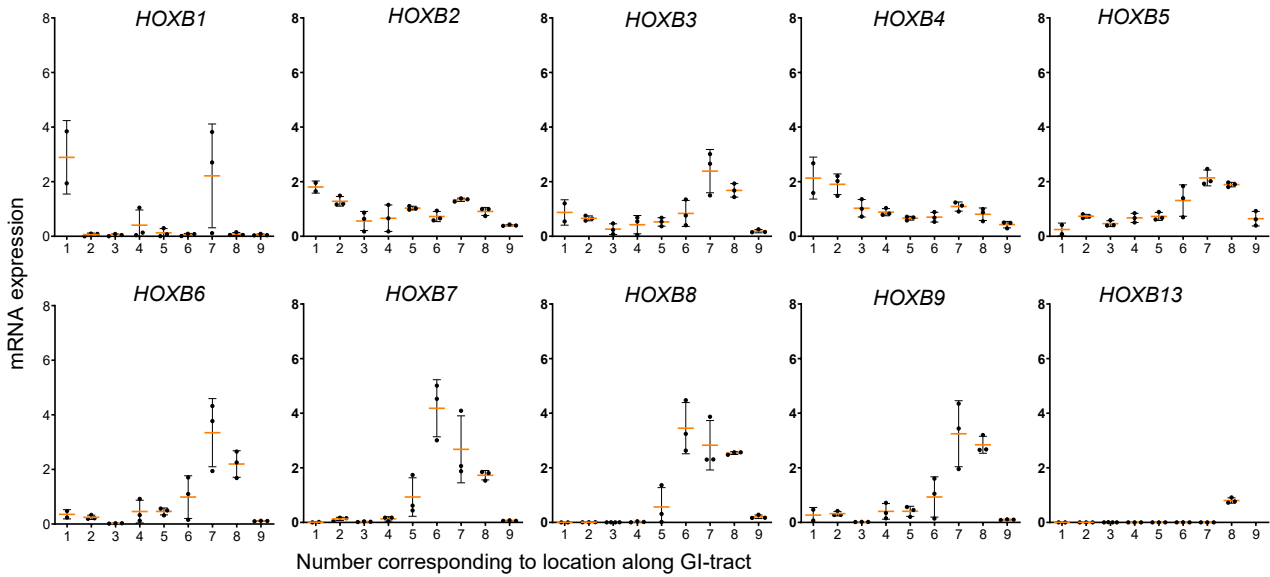

# Human *HOXC* cluster

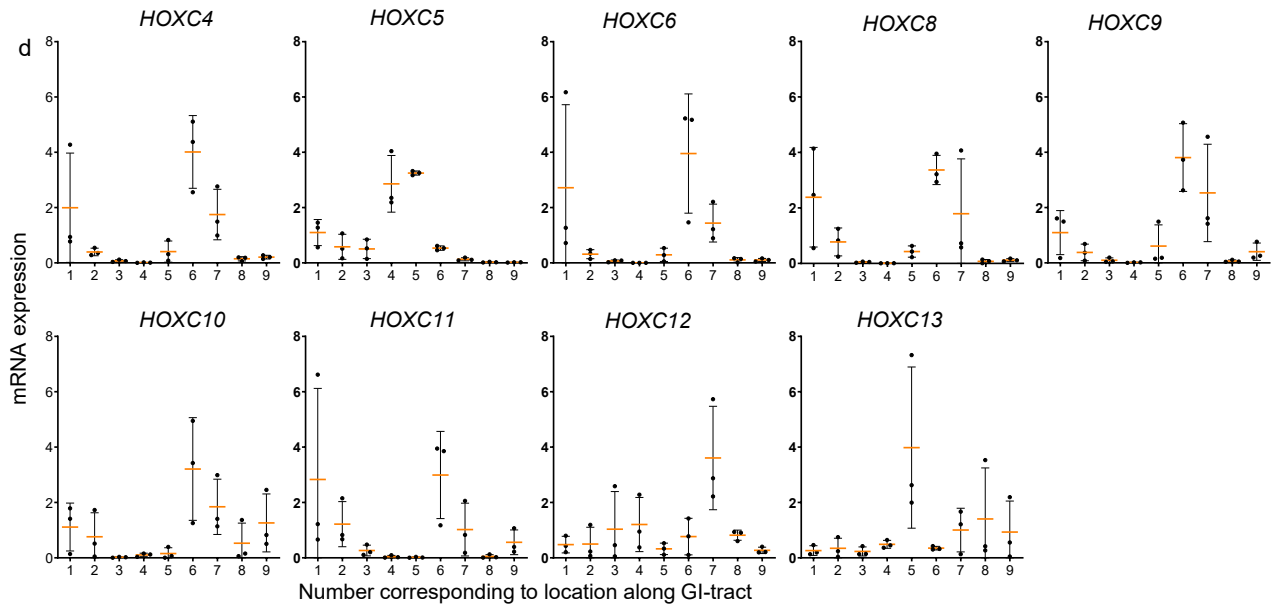

# Murine *HOXC* cluster

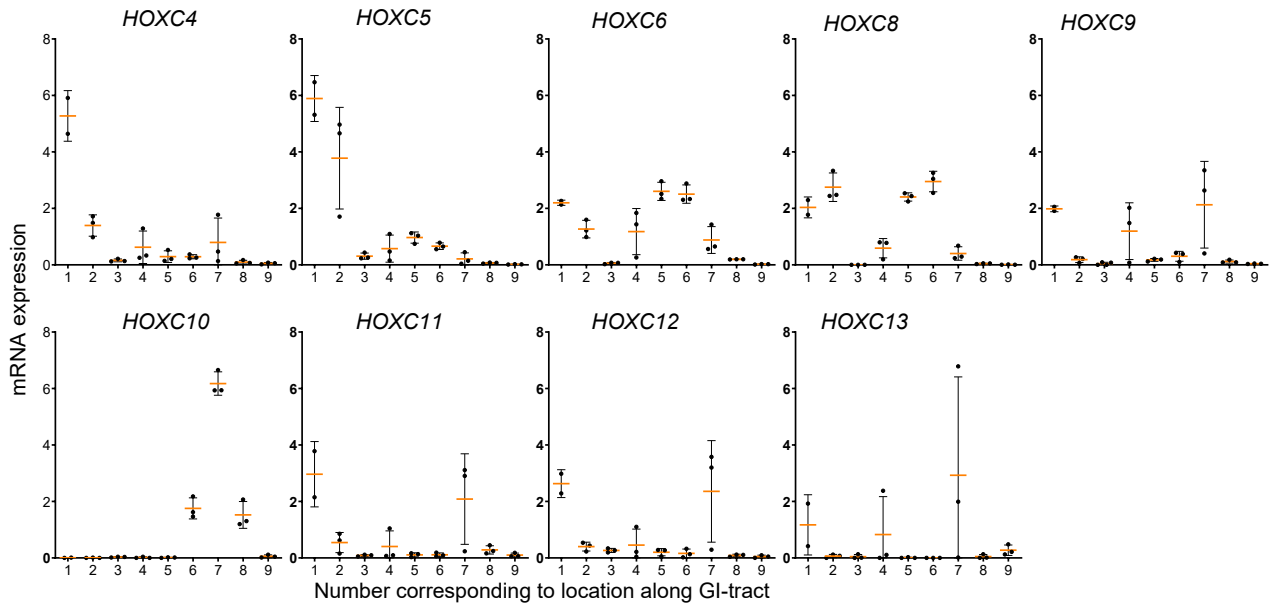

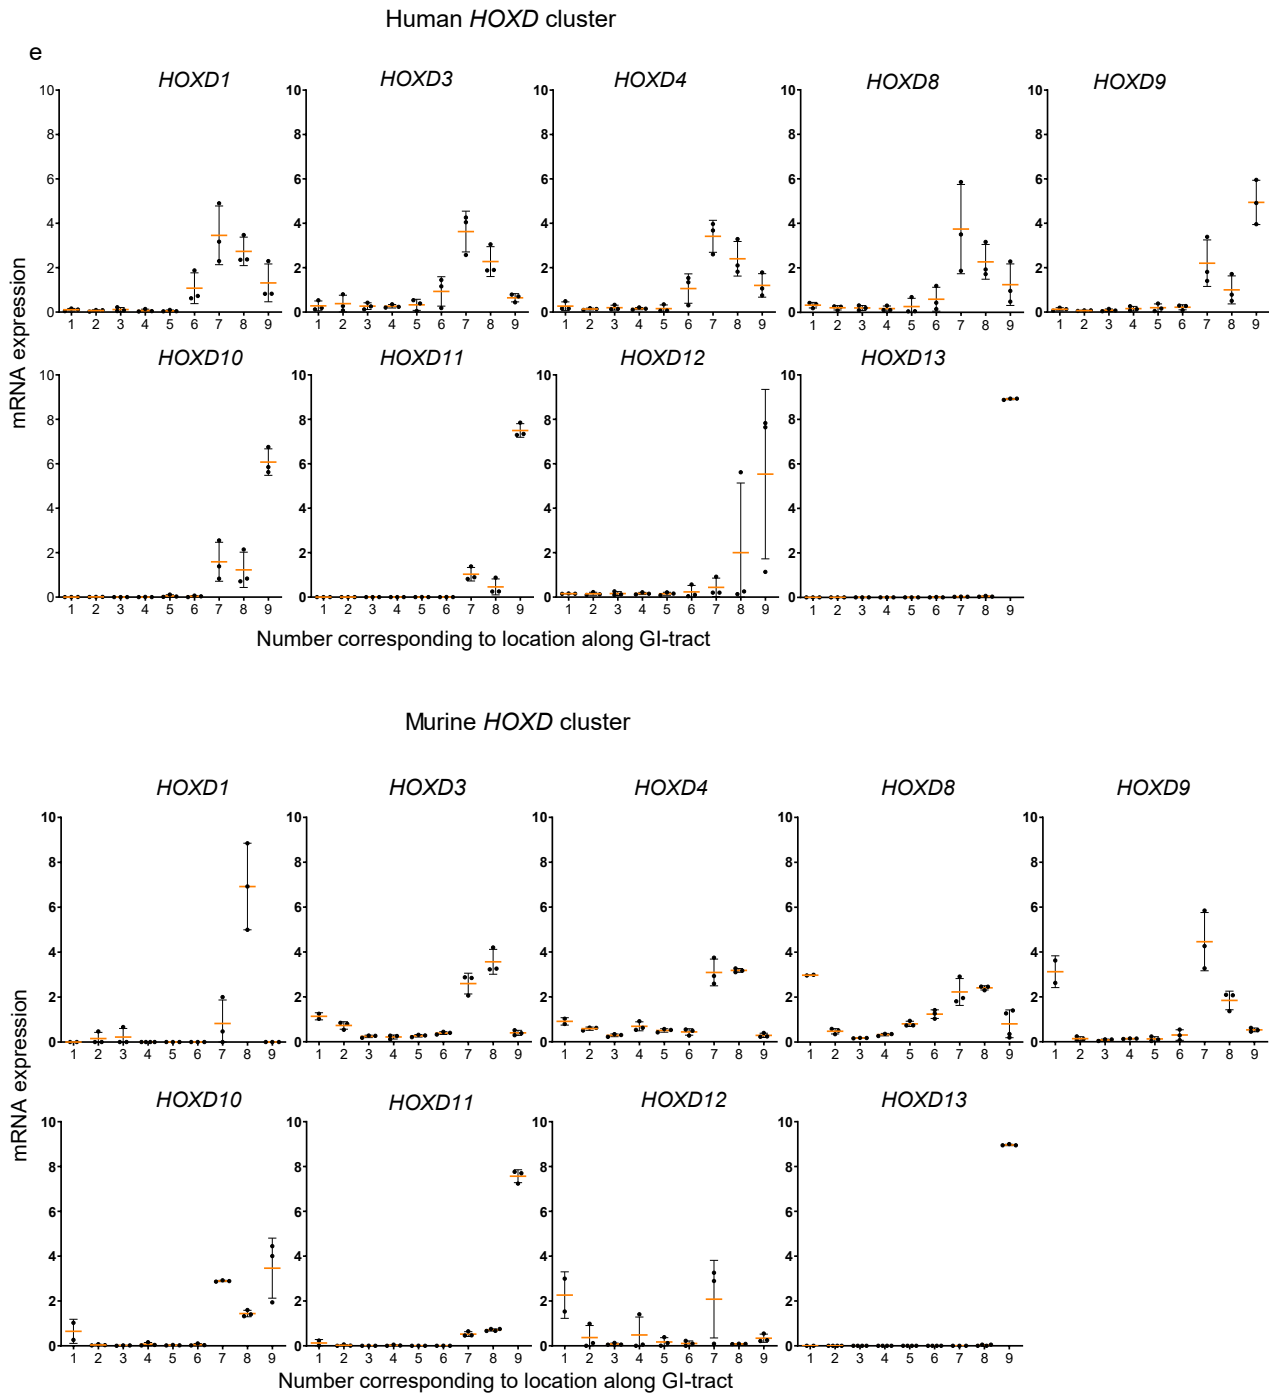

Supplementary fig. 1: *HOX* cluster gene expression along the adult human and mouse gut. a) Overview of *HOX* cluster gene expression in the different epithelial regions along the human and mouse adult GI tract. The Y-axis represents the fold changes of mRNA expression relative to the average mRNA expression of all *HOX* genes of a given cluster. b)-e) Individual *HOX* gene expression of the *HOXA*, *B*, *C*, and *D* clusters is depicted. The Y-axis represents the fold changes of mRNA expression relative to the average mRNA expression of the depicted *HOX* gene. Mean with SD. Human data, n=3 independent samples. Mouse data, n=4 independent samples. GI-gastro-intestinal

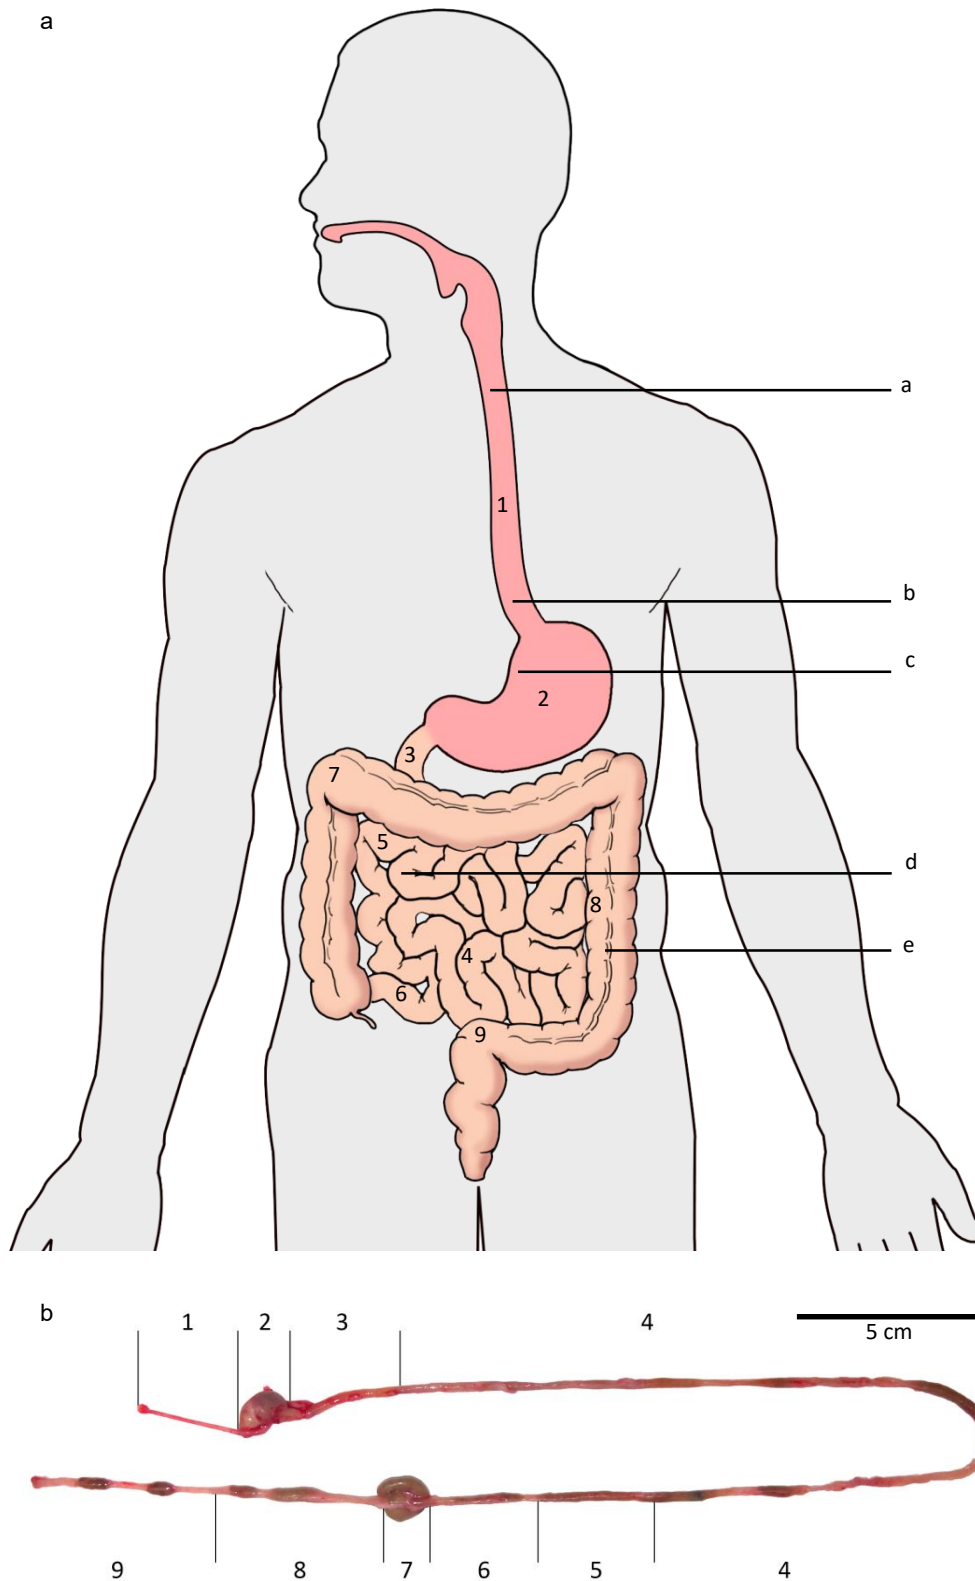

Supplementary fig. 2: locations of forceps biopsies taken along the human GI-tract and sections of murine GI-tract analyzed. a) Location of the forceps biopsies taken along the GI-tract are indicated by number in the schematic illustration of the GI-tract: 1) esophagus, 2) stomach, 3) duodenum, 4) jejunum, 5) proximal ileum, 6) distal ileum, 7) ascending colon, 8) descending colon and 9) sigmoid/rectum. Lesions studied: a) gastric inlet patch; b) columnar-lined esophagus without goblet cells (CLE), Barrett's esophagus (BE), esophageal adenocarcinoma (EAC); c) gastric intestinal metaplasia (IM); d) Meckel's diverticulum; e) pyloric and Paneth cell metaplasia (from the colon). b) Sections of mouse GI-tract used: 1) esophagus, 2) stomach, 3) duodenum, 4) jejunum, 5) proximal ileum, 6) distal ileum, 7) cecum and proximal colon, 8) proximal colon and distal colon and 9) distal colon.

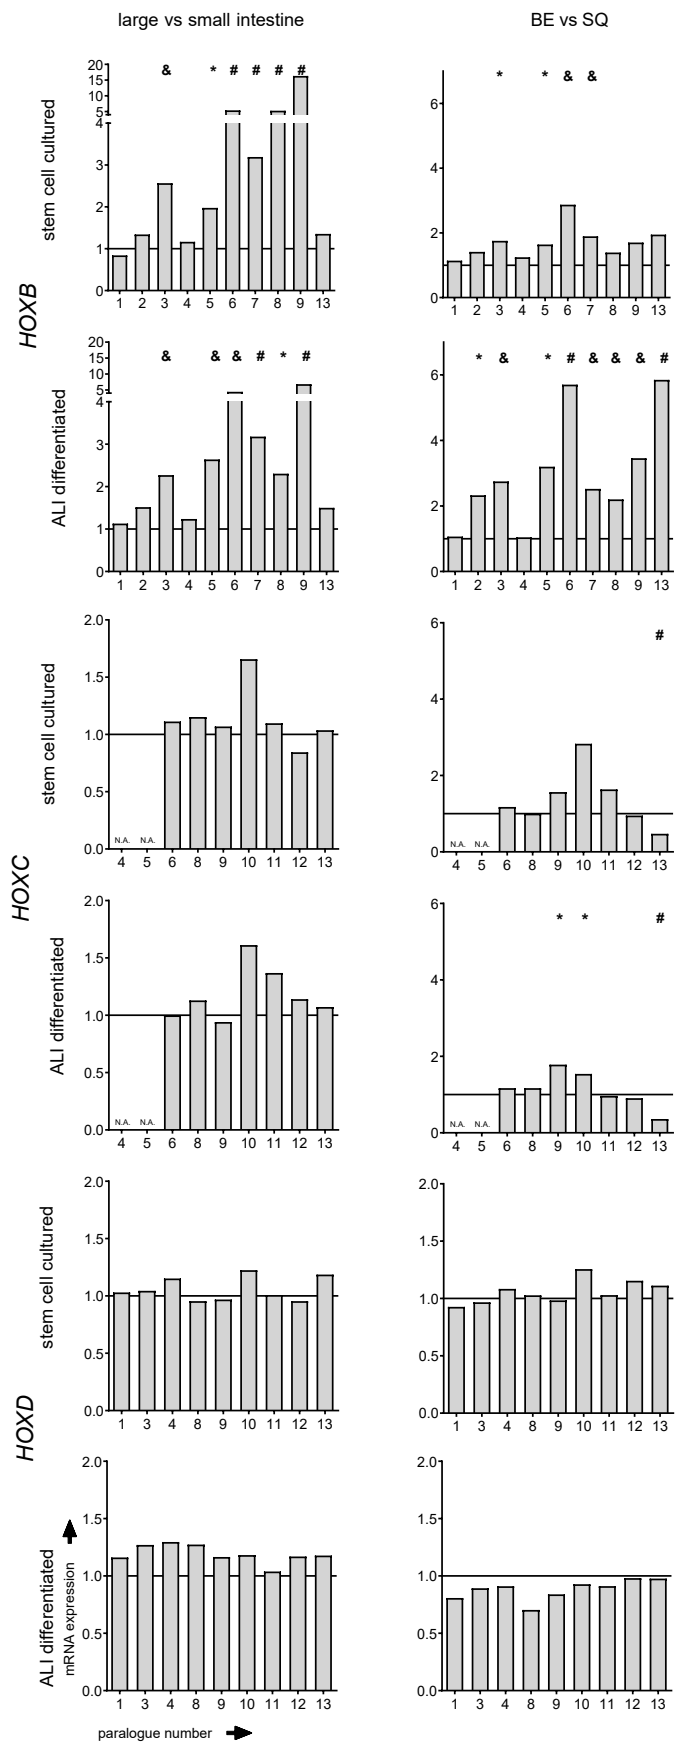

Supplementary fig. 3: *HOX* coding is established at the level of the stem cell. Public data of Wang *et al.*<sup>1</sup> contains the mRNA expression of human stem cells isolated from the GI-tract and either cultured as stem cells or differentiated in an air-liquid interface (ALI). Right column: *HOXB*, *C*, and *D* cluster gene expression in the large (n=3 in technical duplicate) compared to the small intestine (n=3 in technical duplicate). Left panels: *HOXB*, *C*, and *D* cluster gene expression in Barret's esophagus (BE, n=12) vs squamous esophagus (SQ) (n=2 in duplicates) in technical duplicates are depicted for stem cell cultures and n=1 each for ALI differentiated samples in technical duplicates. Normalization was performed by setting mRNA expression to 1 for the small intestine or squamous esophagus. *HOX* gene expression in stem cell and ALI cultures are similar, which is not seen in the dataset in general. *HOXB* cluster genes have a higher expression in the large versus the small intestine (left column). No clear regulation of the *HOXC* or *D* clusters is seen, with exception of an upregulation of *HOXC10* in the ascending colon. *HOXB* cluster genes are upregulated in BE stem cells vs squamous esophagus, including mid cluster and 5' *HOXB* genes. *HOXC10* is the most pronounced *HOXC* gene upregulated in BE stem cells. \* $p < 0.05$ ; & $p < 0.01$ ; # $p < 0.001$ ; NA: not available. Two-sided t-test was performed. This figure includes no estimate of variance as the empirical Bayes-moderated t-statistic was used which does not generate a standard error.

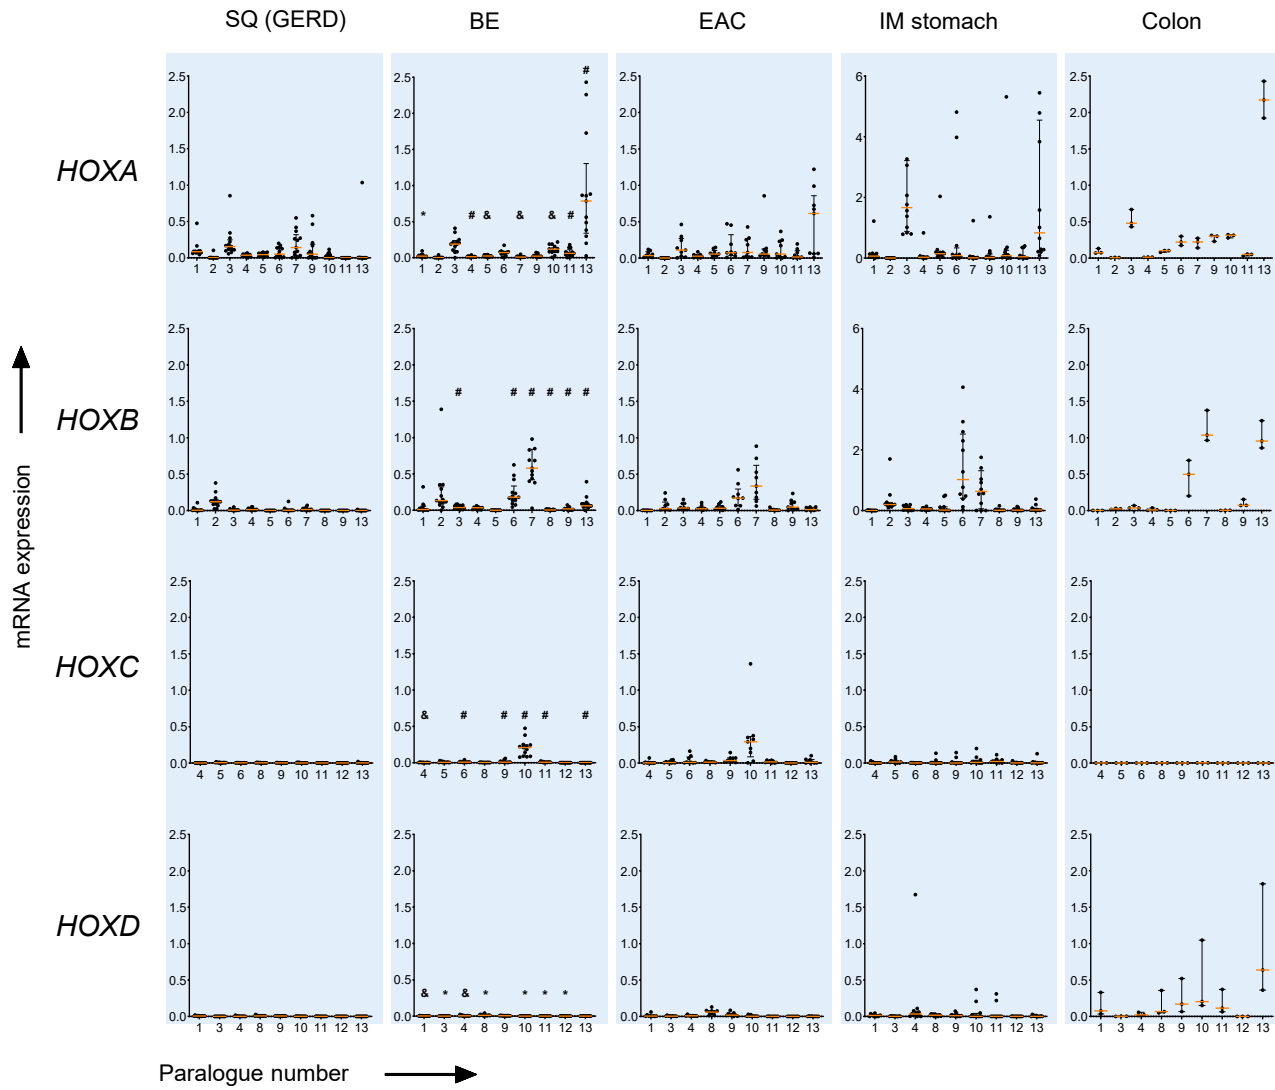

Supplementary fig. 4: *HOX* cluster gene expression in Barrett's esophagus (BE), esophageal adenocarcinoma (EAC), gastric intestinal metaplasia (IM), and colon. Comparison of the mRNA expression levels of the squamous esophagus from GERD (gastro-esophageal reflux disease) patients (n=13), BE (n=13), EAC (n=9), IM of the stomach (n=12), and material from the colon (n=3). Expression in BE was compared to expression in the squamous esophagus (SQ) of matched samples from the same patients (SQ, GERD) by two-sided Student's t-tests. \* $p < 0.05$ ; & $p < 0.01$ ; # $p < 0.001$ . Y-axis values represent the fold change in mRNA expression in relation to the average mRNA expression of all *HOX* genes in all samples. Median with IQR. BE vs Squamous were compared with Wilcoxon matched-pairs signed rank test (two-tailed).

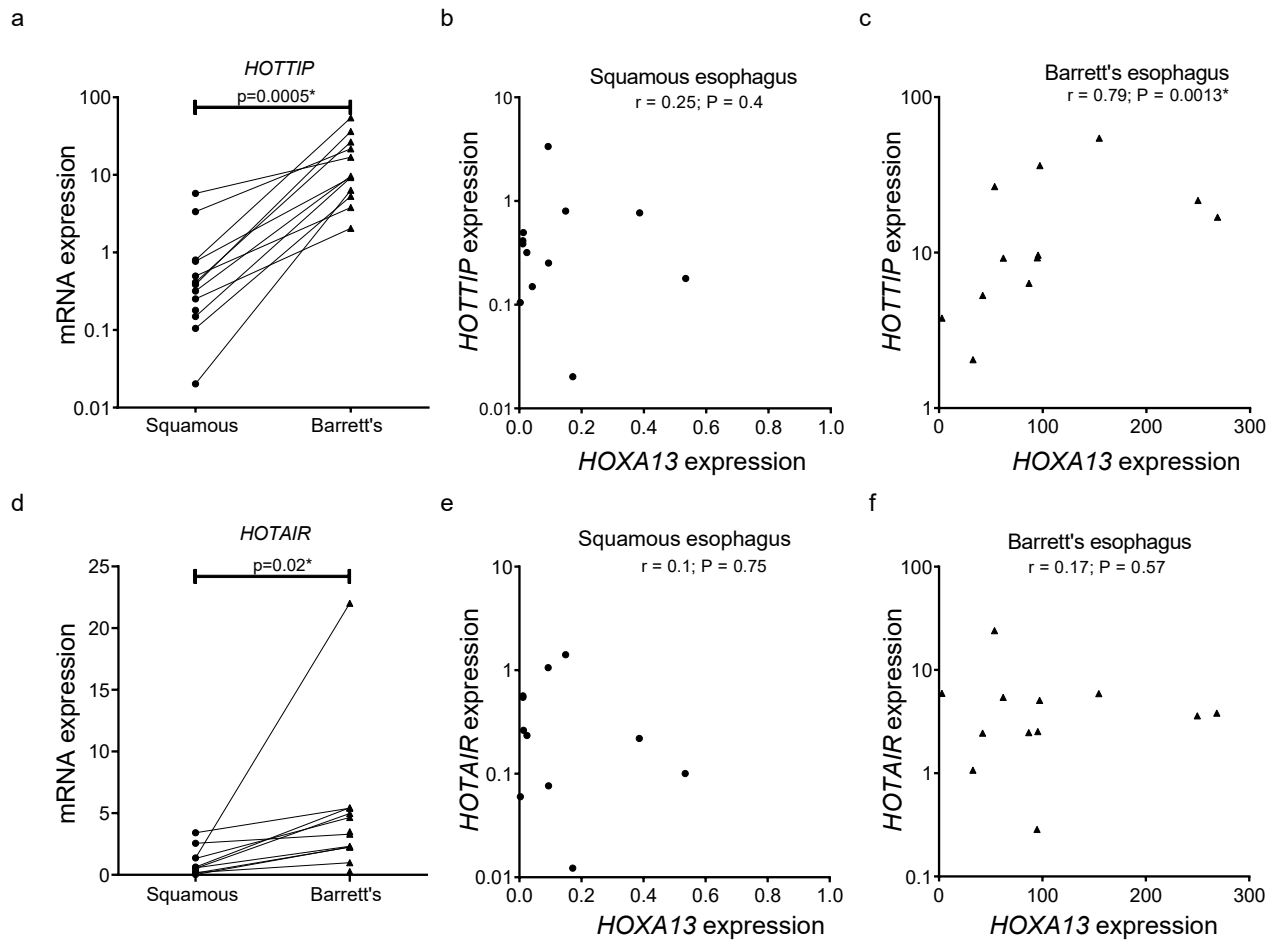

Supplementary fig. 5: Gene expression of lncRNA *HOTTIP* and lncRNA *HOTAIR*, in the normal squamous esophagus and BE tissue from BE patients. a) *HOTTIP* expression, normalized to mean expression in the squamous esophagus, is overexpressed in BE as tested with a Wilcoxon signed rank test. Matched squamous esophageal and BE were taken from the same patient ( $n=13$ ). b, c) Correlations between expression levels of *HOTTIP* and *HOTAIR* and *HOXA13* in squamous and BE tissues were tested with a non-parametric Spearman test. *HOTTIP* expression does not correlate with *HOXA13* in normal squamous esophagus (b), but does correlate to *HOXA13* in BE tissue (c). d) *HOTAIR* is overexpressed in BE tissue (Wilcoxon signed rank test) and does not correlate with *HOXA13* expression (e, f).  $^*p<0.05$ ;  $^{\&}p<0.01$ ;  $^{\#}p<0.001$ . Error bars represent the SEM.

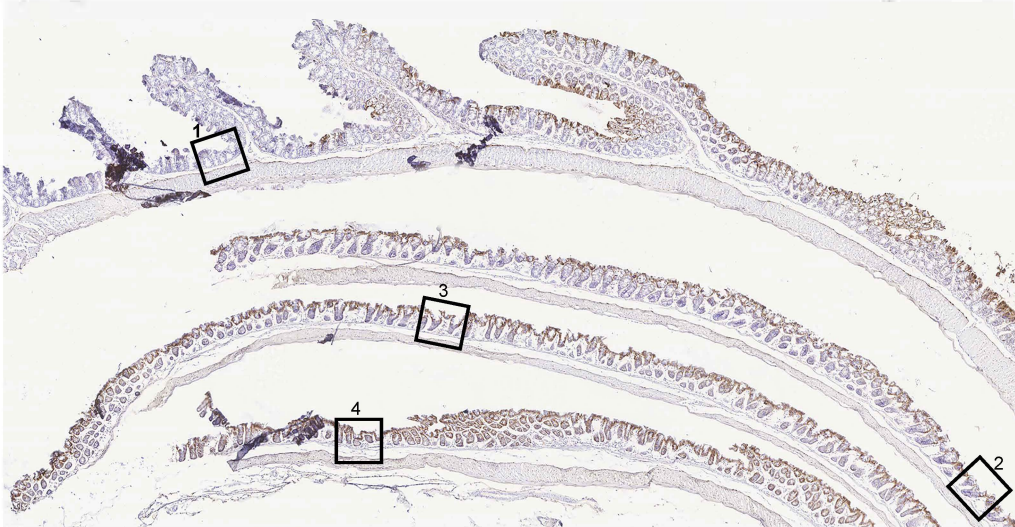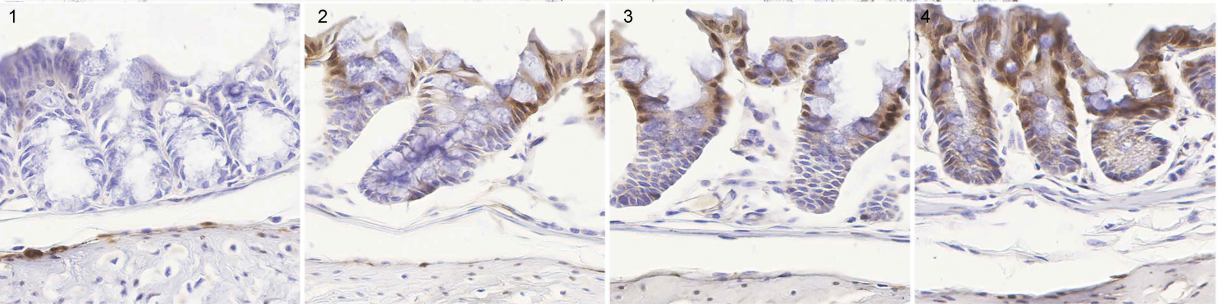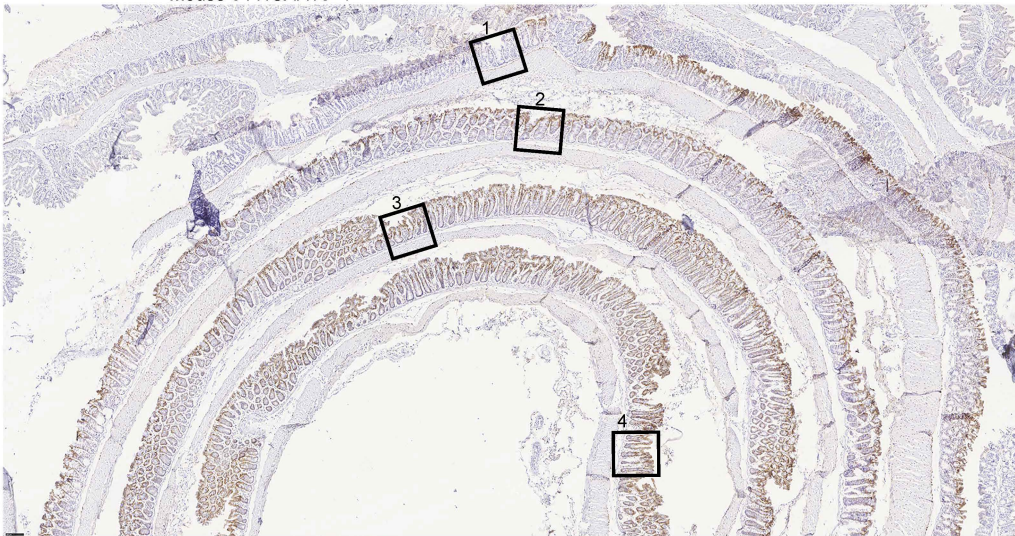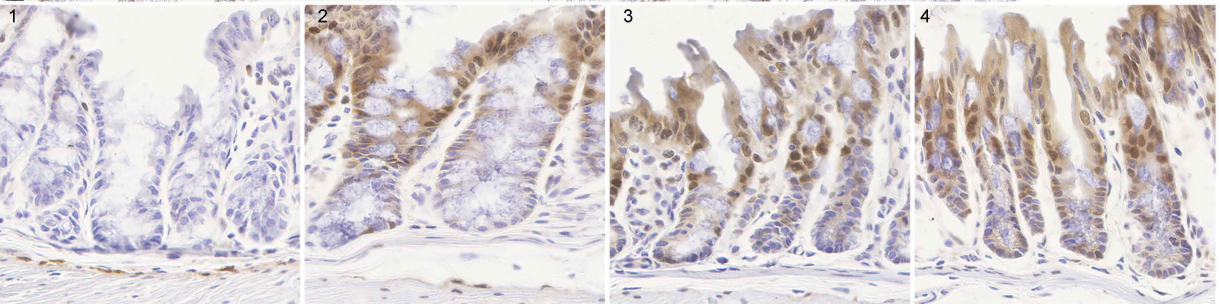

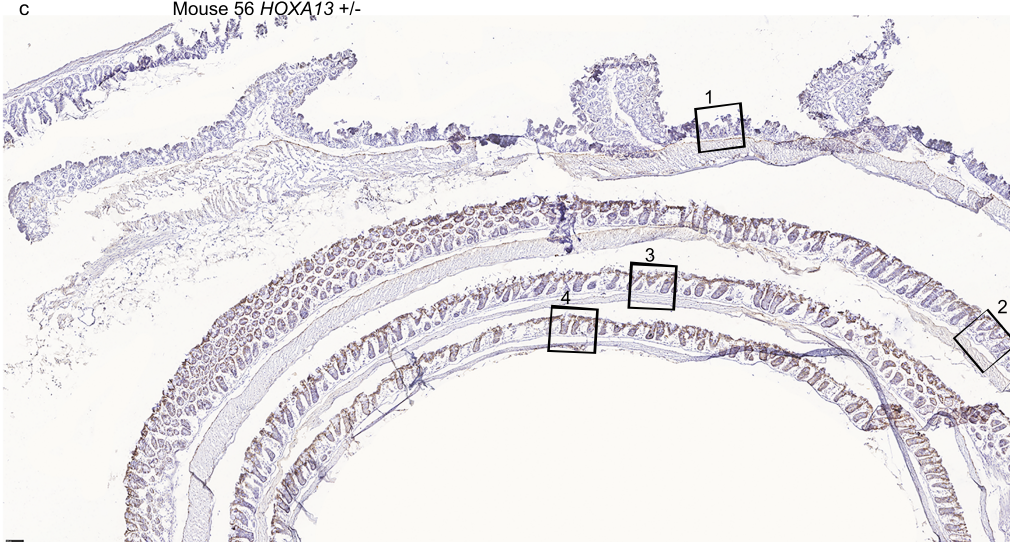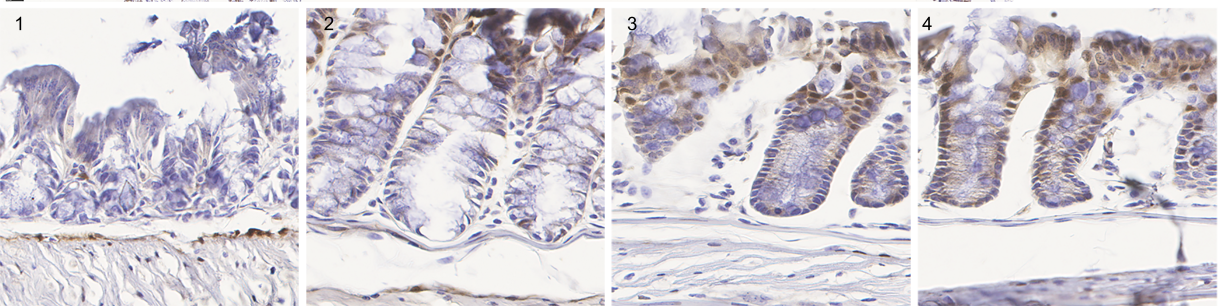

d Mouse 55 *HOXA13* -/-

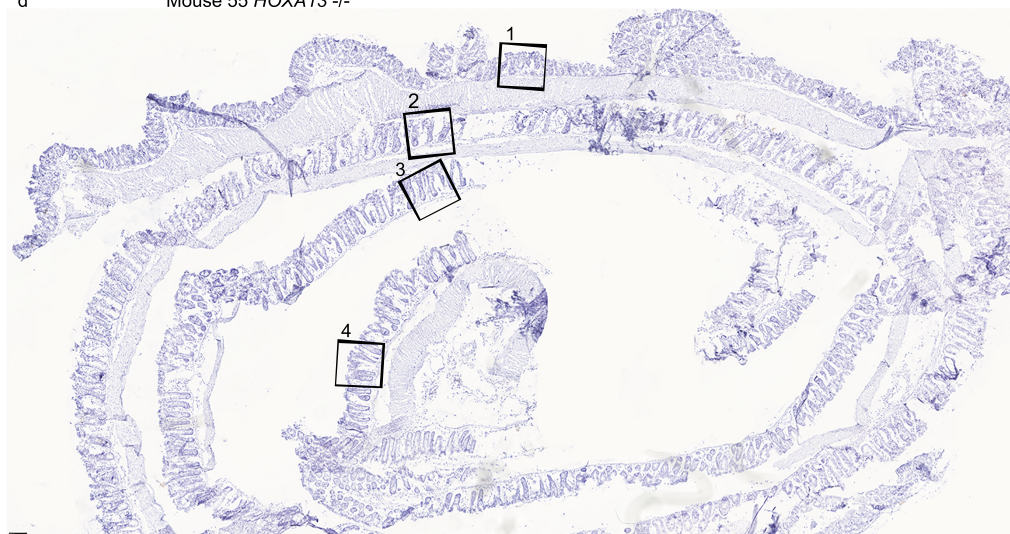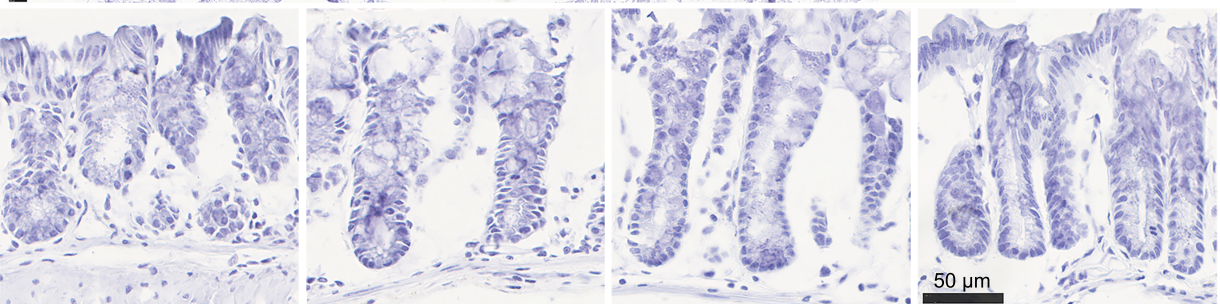

e

Distal expression boundary  
at anal squamous columnar  
junction

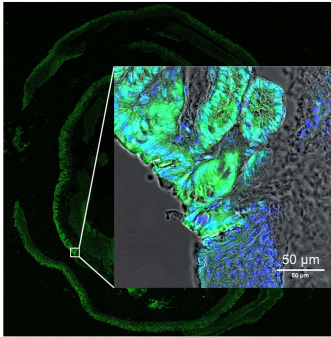

Supplementary fig. 6: Expression of HOXA13 in murine GI tract. Anti-GFP IHC of Hoxa13-GFP mouse model was performed on swiss roles of bowels isolated from three *HOXA13*<sup>+/-</sup> mice (a-c) and one *HOXA13*<sup>-/-</sup> negative control mouse (d). Three *HOXA13*<sup>+/-</sup> mice demonstrated similar result. Overall presentation of swiss role and close ups of proximal (1) and distal (2-4) colon are shown. e) The distal Hoxa13 expression border is the anal SCJ (confocal images).

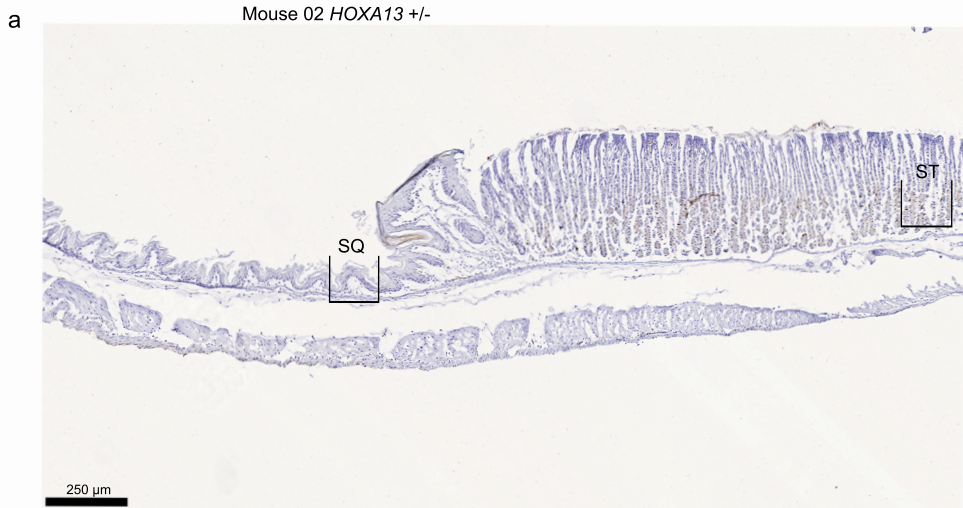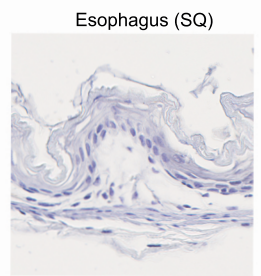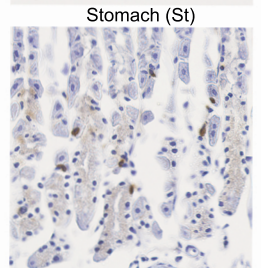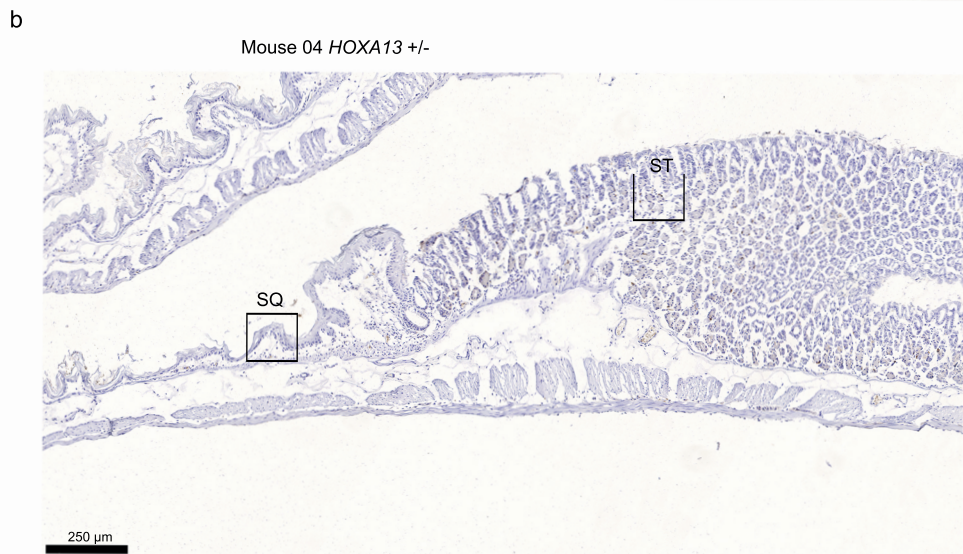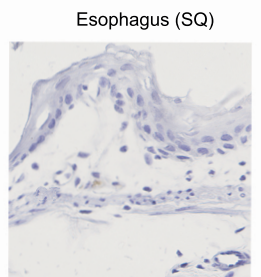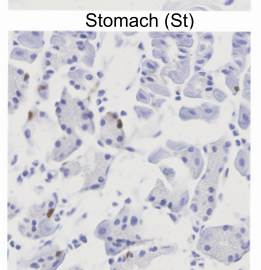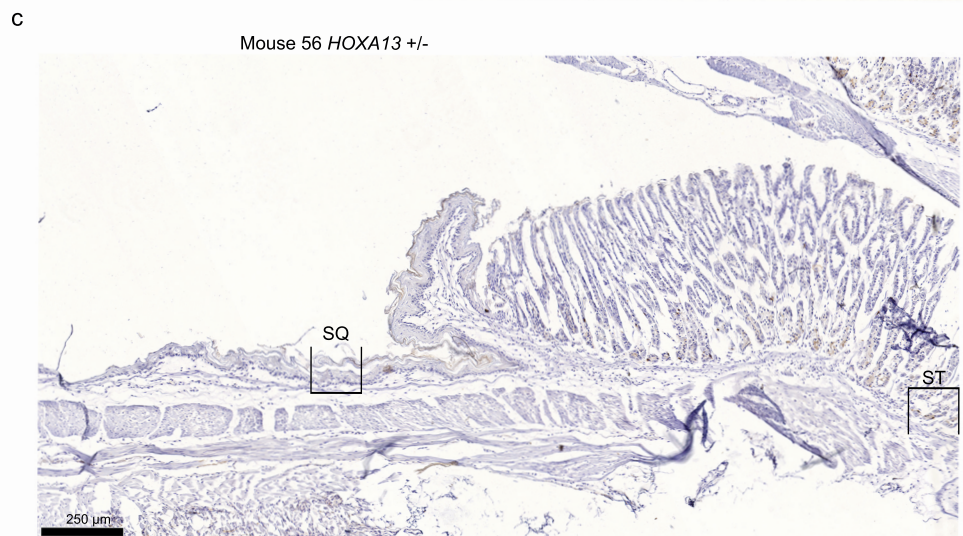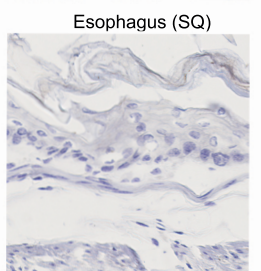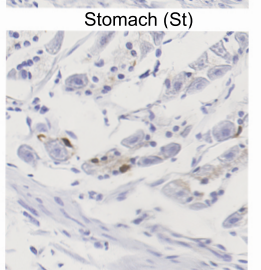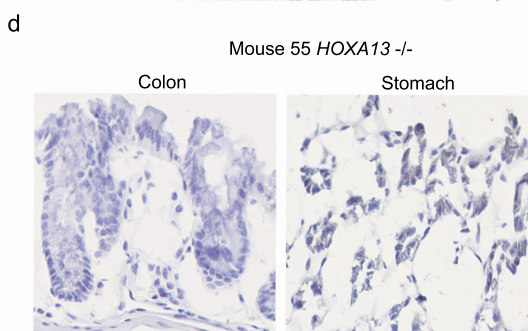

Supplementary fig. 7: Expression of HOXA13 in murine upper gastro-intestinal tract. Anti-GFP IHC of Hoxa13-GFP mouse model was performed on upper gastrointestinal tract isolated from three *HOXA13*<sup>+/-</sup> mice (a-c) and one *HOXA13*<sup>-/-</sup> negative control mouse (d). Magnification of squamous esophagus and stomach indicated in the overview image are presented on the right. Three *HOXA13*<sup>+/-</sup> mice demonstrated similar result.

a

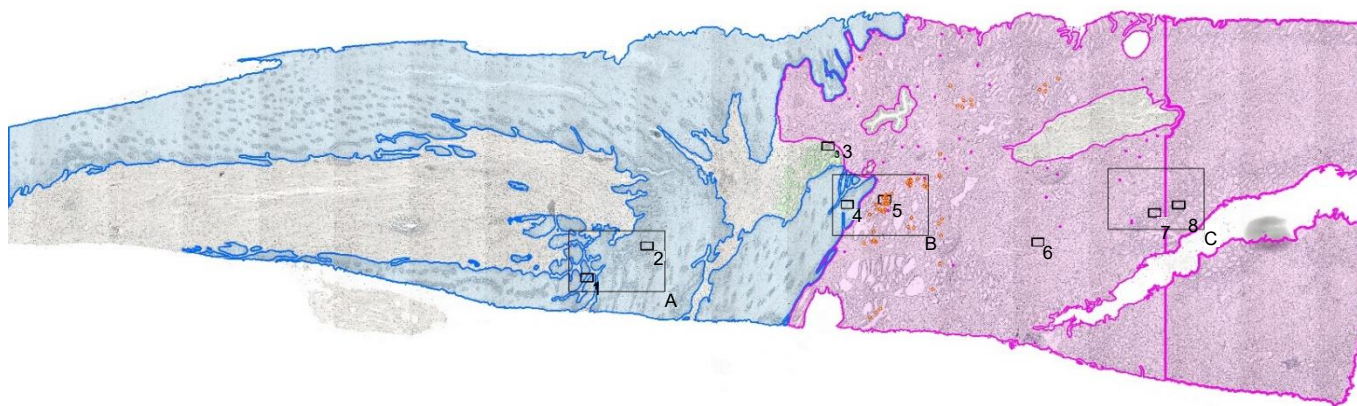

1 mm

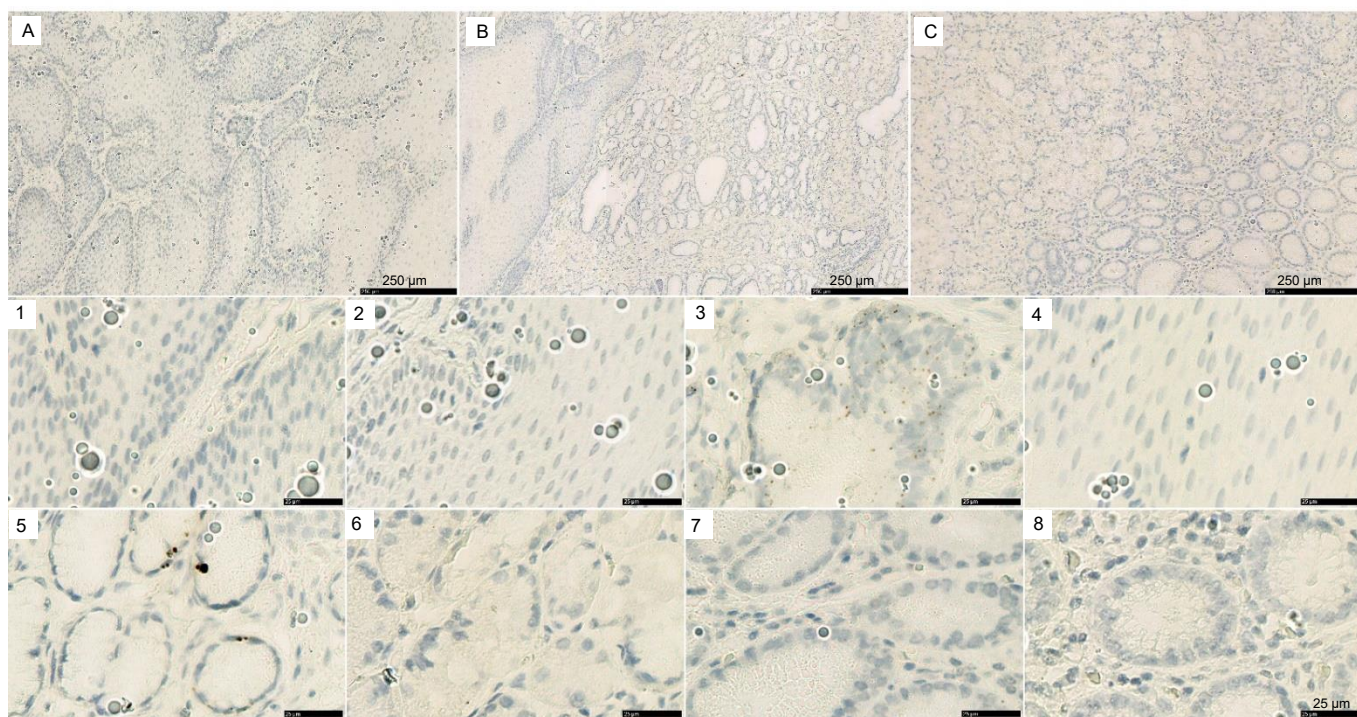

++

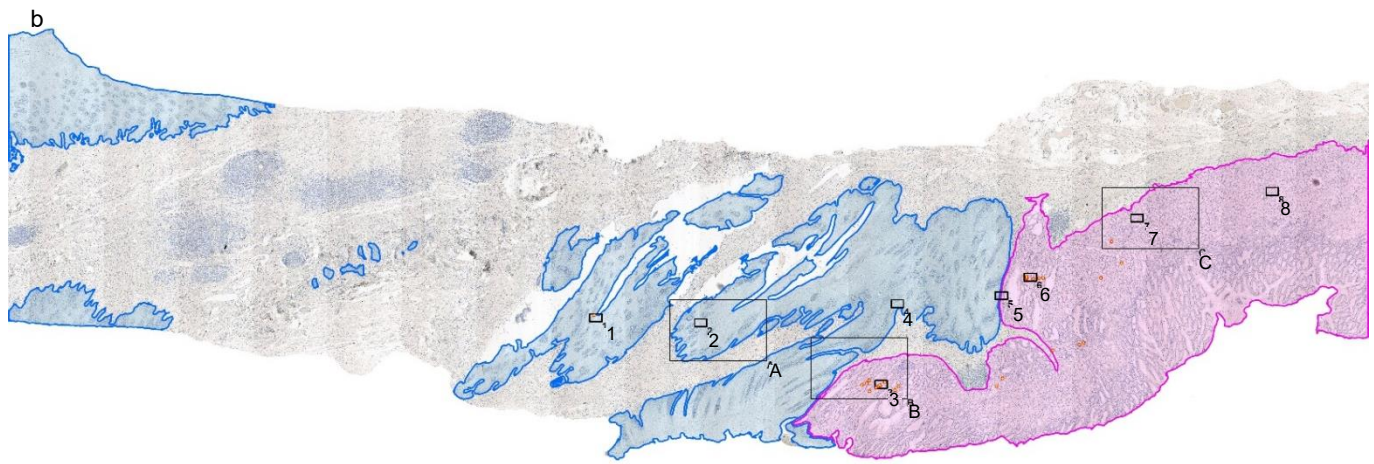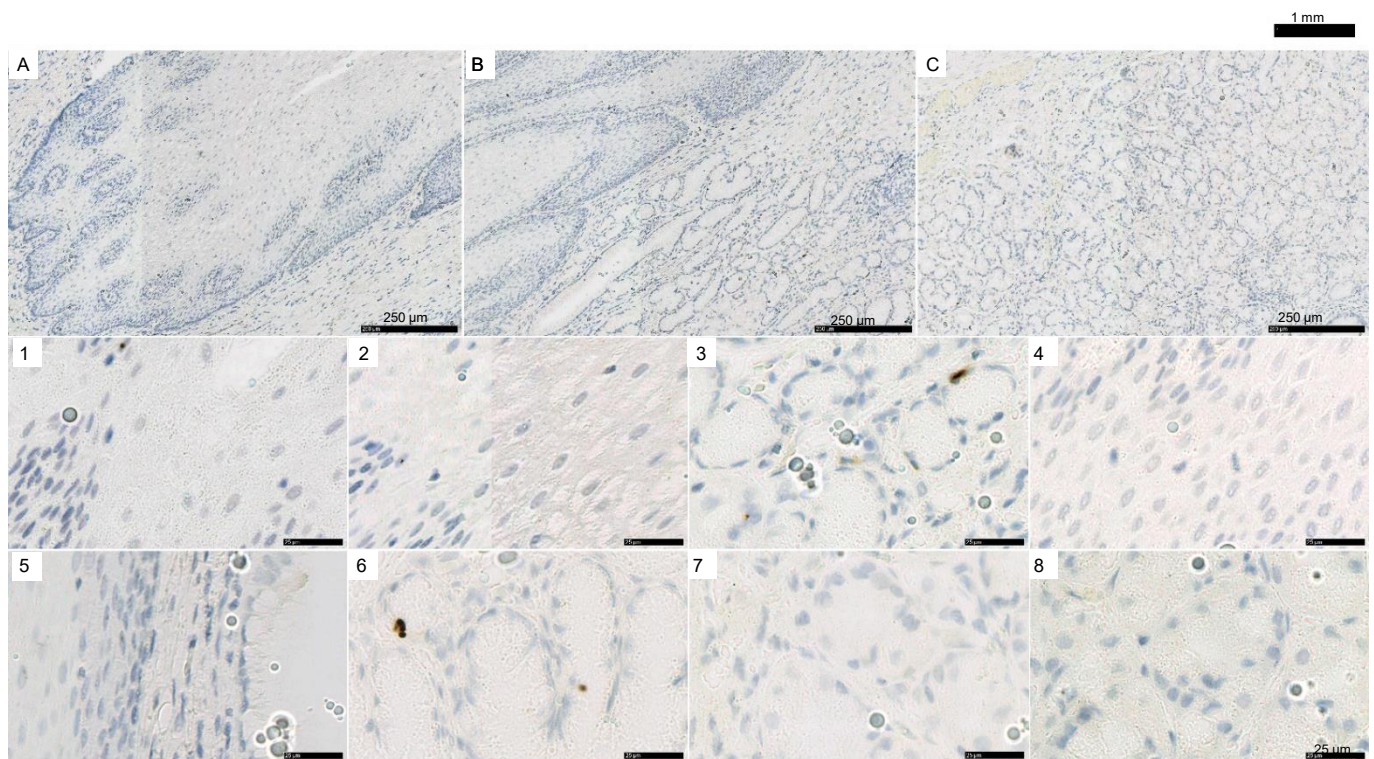

C

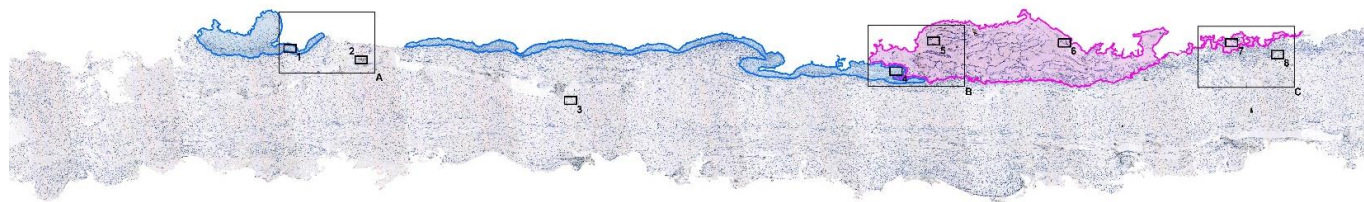

1 mm

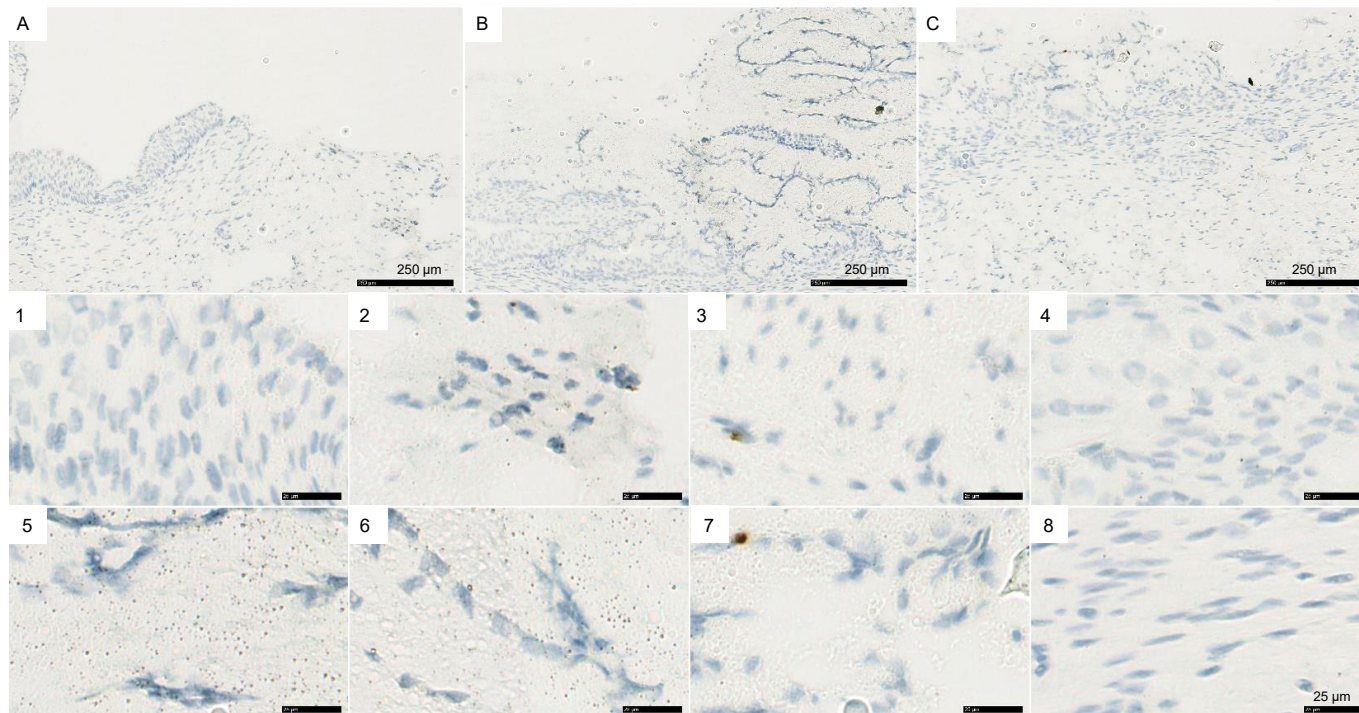

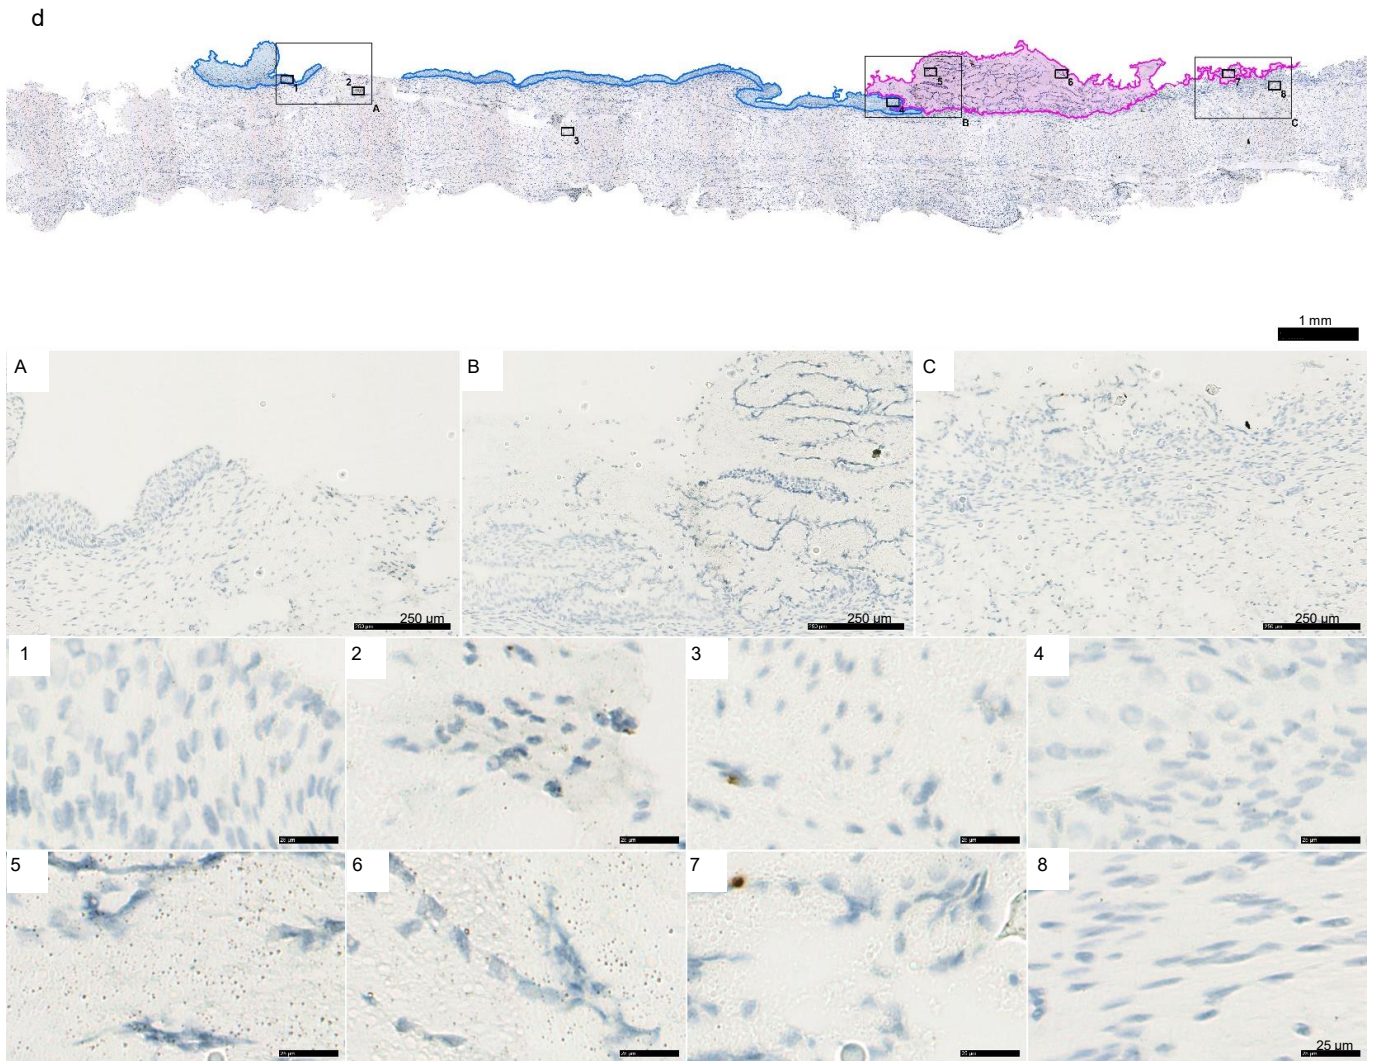

Supplementary fig 8. a, b) *HOXA13* expression as measured by RNA ISH in representative examples of an adult human gastro-esophageal junctions (GEJ) with magnification panel of: A – esophagus, B – GEJ area, C – proximal stomach. n=3 (similar results) c, d) *HOXA13* expression as measured by RNA ISH in a representative examples of an fetus human GEJ with magnification panel of: A – esophagus, B – GEJ area, C – proximal stomach. n=3 (similar results).

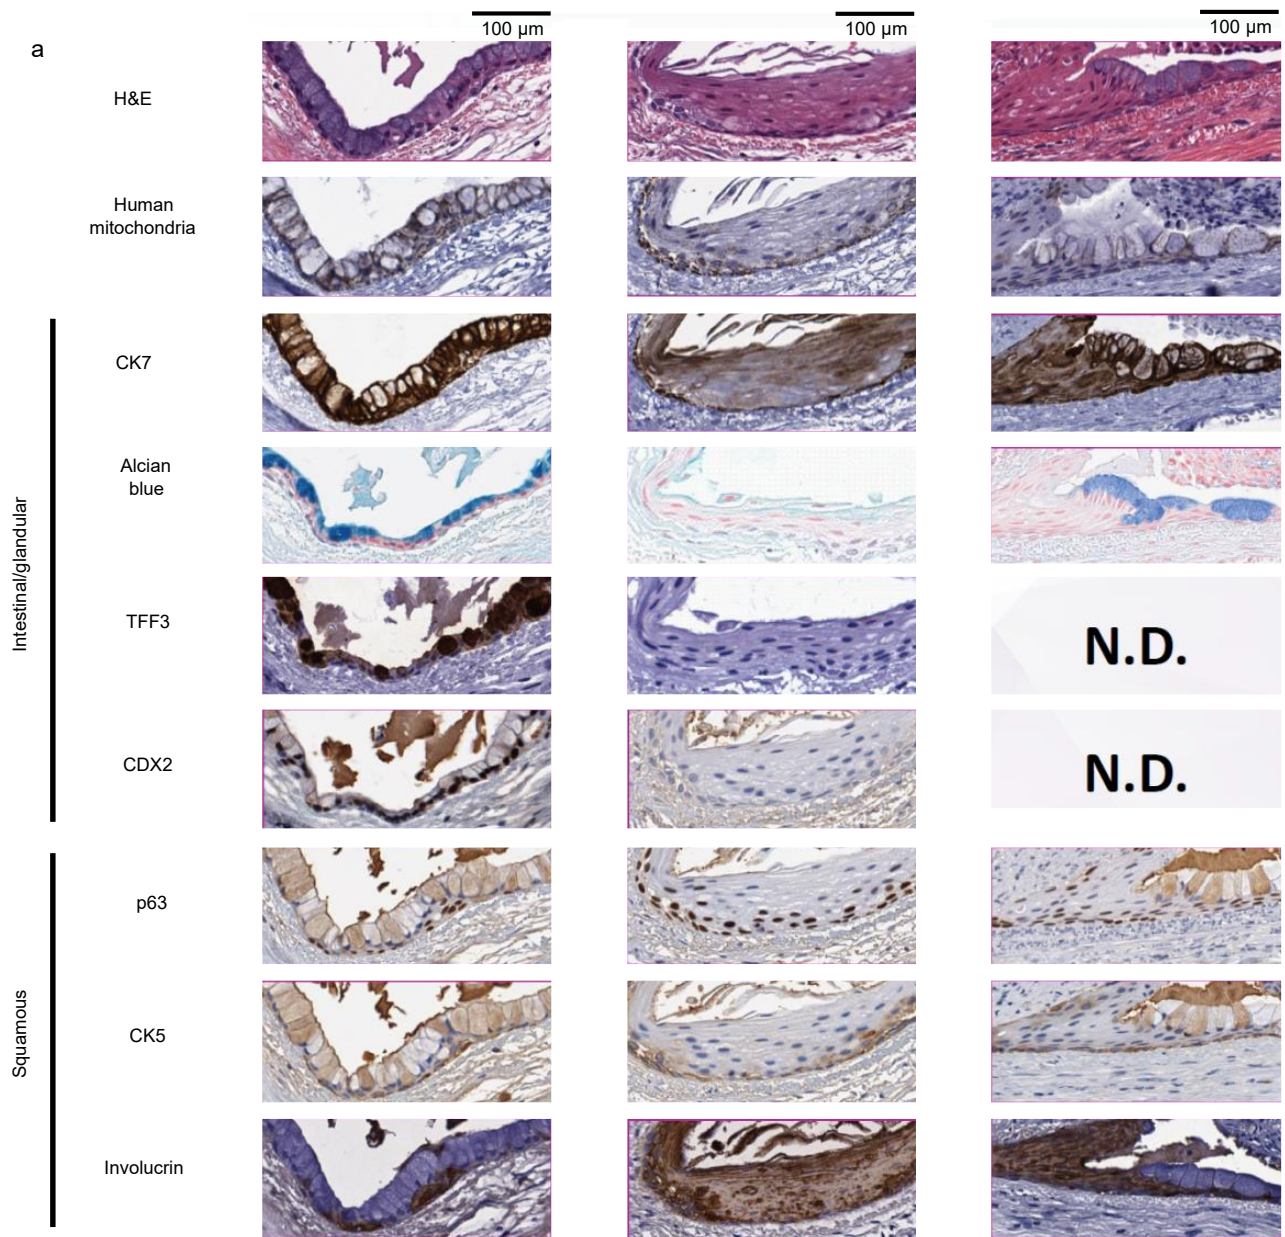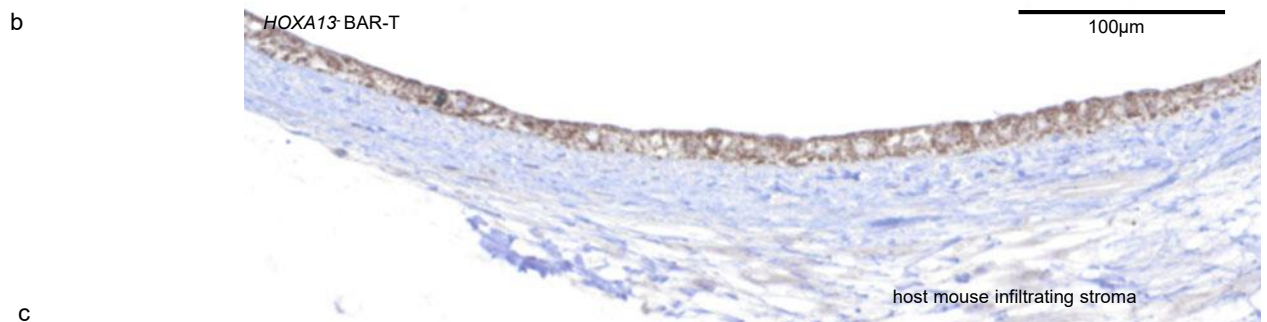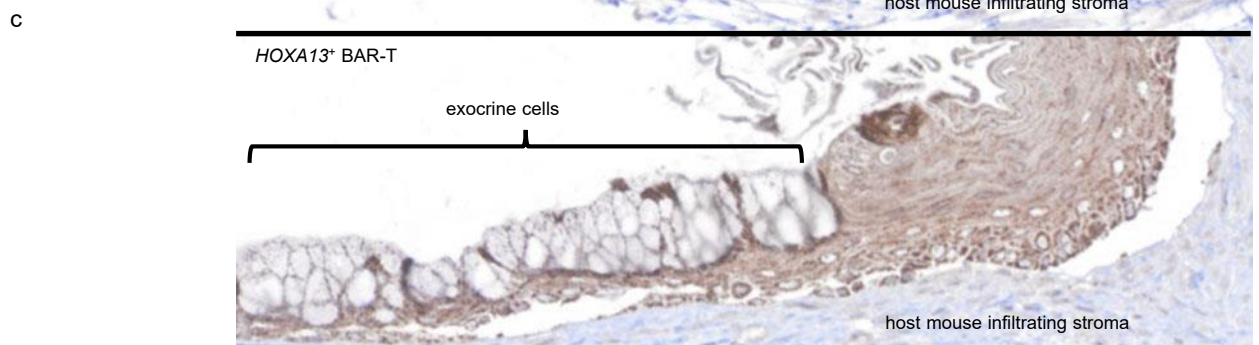

Supplementary fig. 9: Proof of the human origin of epithelium in the rat trachea *in vivo* tissue reconstitution model. a) Staining of the *in vivo* tissue reconstitution model with intestinal/glandular and squamous markers shows that parental BAR-T cells form intestinal-type columnar epithelium (left), squamous epithelium (middle), and multi layered epithelium with mixed phenotype (right) from the same clone. Human origin of the epithelium was confirmed by staining for human mitochondria. b) *HOXA13*<sup>-</sup> and c) *HOXA13*<sup>+</sup> representative examples of the BAR-T epithelium stained for human mitochondria. Representative outcomes from 4 independent experiments each with 2-4 replicates. In each experiment and in each replicate we observed the same result of clonal BAR-T cells producing a mixture of the two morphologically distinct epithelia.

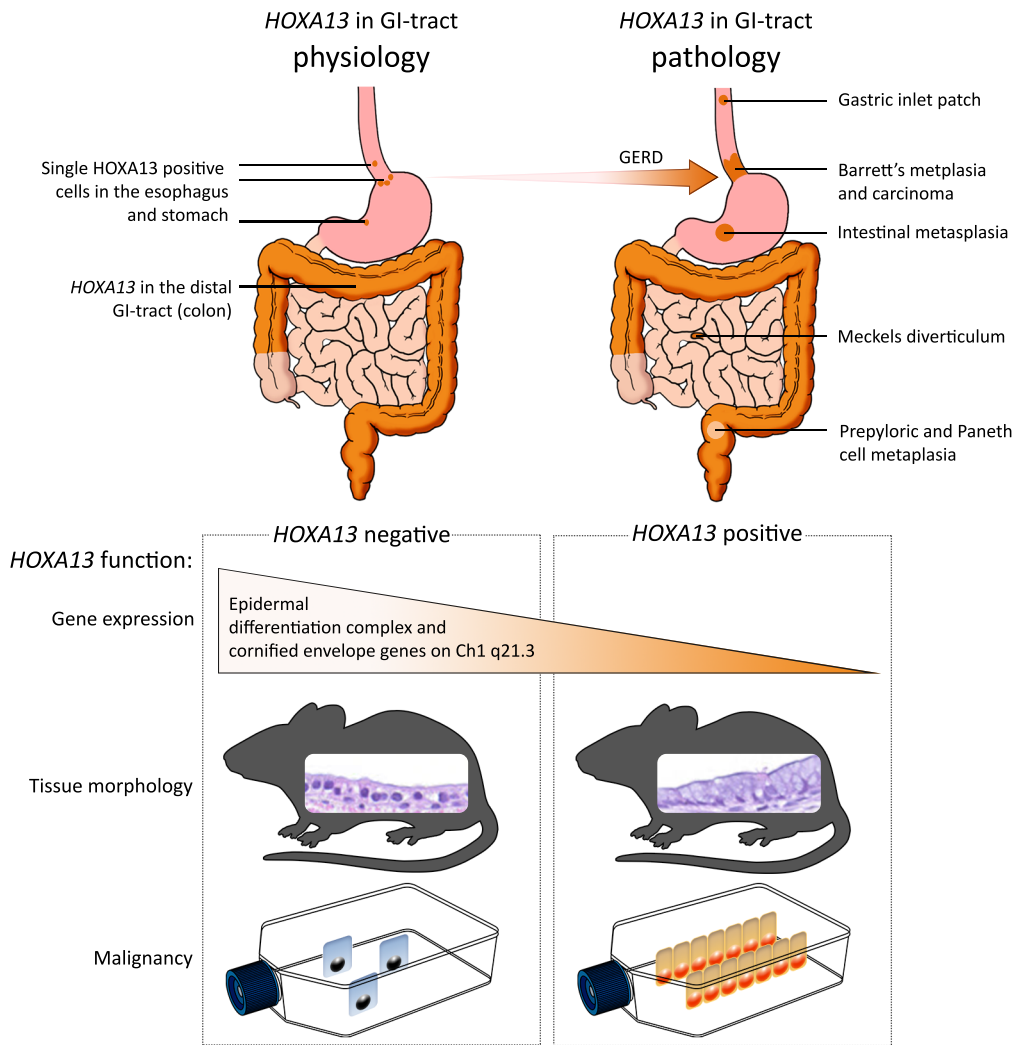

Supplementary fig. 10: summary figure. GI tract - gatro-intestinal tract

BD FACSDiva 8.0.1

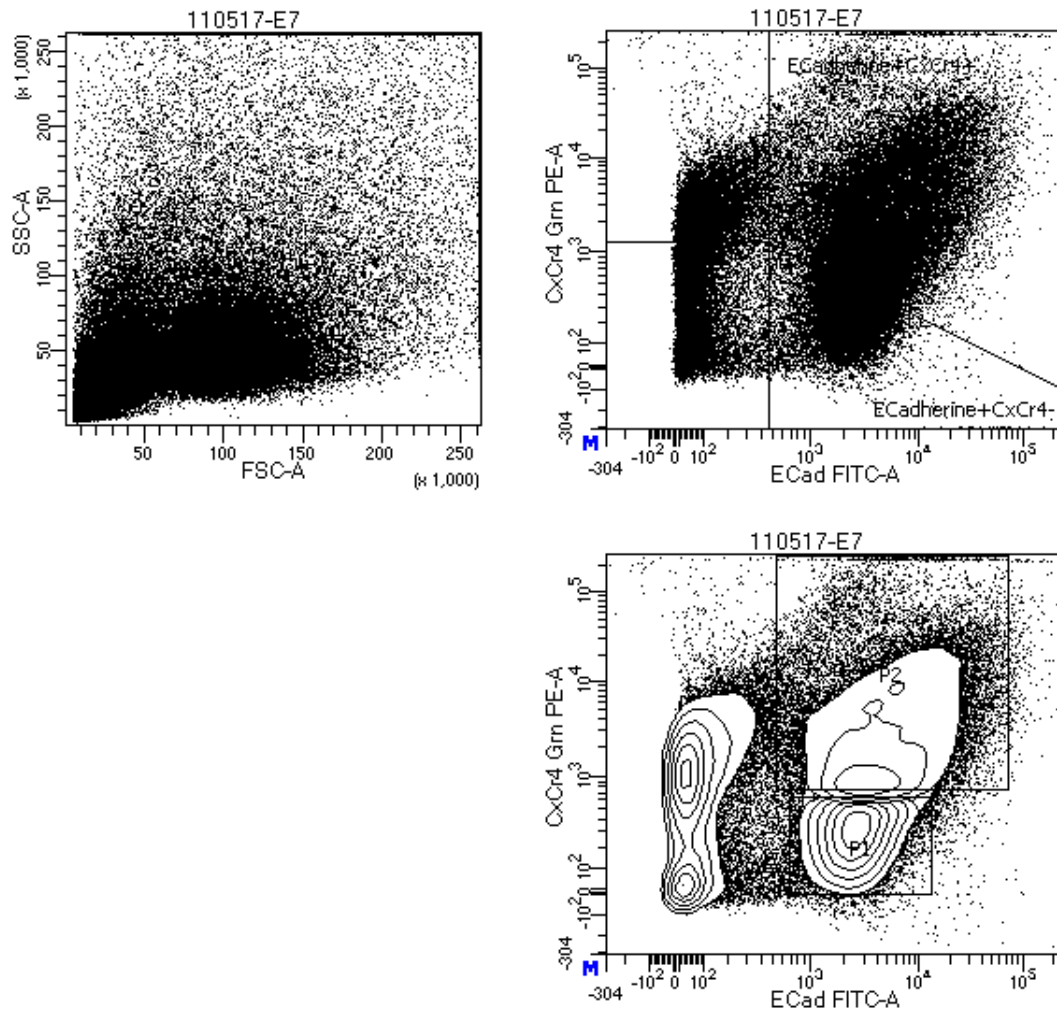

| Tube: E7            |         |         |        |
|---------------------|---------|---------|--------|
| Population          | #Events | %Parent | %Total |
| ■ All Events        | 100,000 | ####    | 100.0  |
| ☒ Q1                | 13,259  | 13.3    | 13.3   |
| ☒ ECadherine+CxCr4+ | 39,401  | 39.4    | 39.4   |
| ☒ Q3                | 22,456  | 22.5    | 22.5   |
| ☒ ECadherine+CxCr4- | 24,884  | 24.9    | 24.9   |
| ■ P1                | 30,841  | 30.8    | 30.8   |
| ■ P2                | 29,293  | 29.3    | 29.3   |

BD FACSDiva 8.0.1

Supplementary fig. 11: Panel 1: forward / sideward scatter plot. Panel 2: Dotplot showing cells stained for ECadherin-FITC and CXCR4-PE. Panel 3: contour plots showing gating for ECadherin<sup>+</sup> / CXCR4<sup>-</sup> cells (P1) and ECadherin<sup>+</sup> / CXCR4<sup>+</sup> (P2) cells, with gates positioned based on negative staining controls.

# Supplementary tables

Supplementary table 1. Differentially regulated genes in definitive endoderm versus non-differentiated KH2 mESCs.

|                              | Fold change and q-value<br>of CXCR4 <sup>+</sup> /E-cadherin <sup>+</sup><br>vs non-differentiated<br>mESCs cells |      | reference |
|------------------------------|-------------------------------------------------------------------------------------------------------------------|------|-----------|
| definitive endoderm markers: |                                                                                                                   |      |           |
| Sox17                        | 12.55                                                                                                             | 0.00 | 2-5       |
| Foxa1                        | 4.30                                                                                                              | 0.00 | 3, 5      |
| Gata4                        | 6.86                                                                                                              | 0.00 | 2         |
| Lgr5                         | 5.39                                                                                                              | 0.00 | 6         |
| Pax3                         | 25.91                                                                                                             | 0.00 | 3         |
| Bmp2                         | 16.32                                                                                                             | 0.00 | 4         |
| Tacstd2                      | 17.55                                                                                                             | 0.00 | 3         |
| Bmp4                         | 4.73                                                                                                              | 0.00 | 4         |
| pluripotency markers:        |                                                                                                                   |      |           |
| Nanog                        | 0.20                                                                                                              | 0.02 | 4         |
| Tcl1                         | 0.01                                                                                                              | 0.00 | 7         |
| Dppa3                        | 0.02                                                                                                              | 0.00 | 8         |

Pluripotent mESC gene expression was compared to CXCR4<sup>+</sup>/E-cadherin<sup>+</sup> FACS selected definitive endoderm cell gene expression. 

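The non-differentiated side of such a comparison can be read from the 3 control mESC cultures, whose counts were scaled to CPM after TMM normalization. Among definitive endoderm markers, *Sox17* had 1, 1 and 0 counts in the 3 libraries, and *Foxa1* (0.52 ± 0.27 CPM, SD, n = 3), *Lgr5* (0.46 ± 0.10 CPM) and *Pax3* (0.41 ± 0.097 CPM) were under 1 CPM on average. *Gata4* was at 2.95 ± 1.16 CPM and *Bmp2* at 3.64 ± 2.12 CPM, and *Bmp4* was well above the floor at 28.1 ± 11.5 CPM. Of the pluripotency markers, *Dppa3* was at 38.98 ± 6.70 CPM and *Tcl1* at 29.6 ± 12.6 CPM. The differentiated cells of the comparison were not analysed here.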

Both samples did not express *HOXA13*. Common definitive endoderm or pluripotency markers are included.

Supplementary table 2. All primers used in this study

| primer name | sequence (5' to 3')    |
|-------------|------------------------|
| huHOXA1 L   | TCTTCTCCAGCGCAGACTTT   |
| huHOXA1 R   | TTGACCCAGGTAGCCGTACT   |
| huHOXA2 L   | CCAAGAAAACCGCACTTCTG   |
| huHOXA2 R   | CATCGGCGATTTCAGG       |
| huHOXA3 L   | ATGCAAAAAGCGACCTACTACG |
| huHOXA3 R   | TACGGCTGCTGATTGGCATT   |
| huHOXA4 L   | GAAGAAGATCCATGTCAGCG   |
| huHOXA4 R   | GGAACCTCCTTCTCCAGCTCC  |
| huHOXA5 L   | GCGCAAGCTGCACATAAGTC   |
| huHOXA5 R   | GAACCTCCTTCTCCAGCTCCA  |
| huHOXA6 L   | AAAGCACTCCATGACGAAGG   |
| huHOXA6 R   | CATGGCTCCCATACACAGC    |
| huHOXA7 L   | CAATTTCCGCATCTACCCCT   |
| huHOXA7 R   | GGAACCTCCTTCTCCAGCTCC  |
| huHOXA9 L   | AATGCTGAGAATGAGAGCGG   |
| huHOXA9 R   | GTATAGGGGCACCGCTTTTT   |
| huHOXA10 L  | CCGGAGAAGGATTCCCTG     |
| huHOXA10 R  | CAGTGTCTGGTGCTTCGTGT   |
| huHOXA11 L  | ACACTGAGGACAAGGCCG     |
| huHOXA11 R  | GAAGAAGAACTCCCGTTCCA   |
| huHOXA13 L  | CCTCTGGAAGTCCACTCTGC   |
| huHOXA13 R  | GCACCTTGGTATAAGGCACG   |
| huHOXB1 L   | AGGAGACGGAGGCTATTTTCA  |
| huHOXB1 R   | GTCTGCTCGTTCCTATAAGGG  |
| huHOXB2 L   | CGCCAGGATTACCTTTCCTT   |
| huHOXB2 R   | CCCTGTAGGCTAGGGGAGAG   |

|            |                      |
|------------|----------------------|
| huHOXB3 L  | ATATTCACATCGAGCCCCAG |
| huHOXB3 R  | CGTCATGAATGGGATCTGC  |
| huHOXB4 L  | CTTCTCCAGCTCCAAGACCT |
| huHOXB4 R  | CTGGATGCGCAAAGTTCAC  |
| huHOXB5 L  | GGAACTCCTTTTCCAGCTCC |
| huHOXB5 R  | GGAAGCTTCACATCAGCCAT |
| huHOXB6 L  | GGGGACATGGACAAAATGAG |
| huHOXB6 R  | GTGAGAACTGAGGAGCGGAC |
| huHOXB7 L  | CTTTCTCCAGCTCCAGGGTC |
| huHOXB7 R  | AACTTCCGGATCTACCCCTG |
| huHOXB8 L  | GAACTCCTTCTCCAGCTCCA |
| huHOXB8 R  | ACACAGCTCTTCCCCTGGAT |
| huHOXB9 L  | TCCAGCGTCTGGTATTGGT  |
| huHOXB9 R  | GAAGCGAGGACAAAGAGAGG |
| huHOXB13 L | GCTGTACGGAATGCGTTTCT |
| huHOXC4 L  | GAGGTCTGGGGGTTGAGC   |
| huHOXC4 R  | GGAGCTGAGACAGGCTCG   |
| huHOXC5 L  | GAGTCTGGTAGCGCGTGAAC |
| huHOXC5 R  | CCACAGATTTACCCGTGGAT |
| huHOXC6 L  | GATCATAGGCGGTGGAATTG |
| huHOXC6 R  | GGCACAGAATGAGGGAAGAC |
| huHOXC8 L  | CAAGGTCTGATACCGGCTGT |
| huHOXC8 R  | ATCAAAACTCGTCTCCCAGC |
| huHOXC9 L  | GTACTTGGTGTAGGGGCAGC |
| huHOXC9 R  | ACAAAGAGGAGAAGGCCGAC |
| huHOXC10 L | ACCTCTTCTTCCCTCCGCTC |
| huHOXC10 R | GACACCTCGGATAACGAAGC |
| huHOXC11 L | ATAAGGGCAGCGCTTCTTG  |

|             |                         |
|-------------|-------------------------|
| huHOXC11 R  | GAACACAAATCCCAGCTCGT    |
| huHOXC12 L  | GCAACTTCGAATAGGGCTTG    |
| huHOXC12 R  | AGCTTGGTATCGCCGTTG      |
| huHOXC13 L  | GCTGCACCTTAGTGTAGGGC    |
| huHOXC13 R  | CCACCTCTGGAAGTCTCCCT    |
| huHOXD1 L   | TTCTGTCAGTTGCTTGGTGC    |
| huHOXD1 R   | GGATGAAAGTGAAGAGGAATGC  |
| huHOXD3 L   | CACCTCCAATGTCTGCTGAA    |
| huHOXD3 R   | CAAAATTCAAGAAAACACACACA |
| huHOXD4 L   | AGTTCTAGGACTTGCTGCCG    |
| huHOXD4 R   | CTACCCCTGGATGAAGAAGG    |
| huHOXD8 L   | TCTTCCTCTTCGTCTACCAGG   |
| huHOXD8 R   | TAATATTGGCGAGGACCCAG    |
| huHOXD9 L   | CTTTCTCCAGCTCAAGCGTC    |
| huHOXD9 R   | CAGCAGCAACTTGACCCAA     |
| huHOXD10 L  | TTCTGCCACTCTTTGCAGTG    |
| huHOXD10 R  | CTGAGGTCTCCGTGTCCAGT    |
| huHOXD11 L  | AAAGAAAAACTCGCGTTCCA    |
| huHOXD11 R  | CGAGAAGAGCAGCAGCG       |
| huHOXD12 L  | GCTGCTTCGTGTAGGGTTTC    |
| huHOXD12 R  | TGAACATGACAGTGCAGGC     |
| huHOXD13 L  | CCTCTTCGGTAGACGCACAT    |
| huHOXD13 R  | CAGGTGTACTGCACCAAGGA    |
| huRP2 L     | AAGCTGAGGATGCTCAAAGG    |
| huRP2 R     | CCCATTAAACTCCAAGGCAA    |
| huβ-ACTIN L | GCACAGAGCCTCGCCTT       |
| huβ-ACTIN R | GTTGTGACGACGAGCG        |
| huGAPDH L   | AAGGTCGGAGTCAACGGATTT   |

|            |                        |
|------------|------------------------|
| huGAPDH R  | ACCAGAGTTAAAAGCAGCCCT  |
| moHoxA1 L  | AAAAGAAACCCTCCCCAAAACA |
| moHoxA1 R  | AGCTCTGTGAGCTGCTTGGT   |
| moHoxA2 L  | GATGAAGGAGAAGAAGGCGG   |
| moHoxA2 R  | TGCCATCAGCTATTTCCAGG   |
| moHoxA3 L  | GCTGCCTGGTCATTCAAAGT   |
| moHoxA3 R  | GTCTCCAGTTCCAGGTGCTC   |
| moHoxA4 L  | ACCTTGATGGTAGGTGTGGC   |
| moHoxA4 R  | ACGCTGTGCCCCAGTATAAG   |
| moHoxA5 L  | CTCAGCCCCAGATCTACCC    |
| moHoxA5 R  | CAGGGTCTGGTAGCGAGTGT   |
| moHoxA6 L  | CCCTGTTTACCCCTGGATG    |
| moHoxA6 R  | GTCTGGTAGCGCGTGTAGGT   |
| moHoxA7 L  | AAGCCAGTTTCCGCATCTAC   |
| moHoxA7 R  | CTTCTCCAGTTCCAGCGTCT   |
| moHoxA9 L  | ACAATGCCGAGAATGAGAGC   |
| moHoxA9 R  | GTAAGGGCATCGCTTCTTCC   |
| moHoxA10 L | CTCCAGCCCCTTCAGAAAAC   |
| moHoxA10 R | TCTTTGCTGTGAGCCAGTTG   |
| moHoxA11 L | AGGCTCCAGCCTACTGGAAT   |
| moHoxA11 R | CCTTTTCCAAGTCGCAATGT   |
| moHoxA13 L | GCTGCCCTACGGCTACTTC    |
| moHoxA13 R | GCGGTGTCCATGTACTTGTC   |
| moHoxB1 F  | GGTGAAGTTTGTGCGGAGAC   |
| moHoxB1 R  | TTCGACTGGATGAAGGTCAA   |
| moHoxB2 F  | GAACCAGACTTTGACCTGCC   |
| moHoxB2 R  | GAGCTGGAGAAGGAGTTCCA   |
| moHoxB3 F  | ATCTGTTTGGTGAGGGTGGA   |

|            |                        |
|------------|------------------------|
| moHoxB3 R  | CCGCACCTACCAGTACCACT   |
| moHoxB4 F  | GACCTGCTGGCGAGTGTAG    |
| moHoxB4 R  | CTGGATGCGCAAAGTTCAC    |
| moHoxB5 F  | CTGGTAGCGAGTATAGGCGG   |
| moHoxB5 R  | AGGGGCAGACTCCACAGATA   |
| moHoxB6 F  | TCCTATTTCTGTAAGTCCACCT |
| moHoxB6 R  | GCATAGCCAGACGAGTAGAGC  |
| moHoxB7 F  | GAGCAGAGGGACTCGGACTT   |
| moHoxB7 R  | GTCTGGTAGCGCGTGTAGGT   |
| moHoxB8 F  | CCTGCGCCCCAATTATTATGA  |
| moHoxB8 R  | AACTCCTGGATTTGCGAAGGG  |
| moHoxB9 F  | TCCAGCGTCTGGTATTTGGT   |
| moHoxB9 R  | GAAGCGAGGACAAAGAGAGG   |
| moHoxB13 F | TGCCCCCTTGCTATAGGGAAT  |
| moHoxB13 R | ATTCTGGAAAGCAGCGTTTG   |
| moHoxC4 F  | CTACCCTGAGCGTCAGTATAGC |
| moHoxC4 R  | CGCAGAGCGACTGTGATTTCT  |
| moHoxC5 F  | TTCTCGAGTTCCAGGGTCTG   |
| moHoxC5 R  | ATTTACCCGTGGATGACCAA   |
| moHoxC6 F  | CAGGGTCTGGTACCGAGAGTA  |
| moHoxC6 R  | TCCAGATTTACCCCTGGATG   |
| moHoxC8 F  | CAAGGTCTGATACCGGCTGT   |
| moHoxC8 R  | ATCAGAACTCGTCTCCCAGC   |
| moHoxC9 F  | ACTCGCTCATCTCTCACGACA  |
| moHoxC9 R  | GGACGGAAAATCGCTACAGTC  |
| moHoxC10 F | ACCTCTTCTTCCCTCCGCTC   |
| moHoxC10 R | ACTCCAGTCCAGACACCTCG   |
| moHoxC11 F | TCCAACCTCTATCTGCCCAGT  |

|            |                        |
|------------|------------------------|
| moHoxC11 R | CAAGACGAGTAGCTGTTCCGA  |
| moHoxC12 F | AATACGGCTTGCGCTTCTT    |
| moHoxC12 R | GACCCTGGCTCTCTGGTTTC   |
| moHoxC13 F | GGGCTATGGTTACCCATTG    |
| moHoxC13 R | CTGGAGGACAGGTCGTCAC    |
| moHoxD1 F  | CAGCACTTTGAGTGGATGA    |
| moHoxD1 R  | GCTCTGTCAGTTGCTTGGTG   |
| moHoxD3 F  | ACCAGCTGAGCACTCGTGTA   |
| moHoxD3 R  | AGAACAGCTGTGCCACTTCA   |
| moHoxD4 F  | CTCCCTGGGCTGAGACTGT    |
| moHoxD4 R  | CCCTGGGAACCACTGTTCT    |
| moHoxD8 F  | GTAATATTGGCGAGGACCCA   |
| moHoxD8 R  | CTACCAGGAGCTTGTGGTC    |
| moHoxD9 F  | GCTGAAGGAGGAGGAGAAGC   |
| moHoxD9 R  | GTGTAGGGACAGCGCTTTTT   |
| moHoxD10 F | TCTCCTGCACTTCGGGAC     |
| moHoxD10 R | GGAGCCCACTAAAGTCTCCC   |
| moHoxD11 F | GAAAAAGCGCTGTCCCTACA   |
| moHoxD11 R | AGGTTGAGCATCCGAGAGAG   |
| moHoxD12 F | TGCTTTGTGTAGGGTTTCCTCT |
| moHoxD12 R | CTTCACTGCCCCGACGGTA    |
| moHoxD13 F | TGGTGTAAGGCACCCTTTTC   |
| moHoxD13 R | CCCATTTTTGGAAATCATCC   |
| Eef2 F     | GCTTCCCTGTTACCTCTGA    |
| Eef2 R     | CGGATGTTGGCTTTCTTGTC   |
| Rpl37 F    | GTCGGATGAGGCACCTAAAG   |
| Rpl37 R    | GAAGAACTGGATGCTGCGAC   |
| Leng8 F    | GGTTGTCTTGAAGCTGCCTT   |

|                   |                                                                       |
|-------------------|-----------------------------------------------------------------------|
| Leng8 R           | GACCTTGGGGTGTAGGGAAT                                                  |
| HOTTIP F          | CCTAAAGCCACGCTTCTTTG                                                  |
| HOTTIP R          | TGCAGGCTGGAGATCCTACT                                                  |
| HOTAIR F          | GGTAGAAAAAGCAACCACGAAGC                                               |
| HOTAIR R          | ACATAAACCTCTGTCTGTGAGTGCC                                             |
| MEIS1 F           | GGGCATGGATGGAGTAGGC                                                   |
| MEIS1 R           | GGGTACTGATGCGAGTGCAG                                                  |
| AgeI HoxA13 F     | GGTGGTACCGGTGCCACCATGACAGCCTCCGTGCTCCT                                |
| XbaI HoxA13 R     | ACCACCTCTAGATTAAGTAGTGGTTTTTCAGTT                                     |
| HOXA13gibson F    | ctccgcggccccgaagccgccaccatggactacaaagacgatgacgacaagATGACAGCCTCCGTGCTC |
| HOXA13gibson R    | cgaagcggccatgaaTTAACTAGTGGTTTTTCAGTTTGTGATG                           |
| HOXA13colonyPCR F | CCTCTGGAAGTCCACTCTGC                                                  |
| HOXA13colonyPCR R | GCACCTTGGTATAAGGCACG                                                  |
| pBS31-TetO-F      | CCATCCACGCTGTTTTGAC                                                   |
| MF13-R            | AGCGGATAACAATTTACACAGGA                                               |
| T1E2 HygroR6      | TGTATTGACCGATTCTTGC                                                   |
| T1E2 HygroR7      | AGGACATTGTTGGAGCCGAA                                                  |
| PGK-F1            | AACAGCTATGACCATG                                                      |
| PGK-F2            | GGGCCTTTCGACCTGCATCCATC                                               |
| Guide1sgRNA F     | CACCGTTTCTCTACGACAACGGCGG                                             |
| Guide1sgRNA R     | AAACCCGCCGTTGTCGTAGAGAAAC                                             |
| px330-F           | GATACAAGGCTGTTAGAGAG                                                  |
| TILHOXA13R3       | CGAGCAGGGGCTGCATTG                                                    |
| Pre HOXA13 FW2    | GCTTTGCATACGCCGTGG                                                    |
| Rat HoxA13 1 F    | GGGCTATGACAGCCTCCGT                                                   |
| Rat HoxA13 1 R    | ATGTTCTTGTTGAGCTCGTCGG                                                |
| Rat HoxA13 2 F    | GTCGTCTCCCATCCTTCAGA                                                  |
| Rat HoxA13 2 R    | TATCCTCCTCCGTTTGTCTT                                                  |

|                |                          |
|----------------|--------------------------|
| Rat HoxA13 3 F | CTGGAACGGCCAAATGTACT     |
| Rat HoxA13 3 R | CCTCCGTTTGTCTTGGTAA      |
| Rat Hmbs F     | TCCTGGCTTTACCATTGGAG     |
| Rat Hmbs R     | TGAATTCCAGGTGAGGGAAC     |
| Rat Hpvt F     | AGGCCAGACTTTGTTGGATT     |
| Rat Hpvt R     | GCTTTTCCACTTTTCGCTGAT    |
| Rat Sdha F     | TCCTTCCCACTGTGCATTACAA   |
| Rat Sdha R     | CGTACAGACCAGGCACAATCTG   |
| Rat Mapk6 F    | TAAAGCCATTGACATGTGGG     |
| Rat Mapk6 R    | TCGTGCACAACAGGGATAGA     |
| Rat Rps18 F    | AAGTTTCAGCACATCCTGCGAGTA |
| Rat Rps18 R    | TTGGTGAGGTCAATGTCTGCTTTC |
| HOXA7methF     | GACTGCGCCTACCTGAAGAC     |
| HOXA7methR     | CAACAGCCCCCTTTATCAGA     |
| HOXA9methF     | TGTAGGTCCCCACAGCTACC     |
| HOXA9methR     | AATCCTGATTGCCAGCTGAT     |
| HOXA10methF    | GGTGTCTCGTCCCTAGTCA      |
| HOXA10methR    | CAGACAGGCAGACACAAGGA     |
| HOXA11methF    | TCGAAAACTGGTCGAAAGC      |
| HOXA11methR    | CAATCTGGCCCACTGCTACT     |
| HOXA13methF    | AGTACATTTGGCCGTTCCAG     |
| HOXA13methR    | CTTCTACCACCAGGGCTACG     |
| HOTTIPmethF    | CTTCGAGCGTTTGAAGGAAG     |
| HOTTIPmethR    | GTCGCGTTGTGCATTAAGAA     |

Supplementary table 3. Mouse ESC culture medium and differentiation medium components

| Details of used products to culture mESCs.                                              |                                                       |                                  |                                                 |
|-----------------------------------------------------------------------------------------|-------------------------------------------------------|----------------------------------|-------------------------------------------------|
| Product                                                                                 | Product details                                       |                                  | Manufacturer                                    |
| Dulbecco's Modified Eagle Medium (DMEM)                                                 | DMEM 4.5 g/L Glucose with L-Glutamine                 | 82%                              | Lonza                                           |
| Foetal Bovine Serum (FBS)                                                               |                                                       | 15%                              | Biowest (Nuaillé, France)                       |
| Penicillin/Streptomycin                                                                 | 10,000 Units/mL Penicillin, 10,000 µg/mL Streptomycin | 1%                               | Thermo-Fisher Scientific                        |
| MEM Non-Essential Amino Acids                                                           |                                                       | 1%                               | Thermo-Fisher Scientific                        |
| Leukaemia Inhibitory Factor (LIF)                                                       |                                                       | 0.01%                            | Department of Developmental Biology, Erasmus MC |
| 2-Mercaptoethanol / β-Mercaptoethanol                                                   | 55 mM in DPBS                                         | 0.1%                             | Thermo-Fisher Scientific                        |
| Sodium Pyruvate                                                                         | 100 mM                                                | 1%                               | Thermo-Fisher Scientific                        |
| Details of the components used to differentiate the mESCs to definitive endoderm cells. |                                                       |                                  |                                                 |
| Product                                                                                 | Product details                                       | Manufacturer                     |                                                 |
| Activin A                                                                               | 50 ng/mL                                              | Thermo-Fisher Scientific         |                                                 |
| (Recombinant Human β-Fibroblast Growth Factor, 154 a.a.)                                | 50 ng/mL                                              | PeproTech EC Ltd. (London, UK)   |                                                 |
| CHIR                                                                                    | 5 µM                                                  | Cayman Chemical (Ann Arbor, USA) |                                                 |

Supplementary table 4. All antibodies used in this study.

| Details of antibodies.                                                 |               |                                                                |            |             |
|------------------------------------------------------------------------|---------------|----------------------------------------------------------------|------------|-------------|
| Antibody                                                               | Concentration | Manufacturer                                                   | Product #  | RRID        |
| PE rat anti-mouse (clone 2B11) CD184 (CXCR4)                           | 1:250         | BD Pharmingen                                                  | 551966     | AB_394305   |
| Alexa Fluor 488 rat anti-mouse (clone DECMA-1) anti-CD324 (E-Cadherin) | 1:250         | Thermo-Fisher Scientific                                       | 53-3249-80 | AB_10671270 |
| Anti-human mitochondria (clone 113-1)                                  | 1:500         | Merck Millipore, Billerica, USA                                | MAB1273    | AB_94052    |
| Mouse anti-human monoclonal (clone OV-TL 12/30) CK7                    | 1:100         | Dako Cytomation, Glostrup, Denmark                             | M7018      | AB_2134589  |
| Mouse anti-human monoclonal (clone 415909) TFF3                        | 1:50          | R&D Systems, Minneapolis, USA                                  | MAB4407    | AB_2271768  |
| Rabbit anti-human monoclonal (clone EPR2764Y) CDX2                     | 1:100         | Cell Marque, Rocklin, CA                                       | 235R-14    | AB_1516797  |
| Mouse anti-human monoclonal (clone DAK-p63) P63                        | 1:100         | Dako Cytomation, Glostrup, Denmark                             | M7317      | NA          |
| Rabbit anti-human monoclonal (clone EP1601Y) CK5                       | 1:100         | Cell Marque, Rocklin, CA                                       | 305R-16    | AB_1159468  |
| Rabbit anti-human Involucrin                                           | 1:100         | gift from A/Prof. Pritinder Kaur, Curtin University, Australia | NA         | NA          |
| Mouse anti-human Involucrin                                            | 1:500         | Sigma-Aldrich, Sigma-Aldrich, St. Louis, Missouri, USA         | #I9018     | AB_477129   |
| Rabbit polyclonal anti-GFP                                             | 1:100         | Merck Millipore, Billerica, USA                                | #AB3080    | AB_91337    |
| Rabbit anti-human KRT5 (clone SP27)                                    | 0.51 µg/ml    | Ventana, USA                                                   | 760-4935   | NA          |
| Rabbit anti-human KR7 (clone SP52)                                     | 0.536 µg/ml   | Ventana, USA                                                   | 790-4462   | NA          |
| Mouse anti-human P63 (cone 4AU)                                        | 0.140 µg/ml   | Ventana, USA                                                   | 790-4509   | NA          |

Supplementary method 1. Macro used to quantify *HOXA13*-ISH in FIJI

```
//setTool("freehand");
run("Cut");
run("Internal Clipboard");
selectWindow("Clipboard");
run("Colour Deconvolution", "vectors=[H&E DAB]");
selectWindow("Clipboard-(Colour_2)");
close();
selectWindow("Clipboard-(Colour_1)");
close();
selectWindow("Colour Deconvolution");
close();
selectWindow("Clipboard");
close();
selectWindow("Clipboard-(Colour_3)");
run("Measure");
run("Duplicate...", " ");
selectWindow("Clipboard-(Colour_3)");
setAutoThreshold("Default");
//run("Threshold...");
setThreshold(0, 10);
//setThreshold(0, 10);
run("Convert to Mask");
run("Measure");
close();
selectWindow("Clipboard-(Colour_3)-1");
setThreshold(3, 150);
//setThreshold(3, 150);
run("Convert to Mask");
run("Measure");
close();
String.copyResults();
IJ.deleteRows(0, 4);
```

#### Supplementary references

1. Wang, X. *et al.* Cloning and variation of ground state intestinal stem cells. *Nature* 522, 173-178 (2015).
2. Li, F. *et al.* Combined Activin A/LiCl/Noggin treatment improves production of mouse embryonic stem cell-derived definitive endoderm cells. *Journal of Cellular Biochemistry* 112, 1022-1034 (2011).
3. Sherwood, R.I. *et al.* Prospective isolation and global gene expression analysis of definitive and visceral endoderm. *Dev Biol* 304, 541-555 (2007).
4. Teo, A.K. *et al.* Activin and BMP4 synergistically promote formation of definitive endoderm in human embryonic stem cells. *Stem Cells* 30, 631-642 (2012).
5. Wang, P. *et al.* A molecular signature for purified definitive endoderm guides differentiation and isolation of endoderm from mouse and human embryonic stem cells. *Stem Cells Dev* 21, 2273-2287 (2012).
6. Tsai, Y.H. *et al.* LGR4 and LGR5 Function Redundantly During Human Endoderm Differentiation. *Cell Mol Gastroenterol Hepatol* 2, 648-662 e648 (2016).
7. Ivanova, N. *et al.* Dissecting self-renewal in stem cells with RNA interference. *Nature* 442, 533-538 (2006).
8. Waghray, A. *et al.* Tbx3 Controls Dppa3 Levels and Exit from Pluripotency toward Mesoderm. *Stem Cell Reports* 5, 97-110 (2015).
9. Polyak, K. & Weinberg, R.A. Transitions between epithelial and mesenchymal states: acquisition of malignant and stem cell traits. *Nat Rev Cancer* 9, 265-273 (2009).
- Shapiro, L. *et al.* Structural basis of cell-cell adhesion by cadherins. *Nature* 374, 327-337 (1995).

# Supplementary material for: HOXA13 in etiology and oncogenic potential of Barrett’s esophagus
**Source:** Nat Commun. 2021 Jun 7;12:3354. doi: 10.1038/s41467-021-23641-8
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

Title: Supplementary Dataset 1.

Description: HOXA13-linked genes in healthy esophagus and in BE

Title: Supplementary Dataset 2.

Description: HOXA13-induced differentially regulated genes in mouse definitive endoderm cells

Title: Supplementary Dataset 3.

Description: HOXA13-induced differentially regulated genes in the BAR-T dataset

# Supplementary material for: HOXA13 in etiology and oncogenic potential of Barrett’s esophagus
**Source:** Nat Commun. 2021 Jun 7;12:3354. doi: 10.1038/s41467-021-23641-8
**Supplement:** Supplementary file 5 — Supplementary Dataset 2

*HOXA13* induced differentially regulated genes in mouse definitive endoderm cells.

Molecules associated with epithelial identity, the cytoskeleton (microvilli, keratins, and the tetraspan network), exocrine function, oncogenic molecules, and specific signaling pathways were included. All fold change and *q* values depicted pertain to the BAR-T dataset. Information in the “known function” and “Detailed description” columns was obtained through non-systematic review and should not be considered as an exhaustive overview of the literature. In the first column, molecules of which the direction of regulation by *HOXA13* is in line with their relative expression in the distal compared to the proximal GI-tract are indicated with an *, the reverse with a †. If no clear relationship was present no symbol was added to the gene name.

Reference list:

1. Polyak, K. & Weinberg, R.A. Transitions between epithelial and mesenchymal states: acquisition of malignant and stem cell traits. *Nat Rev Cancer* 9, 265-273 (2009).

2. Shapiro, L. *et al.* Structural basis of cell-cell adhesion by cadherins. *Nature* 374, 327-337 (1995).

3. Friederich, E., Vancompernolle, K., Louvard, D. & Vandekerckhove, J. Villin function in the organization of the actin cytoskeleton. Correlation of in vivo effects to its biochemical activities in vitro. *J Biol Chem* 274, 26751-26760 (1999).

4. Zeisberg, M. *et al.* BMP-7 counteracts TGF-beta1-induced epithelial-to-mesenchymal transition and reverses chronic renal injury. *Nat Med* 9, 964-968 (2003).

5. Danahay, H. *et al.* Notch2 is required for inflammatory cytokine-driven goblet cell metaplasia in the lung. *Cell Rep* 10, 239-252 (2015).

6. Quante, M. *et al.* Bile acid and inflammation activate gastric cardia stem cells in a mouse model of Barrett-like metaplasia. *Cancer Cell* 21, 36-51 (2012).

7. Menke, V. *et al.* Conversion of metaplastic Barrett's epithelium into post-mitotic goblet cells by gamma-secretase inhibition. *Disease models & mechanisms* 3, 104-110 (2010).

8. Terao, M. *et al.* Enhanced epithelial-mesenchymal transition-like phenotype in N-acetylglucosaminyltransferase V transgenic mouse skin promotes wound healing. *J Biol Chem* 286, 28303-28311 (2011).

9. Lv, Z.D. *et al.* Silencing of Prrx2 Inhibits the Invasion and Metastasis of Breast Cancer both In Vitro and In Vivo by Reversing Epithelial-Mesenchymal Transition. *Cell Physiol Biochem* 42, 1847-1856 (2017).

10. Wu, Y.Y. *et al.* SCUBE3 is an endogenous TGF-beta receptor ligand and regulates the epithelial-mesenchymal transition in lung cancer. *Oncogene* 30, 3682-3693 (2011).

11. Bonné, S. *et al.* Defining desmosomal plakophilin-3 interactions. *The Journal of Cell Biology* 161, 403-416 (2003).

12. Todorovic´, V., Koetsier, J.L., Godsel, L.M. & Green, K.J. Plakophilin 3 mediates Rap1-dependent desmosome assembly and adherens junction maturation. *Molecular Biology of the Cell* 25, 3749-3764 (2014).

13. Harrison, O.J. *et al.* Structural basis of adhesive binding by desmocollins and desmogleins. *Proc Natl Acad Sci U S A* 113, 7160-7165 (2016).

14. Wang, Y.W., Cheng, H.L., Ding, Y.R., Chou, L.H. & Chow, N.H. EMP1, EMP 2, and EMP3 as novel therapeutic targets in human cancer. *Biochim Biophys Acta* 1868, 199-211 (2017).

15. Boczonadi, V. & Maatta, A. Annexin A9 is a periplakin interacting partner in membrane-targeted cytoskeletal linker protein complexes. *FEBS Lett* 586, 3090-3096 (2012).

16. Otsubo, T. *et al.* Aberrant DNA hypermethylation reduces the expression of the desmosome-related molecule periplakin in esophageal squamous cell carcinoma. *Cancer Med* 4, 415-425 (2015).

17. Heller, E. & Fuchs, E. Tissue patterning and cellular mechanics. *J Cell Biol* 211, 219-231 (2015).

18. Flores-Tellez, T.N., Lopez, T.V., Vasquez Garzon, V.R. & Villa-Trevino, S. Co-Expression of Ezrin-CLIC5-Podocalyxin Is Associated with Migration and Invasiveness in Hepatocellular Carcinoma. *PLoS One* 10, e0131605 (2015).

19. Viswanatha, R., Bretscher, A. & Garbett, D. Dynamics of ezrin and EBP50 in regulating microvilli on the apical aspect of epithelial cells. *Biochem Soc Trans* 42, 189-194 (2014).

20. Cao, H.H. *et al.* A three-protein signature and clinical outcome in esophageal squamous cell carcinoma. *Oncotarget* 6, 5435-5448 (2015).

21. Tanaka, H. *et al.* Adherens junctions associated protein 1 serves as a predictor of recurrence of squamous cell carcinoma of the esophagus. *Int J Oncol* 47, 1811-1818 (2015).

22. Shen, Z.Y. *et al.* Upregulated expression of Ezrin and invasive phenotype in malignantly transformed esophageal epithelial cells. *World J Gastroenterol* 9, 1182-1186 (2003).

23. Schwebach, C.L., Agrawal, R., Lindert, S., Kudryashova, E. & Kudryashov, D.S. The Roles of Actin-Binding Domains 1 and 2 in the Calcium-Dependent Regulation of Actin Filament Bundling by Human Plastins. *J Mol Biol* 429, 2490-2508 (2017).

24. Hisano, T. *et al.* Increased expression of T-plastin gene in cisplatin-resistant human cancer cells: identification by mRNA differential display. *FEBS Lett* 397, 101-107 (1996).

25. Higuchi, Y. *et al.* Search for genes involved in UV-resistance in human cells by mRNA differential display: increased transcriptional expression of nucleophosmin and T-plastin genes in association with the resistance. *Biochem Biophys Res Commun* 248, 597-602 (1998).

26. Duggan, S.P. *et al.* The characterization of an intestine-like genomic signature maintained during Barrett's-associated adenocarcinogenesis reveals an NR5A2-mediated promotion of cancer cell survival. *Sci Rep* 6, 32638 (2016).

27. Khurana, S. & George, S.P. Regulation of cell structure and function by actin-binding proteins: villin's perspective. *FEBS Lett* 582, 2128-2139 (2008).

28. Liu, M. *et al.* RHOA GTPase Controls YAP-Mediated EREG Signaling in Small Intestinal Stem Cell Maintenance. *Stem Cell Reports* 9, 1961-1975 (2017).

29. Bruurs, L.J. *et al.* ATP8B1-mediated spatial organization of Cdc42 signaling maintains singularity during enterocyte polarization. *J Cell Biol* 210, 1055-1063 (2015).

30. Verhulst, P.M. *et al.* A flippase-independent function of ATP8B1, the protein affected in familial intrahepatic cholestasis type 1, is required for apical protein expression and microvillus formation in polarized epithelial cells. *Hepatology* 51, 2049-2060 (2010).

31. Croce, A. *et al.* A novel actin barbed-end-capping activity in EPS-8 regulates apical morphogenesis in intestinal cells of Caenorhabditis elegans. *Nat Cell Biol* 6, 1173-1179 (2004).

32. Tocchetti, A. *et al.* Loss of the actin remodeler Eps8 causes intestinal defects and improved metabolic status in mice. *PLoS One* 5, e9468 (2010).

33. Muller, T. *et al.* MYO5B mutations cause microvillus inclusion disease and disrupt epithelial cell polarity. *Nat Genet* 40, 1163-1165 (2008).

34. Giroux, V. *et al.* Long-lived keratin 15+ esophageal progenitor cells contribute to homeostasis and regeneration. *J Clin Invest* 127, 2378-2391 (2017).

35. Shearer, C., Going, J., Neilson, L., Mackay, C. & Stuart, R.C. Cytokeratin 7 and 20 expression in intestinal metaplasia of the distal oesophagus: relationship to gastro-oesophageal reflux disease. *Histopathology* 47, 268-275 (2005).

36. Nanashima, N., Horie, K., Yamada, T., Shimizu, T. & Tsuchida, S. Hair keratin KRT81 is expressed in normal and breast cancer cells and contributes to their invasiveness. *Oncol Rep* 37, 2964-2970 (2017).

37. Muckenhuber, A. *et al.* Pancreatic Ductal Adenocarcinoma Subtyping Using the Biomarkers Hepatocyte Nuclear Factor-1A and Cytokeratin-81 Correlates with Outcome and Treatment Response. *Clin Cancer Res* 24, 351-359 (2018).

38. Liu, S. *et al.* Identification of differentially expressed genes, lncRNAs and miRNAs which are associated with tumor malignant phenotypes in hepatoblastoma patients. *Oncotarget* 8, 97554-97564 (2017).

39. Rubinstein, E. *et al.* CD9, CD63, CD81, and CD82 are components of a surface tetraspan network connected to HLA-DR and VLA integrins. *Eur J Immunol* 26, 2657-2665 (1996).

40. Singethan, K. *et al.* CD9 clustering and formation of microvilli zippers between contacting cells regulates virus-induced cell fusion. *Traffic* 9, 924-935 (2008).

41. Zhu, J. *et al.* Prognostic role of CD82/KAI1 in multiple human malignant neoplasms: a meta-analysis of 31 studies. *Onco Targets Ther* 10, 5805-5816 (2017).

42. Sala-Valdes, M. *et al.* EWI-2 and EWI-F link the tetraspanin web to the actin cytoskeleton through their direct association with ezrin-radixin-moesin proteins. *J Biol Chem* 281, 19665-19675 (2006).

43. Pinto, D., Gregorieff, A., Begthel, H. & Clevers, H. Canonical Wnt signals are essential for homeostasis of the intestinal epithelium. *Genes Dev* 17, 1709-1713 (2003).

44. Almohazey, D. *et al.* The ErbB3 receptor tyrosine kinase negatively regulates Paneth cells by PI3K-dependent suppression of Atoh1. *Cell Death Differ* 24, 855-865 (2017).

45. Tanaka, M. *et al.* Spatial distribution and histogenesis of colorectal Paneth cell metaplasia in idiopathic inflammatory bowel disease. *J Gastroenterol Hepatol* 16, 1353-1359 (2001).

46. Miralles, F., Czernichow, P., Ozaki, K., Itoh, N. & Scharfmann, R. Signaling through fibroblast growth factor receptor 2b plays a key role in the development of the exocrine pancreas. *Proceedings of the National Academy of Sciences of the United States of America* 96, 6267-6272 (1999).

47. Yeh, J.C., Ong, E. & Fukuda, M. Molecular cloning and expression of a novel beta-1, 6-N-acetylglucosaminyltransferase that forms core 2, core 4, and I branches. *J Biol Chem* 274, 3215-3221 (1999).

48. Mukherjee, A. *et al.* Steroid receptor coactivator 2 is critical for progesterone-dependent uterine function and mammary morphogenesis in the mouse. *Mol Cell Biol* 26, 6571-6583 (2006).

49. Charytoniuk, D. *et al.* Intrastriatal sonic hedgehog injection increases Patched transcript levels in the adult rat subventricular zone. *Eur J Neurosci* 16, 2351-2357 (2002).

50. Wang, D.H. *et al.* Aberrant epithelial-mesenchymal Hedgehog signaling characterizes Barrett's metaplasia. *Gastroenterology* 138, 1810-1822 (2010).

51. Ramalho-Santos, M., Melton, D.A. & McMahon, A.P. Hedgehog signals regulate multiple aspects of gastrointestinal development. *Development* 127, 2763-2772 (2000).

52. Flanagan, D.J. *et al.* Frizzled7 functions as a Wnt receptor in intestinal epithelial Lgr5(+) stem cells. *Stem Cell Reports* 4, 759-767 (2015).

53. Farin, H.F., Van Es, J.H. & Clevers, H. Redundant sources of Wnt regulate intestinal stem cells and promote formation of Paneth cells. *Gastroenterology* 143, 1518-1529 e1517 (2012).

54. Farin, H.F. *et al.* Visualization of a short-range Wnt gradient in the intestinal stem-cell niche. *Nature* 530, 340-343 (2016).

55. Bakker, E.R. *et al.* Induced Wnt5a expression perturbs embryonic outgrowth and intestinal elongation, but is well-tolerated in adult mice. *Dev Biol* 369, 91-100 (2012).

56. Miyoshi, H., Ajima, R., Luo, C.T., Yamaguchi, T.P. & Stappenbeck, T.S. Wnt5a potentiates TGF-beta signaling to promote colonic crypt regeneration after tissue injury. *Science* 338, 108-113 (2012).

57. Mehdawi, L.M., Prasad, C.P., Ehrnstrom, R., Andersson, T. & Sjolander, A. Non-canonical WNT5A signaling up-regulates the expression of the tumor suppressor 15-PGDH and induces differentiation of colon cancer cells. *Mol Oncol* 10, 1415-1429 (2016).

58. Long, A. *et al.* WNT10A promotes an invasive and self-renewing phenotype in esophageal squamous cell carcinoma. *Carcinogenesis* 36, 598-606 (2015).

59. Grimont, A. *et al.* SOX9 regulates ERBB signalling in pancreatic cancer development. *Gut* 64, 1790-1799 (2015).

60. Mori-Akiyama, Y. *et al.* SOX9 is required for the differentiation of paneth cells in the intestinal epithelium. *Gastroenterology* 133, 539-546 (2007).

61. Herfs, M., Hubert, P. & Delvenne, P. Epithelial metaplasia: adult stem cell reprogramming and (pre)neoplastic transformation mediated by inflammation? *Trends Mol Med* 15, 245-253 (2009).

62. Que, J., Choi, M., Ziel, J.W., Klingensmith, J. & Hogan, B.L. Morphogenesis of the trachea and esophagus: current players and new roles for noggin and Bmps. *Differentiation* 74, 422-437 (2006).

63. Zhang, X., Westerhoff, M. & Hart, J. Expression of SOX9 and CDX2 in nongoblet columnar-lined esophagus predicts the detection of Barrett's esophagus during follow-up. *Mod Pathol* 28, 654-661 (2015).

64. Minacapelli, C.D. *et al.* Barrett's metaplasia develops from cellular reprograming of esophageal squamous epithelium due to gastroesophageal reflux. *Am J Physiol Gastrointest Liver Physiol* 312, G615-G622 (2017).

65. Clemons, N.J. *et al.* Sox9 drives columnar differentiation of esophageal squamous epithelium: a possible role in the pathogenesis of Barrett's esophagus. *Am J Physiol Gastrointest Liver Physiol* 303, G1335-1346 (2012).

66. Sock, E. *et al.* Gene targeting reveals a widespread role for the high-mobility-group transcription factor Sox11 in tissue remodeling. *Mol Cell Biol* 24, 6635-6644 (2004).

67. Lefebvre, V. The SoxD transcription factors--Sox5, Sox6, and Sox13--are key cell fate modulators. *Int J Biochem Cell Biol* 42, 429-432 (2010).

68. Li, J. *et al.* The clinical significance of circulating GPC1 positive exosomes and its regulative miRNAs in colon cancer patients. *Oncotarget* 8, 101189-101202 (2017).

69. Tanaka, M. *et al.* EVI1 modulates oncogenic role of GPC1 in pancreatic carcinogenesis. *Oncotarget* 8, 99552-99566 (2017).

70. Hara, H. *et al.* Overexpression of glypican-1 implicates poor prognosis and their chemoresistance in oesophageal squamous cell carcinoma. *Br J Cancer* 115, 66-75 (2016).

71. Bosse, K.R. *et al.* Identification of GPC2 as an Oncoprotein and Candidate Immunotherapeutic Target in High-Risk Neuroblastoma. *Cancer Cell* 32, 295-309 e212 (2017).

72. Filmus, J., Church, J.G. & Buick, R.N. Isolation of a cDNA corresponding to a developmentally regulated transcript in rat intestine. *Mol Cell Biol* 8, 4243-4249 (1988).

73. Farkas, S.A., Vymetalkova, V., Vodickova, L., Vodicka, P. & Nilsson, T.K. DNA methylation changes in genes frequently mutated in sporadic colorectal cancer and in the DNA repair and Wnt/beta-catenin signaling pathway genes. *Epigenomics* 6, 179-191 (2014).

74. Dai, Y. *et al.* Genome-Wide Analysis of Barrett's Adenocarcinoma. A First Step Towards Identifying Patients at Risk and Developing Therapeutic Paths. *Transl Oncol* 11, 116-124 (2017).

75. Li, Y. *et al.* Immune signature profiling identified predictive and prognostic factors for esophageal squamous cell carcinoma. *Oncoimmunology* 6, e1356147 (2017).

76. Yoon, N.Y. *et al.* Simultaneous detection of barrier- and immune-related gene variations in patients with atopic dermatitis by reverse blot hybridization assay. *Clin Exp Dermatol* (2018).

77. Pham, T.A. *et al.* Epithelial IL-22RA1-mediated fucosylation promotes intestinal colonization resistance to an opportunistic pathogen. *Cell Host Microbe* 16, 504-516 (2014).

78. Morrison, P.J. *et al.* Differential Requirements for IL-17A and IL-22 in Cecal versus Colonic Inflammation Induced by Helicobacter hepaticus. *Am J Pathol* 185, 3290-3303 (2015).

79. Yao, Q. *et al.* Synergistic role of Caspase-8 and Caspase-3 expressions: Prognostic and predictive biomarkers in colorectal cancer. *Cancer Biomark* (2018).

80. Shea-Donohue, T. *et al.* Mice deficient in the CXCR2 ligand, CXCL1 (KC/GRO-alpha), exhibit increased susceptibility to dextran sodium sulfate (DSS)-induced colitis. *Innate Immun* 14, 117-124 (2008).

81. Lin, Y., Devin, A., Rodriguez, Y. & Liu, Z.G. Cleavage of the death domain kinase RIP by caspase-8 prompts TNF-induced apoptosis. *Genes Dev* 13, 2514-2526 (1999).

82. Feng, S. *et al.* Cleavage of RIP3 inactivates its caspase-independent apoptosis pathway by removal of kinase domain. *Cell Signal* 19, 2056-2067 (2007).

83. Seifert, L. *et al.* The necrosome promotes pancreatic oncogenesis via CXCL1 and Mincle-induced immune suppression. *Nature* 532, 245-249 (2016).

84. Moriwaki, K., Balaji, S. & Chan, F.K. Border Security: The Role of RIPK3 in Epithelium Homeostasis. *Front Cell Dev Biol* 4, 70 (2016).

85. Han, G. *et al.* Effect of Annexin A1 gene on the proliferation and invasion of esophageal squamous cell carcinoma cells and its regulatory mechanisms. *Int J Mol Med* 39, 357-363 (2017).

86. Wang, K.L. *et al.* Expression of annexin A1 in esophageal and esophagogastric junction adenocarcinomas: association with poor outcome. *Clin Cancer Res* 12, 4598-4604 (2006).

87. Zhang, M. *et al.* Artemin is hypoxia responsive and promotes oncogenicity and increased tumor initiating capacity in hepatocellular carcinoma. *Oncotarget* 7, 3267-3282 (2016).

88. Paterson, A.L. *et al.* Characterization of the timing and prevalence of receptor tyrosine kinase expression changes in oesophageal carcinogenesis. *J Pathol* 230, 118-128 (2013).

89. Manfredi, J.J. Tumor suppression by p53 involves inhibiting an enabler, FGF13. *Proceedings of the National Academy of Sciences of the United States of America* 114, 632-633 (2017).

90. Yamashita, K., Upadhay, S., Mimori, K., Inoue, H. & Mori, M. Clinical significance of secreted protein acidic and rich in cystein in esophageal carcinoma and its relation to carcinoma progression. *Cancer* 97, 2412-2419 (2003).

91. Feng, M. *et al.* Store-independent activation of Orai1 by SPCA2 in mammary tumors. *Cell* 143, 84-98 (2010).

92. Andoh, A., Kinoshita, K., Rosenberg, I. & Podolsky, D.K. Intestinal trefoil factor induces decay-accelerating factor expression and enhances the protective activities against complement activation in intestinal epithelial cells. *J Immunol* 167, 3887-3893 (2001).

93. Fang, Y. & Zhang, X. Targeting NEK2 as a promising therapeutic approach for cancer treatment. *Cell Cycle* 15, 895-907 (2016).

94. Hu, S. *et al.* miR-532 promoted gastric cancer migration and invasion by targeting NKD1. *Life Sci* 177, 15-19 (2017).

95. Wang, C. *et al.* Long non-coding RNA HNF1A-AS1 promotes hepatocellular carcinoma cell proliferation by repressing NKD1 and P21 expression. *Biomed Pharmacother* 89, 926-932 (2017).

96. Zhang, S., Li, J. & Wang, X. NKD1 correlates with a poor prognosis and inhibits cell proliferation by inducing p53 expression in hepatocellular carcinoma. *Tumour Biol* 37, 14059-14067 (2016).

97. Leung, C.O.-n. *et al.* PIM1 regulates glycolysis and promotes tumor progression in hepatocellular carcinoma. *Oncotarget* 6, 10880-10892 (2015).

98. Warfel, N.A. & Kraft, A.S. PIM kinase (and Akt) biology and signaling in tumors. *Pharmacology & therapeutics* 151, 41-49 (2015).

99. Younes, M. *et al.* Relationship between dysplasia, p53 protein accumulation, DNA ploidy, and Glut1 overexpression in Barrett metaplasia. *Scand J Gastroenterol* 35, 131-137 (2000).

100. Berlth, F. *et al.* Both GLUT-1 and GLUT-14 are Independent Prognostic Factors in Gastric Adenocarcinoma. *Ann Surg Oncol* 22 Suppl 3, S822-831 (2015).

101. Shen, Y.M., Arbman, G., Olsson, B. & Sun, X.F. Overexpression of GLUT1 in colorectal cancer is independently associated with poor prognosis. *Int J Biol Markers* 26, 166-172 (2011).

102. Zheng, L.S. *et al.* SPINK6 Promotes Metastasis of Nasopharyngeal Carcinoma via Binding and Activation of Epithelial Growth Factor Receptor. *Cancer Res* 77, 579-589 (2017).

# Supplementary material for: HOXA13 in etiology and oncogenic potential of Barrett’s esophagus
**Source:** Nat Commun. 2021 Jun 7;12:3354. doi: 10.1038/s41467-021-23641-8
**Supplement:** Supplementary file 6 — Supplementary Dataset 3

Multiple testing corrected significantly differentially regulated genes in the same direction in both the BAR-T and EPC2-hTERT dataset (n=28); molecules which have been associated with morphological characteristics in literature; molecules, not described in the main text, which are associated in literature with oncogenic characteristics are described in more detail. All FC and *q* values shown pertain to the BAR-T dataset. Information in the “known function” and “Detailed description” columns was obtained through non-systematic review and should not be considered as an exhaustive overview of the literature.

Reference list:

1. Shalapour, S. *et al.* Interleukin-7 links T lymphocyte and intestinal epithelial cell homeostasis. *PLoS One* 7, e31939 (2012).

2. Zhang, J. *et al.* FAM196B acts as oncogene and promotes proliferation of gastric cancer cells through AKT signaling pathway. *Cell Mol Biol (Noisy-le-grand)* 63, 18-23 (2017).

3. Porter, S. *et al.* Dysregulated expression of adamalysin-thrombospondin genes in human breast carcinoma. *Clin Cancer Res* 10, 2429-2440 (2004).

4. Xie, Y. *et al.* ADAMTS6 suppresses tumor progression via the ERK signaling pathway and serves as a prognostic marker in human breast cancer. *Oncotarget* 7, 61273-61283 (2016).

5. De Boeck, A. *et al.* Bone marrow-derived mesenchymal stem cells promote colorectal cancer progression through paracrine neuregulin 1/HER3 signalling. *Gut* 62, 550-560 (2013).

6. Tritschler, I. *et al.* Modulation of TGF-beta activity by latent TGF-beta-binding protein 1 in human malignant glioma cells. *Int J Cancer* 125, 530-540 (2009).

7. Danahay, H. *et al.* Notch2 is required for inflammatory cytokine-driven goblet cell metaplasia in the lung. *Cell Rep* 10, 239-252 (2015).

8. Quante, M. *et al.* Bile acid and inflammation activate gastric cardia stem cells in a mouse model of Barrett-like metaplasia. *Cancer Cell* 21, 36-51 (2012).

9. Menke, V. *et al.* Conversion of metaplastic Barrett's epithelium into post-mitotic goblet cells by gamma-secretase inhibition. *Disease models & mechanisms* 3, 104-110 (2010).

10. Zang, Y. *et al.* ELL2 regulates DNA non-homologous end joining (NHEJ) repair in prostate cancer cells. *Cancer Lett* 415, 198-207 (2018).

11. Liu, X. *et al.* Smad7 but not Smad6 cooperates with oncogenic ras to cause malignant conversion in a mouse model for squamous cell carcinoma. *Cancer Res* 63, 7760-7768 (2003).

12. Najafi, H., Soltani, B.M., Dokanehiifard, S., Nasiri, S. & Mowla, S.J. Alternative splicing of the OCC-1 gene generates three splice variants and a novel exonic microRNA, which regulate the Wnt signaling pathway. *Rna* 23, 70-85 (2017).

13. Zhang, S. *et al.* The prognostic role of Gas6/Axl axis in solid malignancies: a meta-analysis and literature review. *Onco Targets Ther* 11, 509-519 (2018).

14. Talari, N.K., Panigrahi, M.K., Madigubba, S. & Phanithi, P.B. Overexpression of aryl hydrocarbon receptor (AHR) signalling pathway in human meningioma. *J Neurooncol* (2018).

15. Goode, E.L. *et al.* A genome-wide association study identifies susceptibility loci for ovarian cancer at 2q31 and 8q24. *Nat Genet* 42, 874-879 (2010).

16. Hofer-Warbinek, R. *et al.* A highly conserved proapoptotic gene, IKIP, located next to the APAF1 gene locus, is regulated by p53. *Cell Death Differ* 11, 1317-1325 (2004).

17. Lountos, G.T., Austin, B.P., Tropea, J.E. & Waugh, D.S. Structure of human dual-specificity phosphatase 7, a potential cancer drug target. *Acta Crystallogr F Struct Biol Commun* 71, 650-656 (2015).

18. Lu, Y. *et al.* Genome-wide identification of genes essential for podocyte cytoskeletons based on single-cell RNA sequencing. *Kidney Int* 92, 1119-1129 (2017).

19. Natarajan, R. & Linstedt, A.D. A cycling cis-Golgi protein mediates endosome-to-Golgi traffic. *Mol Biol Cell* 15, 4798-4806 (2004).

20. Ezawa, I. *et al.* Novel p53 target gene FUCA1 encodes a fucosidase and regulates growth and survival of cancer cells. *Cancer Sci* 107, 734-745 (2016).

21. Uhlen, M. *et al.* Proteomics. Tissue-based map of the human proteome. *Science* 347, 1260419 (2015).

22. Samak, G. *et al.* Calcium/Ask1/MKK7/JNK2/c-Src signalling cascade mediates disruption of intestinal epithelial tight junctions by dextran sulfate sodium. *Biochem J* 465, 503-515 (2015).

23. Malchin, N. *et al.* A novel homozygous deletion in EXPH5 causes a skin fragility phenotype. *Clin Exp Dermatol* 41, 915-918 (2016).

24. Thangaraju, M. *et al.* GPR109A is a G-protein-coupled receptor for the bacterial fermentation product butyrate and functions as a tumor suppressor in colon. *Cancer Res* 69, 2826-2832 (2009).

25. Singh, N. *et al.* Activation of Gpr109a, receptor for niacin and the commensal metabolite butyrate, suppresses colonic inflammation and carcinogenesis. *Immunity* 40, 128-139 (2014).

26. Dong, W. *et al.* Decreased expression of Rab27A and Rab27B correlates with metastasis and poor prognosis in colorectal cancer. *Discov Med* 20, 357-367 (2015).

27. Li, J., Jin, Q., Huang, F., Tang, Z. & Huang, J. Effects of Rab27A and Rab27B on Invasion, Proliferation, Apoptosis, and Chemoresistance in Human Pancreatic Cancer Cells. *Pancreas* 46, 1173-1179 (2017).

28. Xie, Y. & Wang, B. Downregulation of TNFAIP2 suppresses proliferation and metastasis in esophageal squamous cell carcinoma through activation of the Wnt/beta-catenin signaling pathway. *Oncol Rep* 37, 2920-2928 (2017).

29. Fullar, A. *et al.* Lack of Matrilin-2 favors liver tumor development via Erk1/2 and GSK-3beta pathways in vivo. *PLoS One* 9, e93469 (2014).

30. Cao, S., Iyer, J.K. & Lin, V. Identification of tetratricopeptide repeat domain 9, a hormonally regulated protein. *Biochem Biophys Res Commun* 345, 310-317 (2006).

31. Zeng, P. *et al.* TMPRSS4 as an emerging potential poor prognostic factor for solid tumors: A systematic review and meta-analysis. *Oncotarget* 7, 76327-76336 (2016).

32. Boczonadi, V. & Maatta, A. Annexin A9 is a periplakin interacting partner in membrane-targeted cytoskeletal linker protein complexes. *FEBS Lett* 586, 3090-3096 (2012).

33. Lundstrom, A. & Egelrud, T. Stratum corneum chymotryptic enzyme: a proteinase which may be generally present in the stratum corneum and with a possible involvement in desquamation. *Acta Derm Venereol* 71, 471-474 (1991).

34. Marchelletta, R.R., Jacobs, D.T., Schechter, J.E., Cheney, R.E. & Hamm-Alvarez, S.F. The class V myosin motor, myosin 5c, localizes to mature secretory vesicles and facilitates exocytosis in lacrimal acini. *Am J Physiol Cell Physiol* 295, C13-28 (2008).

35. Sladewski, T.E., Krementsova, E.B. & Trybus, K.M. Myosin Vc Is Specialized for Transport on a Secretory Superhighway. *Curr Biol* 26, 2202-2207 (2016).

36. Okumura, S. *et al.* Involvement of gicerin in the extension of microvilli. *Exp Cell Res* 271, 269-276 (2001).

37. Simon, G.C. *et al.* Up-regulation of MUC18 in airway epithelial cells by IL-13: implications in bacterial adherence. *Am J Respir Cell Mol Biol* 44, 606-613 (2011).

38. Yoder, M. & Hildebrand, J.D. Shroom4 (Kiaa1202) is an actin-associated protein implicated in cytoskeletal organization. *Cell Motil Cytoskeleton* 64, 49-63 (2007).

39. Lee, C., Le, M.P. & Wallingford, J.B. The shroom family proteins play broad roles in the morphogenesis of thickened epithelial sheets. *Dev Dyn* 238, 1480-1491 (2009).

40. Honda, Y. *et al.* Decreased Skin Barrier Lipid Acylceramide and Differentiation-Dependent Gene Expression in Ichthyosis Gene Nipal4 Knockout Mice. *J Invest Dermatol* (2017).

41. Arslan, B., Colpan, M., Gray, K.T., Abu-Lail, N.I. & Kostyukova, A.S. Characterizing interaction forces between actin and proteins of the tropomodulin family reveals the presence of the N-terminal actin-binding site in leiomodin. *Arch Biochem Biophys* 638, 18-26 (2018).

42. Timpl, R., Sasaki, T., Kostka, G. & Chu, M.L. Fibulins: a versatile family of extracellular matrix proteins. *Nat Rev Mol Cell Biol* 4, 479-489 (2003).

43. Balbona, K. *et al.* Fibulin binds to itself and to the carboxyl-terminal heparin-binding region of fibronectin. *J Biol Chem* 267, 20120-20125 (1992).

44. Stucke, V.M., Timmerman, E., Vandekerckhove, J., Gevaert, K. & Hall, A. The MAGUK protein MPP7 binds to the polarity protein hDlg1 and facilitates epithelial tight junction formation. *Mol Biol Cell* 18, 1744-1755 (2007).

45. Botelho, N.K. *et al.* Gene expression alterations in formalin-fixed, paraffin-embedded Barrett esophagus and esophageal adenocarcinoma tissues. *Cancer Biol Ther* 10, 172-179 (2010).

46. Shimizu, T. *et al.* Characterization of progressive metaplasia in the gastric corpus mucosa of Mongolian gerbils infected with Helicobacter pylori. *J Pathol* 239, 399-410 (2016).

47. Naydenov, N.G. & Ivanov, A.I. Adducins regulate remodeling of apical junctions in human epithelial cells. *Mol Biol Cell* 21, 3506-3517 (2010).

48. Neri, P. *et al.* Integrin beta7-mediated regulation of multiple myeloma cell adhesion, migration, and invasion. *Blood* 117, 6202-6213 (2011).

49. Menke, V. *et al.* Conversion of metaplastic Barrett's epithelium into post-mitotic goblet cells by gamma-secretase inhibition. *Dis Model Mech* 3, 104-110 (2010).

50. Pavlovic, M. *et al.* Enhanced MAF Oncogene Expression and Breast Cancer Bone Metastasis. *J Natl Cancer Inst* 107, djv256 (2015).

51. Yang, H. *et al.* Deregulated methionine adenosyltransferase alpha1, c-Myc, and Maf proteins together promote cholangiocarcinoma growth in mice and humans(double dagger). *Hepatology* 64, 439-455 (2016).

52. Kochupurakkal, B.S. *et al.* Epigen, the last ligand of ErbB receptors, reveals intricate relationships between affinity and mitogenicity. *J Biol Chem* 280, 8503-8512 (2005).

53. Sun, X. *et al.* FBXO2, a novel marker for metastasis in human gastric cancer. *Biochem Biophys Res Commun* 495, 2158-2164 (2018).

54. Sakamaki, A. *et al.* Bcl11b SWI/SNF-complex subunit modulates intestinal adenoma and regeneration after gamma-irradiation through Wnt/beta-catenin pathway. *Carcinogenesis* 36, 622-631 (2015).

55. Abbas, S. *et al.* Integrated genome-wide genotyping and gene expression profiling reveals BCL11B as a putative oncogene in acute myeloid leukemia with 14q32 aberrations. *Haematologica* 99, 848-857 (2014).

56. Bae, D.H. *et al.* The role of NDRG1 in the pathology and potential treatment of human cancers. *J Clin Pathol* 66, 911-917 (2013).

57. Yokobori, T. & Nishiyama, M. TGF-beta Signaling in Gastrointestinal Cancers: Progress in Basic and Clinical Research. *J Clin Med* 6 (2017).

58. Huang, D., Du, C., Ji, D., Xi, J. & Gu, J. Overexpression of LAMC2 predicts poor prognosis in colorectal cancer patients and promotes cancer cell proliferation, migration, and invasion. *Tumour Biol* 39, 1010428317705849 (2017).

59. Shou, J.Z. *et al.* Overexpression of CDC25B and LAMC2 mRNA and protein in esophageal squamous cell carcinomas and premalignant lesions in subjects from a high-risk population in China. *Cancer Epidemiol Biomarkers Prev* 17, 1424-1435 (2008).

60. Zhang, T., Ma, Y., Fang, J., Liu, C. & Chen, L. A Deregulated PI3K-AKT Signaling Pathway in Patients with Colorectal Cancer. *J Gastrointest Cancer* (2017).

61. Qi, L. & Ding, Y. Screening and regulatory network analysis of survival-related genes of patients with colorectal cancer. *Sci China Life Sci* 57, 526-531 (2014).

62. Viana Lde, S. *et al.* Relationship between the expression of the extracellular matrix genes SPARC, SPP1, FN1, ITGA5 and ITGAV and clinicopathological parameters of tumor progression and colorectal cancer dissemination. *Oncology* 84, 81-91 (2013).

63. Mierke, C.T., Frey, B., Fellner, M., Herrmann, M. & Fabry, B. Integrin alpha5beta1 facilitates cancer cell invasion through enhanced contractile forces. *J Cell Sci* 124, 369-383 (2011).

64. Desgrosellier, J.S. & Cheresh, D.A. Integrins in cancer: biological implications and therapeutic opportunities. *Nat Rev Cancer* 10, 9-22 (2010).

65. Mansilla, F. *et al.* Lysophosphatidylcholine acyltransferase 1 (LPCAT1) overexpression in human colorectal cancer. *J Mol Med (Berl)* 87, 85-97 (2009).

66. Minarowska, A., Minarowski, L., Karwowska, A. & Gacko, M. Regulatory role of cathepsin D in apoptosis. *Folia Histochem Cytobiol* 45, 159-163 (2007).

67. Zou, J., Wang, C., Ma, X., Wang, E. & Peng, G. APOBEC3B, a molecular driver of mutagenesis in human cancers. *Cell Biosci* 7, 29 (2017).

68. Brognard, J. & Newton, A.C. PHLiPPing the switch on Akt and protein kinase C signaling. *Trends Endocrinol Metab* 19, 223-230 (2008).

69. Gao, T., Furnari, F. & Newton, A.C. PHLPP: a phosphatase that directly dephosphorylates Akt, promotes apoptosis, and suppresses tumor growth. *Mol Cell* 18, 13-24 (2005).

70. Pang, X. *et al.* Knockdown of Rhotekin 2 expression suppresses proliferation and induces apoptosis in colon cancer cells. *Oncol Lett* 14, 8028-8034 (2017).

71. Liao, Y.X. *et al.* Silencing of RTKN2 by siRNA suppresses proliferation, and induces G1 arrest and apoptosis in human bladder cancer cells. *Mol Med Rep* 13, 4872-4878 (2016).

72. Wei, W., Chen, H. & Liu, S. Knockdown of Rhotekin 2 expression suppresses proliferation and invasion and induces apoptosis in hepatocellular carcinoma cells. *Mol Med Rep* 13, 4865-4871 (2016).

73. Deryugina, E.I. *et al.* LTBP3 promotes early metastatic events during cancer cell dissemination. *Oncogene* (2018).

74. Hou, Z. *et al.* HBx-related long non-coding RNA MALAT1 promotes cell metastasis via up-regulating LTBP3 in hepatocellular carcinoma. *Am J Cancer Res* 7, 845-856 (2017).

# Supplementary material for: HOXA13 in etiology and oncogenic potential of Barrett’s esophagus
**Source:** Nat Commun. 2021 Jun 7;12:3354. doi: 10.1038/s41467-021-23641-8
**Supplement:** Supplementary file 7 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☐ ☒ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☐ ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection GEO2R tool ([www.ncbi.nlm.nih.gov/geo/geo2r/](http://www.ncbi.nlm.nih.gov/geo/geo2r/)), R 3.2.3., Biobase 2.30.0, GEOquery 2.40.0, limma 3.26.8

Data analysis Microsoft Excel 2016, Graphpad Prism 5 and 8, BD FACSDiva v8.0.1, Tophat (version 2.1.0), HTSeq (version 0.6.1p1), R. version 3.2.5 in combination with the module DeSeq2, R version 3.6.3, FIJI version 1.51 (J. Schindelin, et al. Fiji (a version of ImageJ and available since 2008): an open-source platform for biological-image analysis. Nat. Methods, 9 (7) (2012), pp. 676-682), Photoshop CC 2018 version 19.1.9 20190724.r.451 2019/07/24: 1207350 x64.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

RNA sequence data is available in Mendeley Data with identifier DOI:10.17632/xxdjv2js5r.1. (<https://data.mendeley.com/datasets/xxdjv2js5r/1>) 82. There are no restrictions regarding data availability. Supplemental figures, tables, and a macro are included. Source data are provided with this paper and all relevant data are available from the authors.

Datasets used in the manuscript: RNA seq data GSE5758415, GSE6501318, single cell RNA data seq from ref #21 (Owen, R.P. et al) , GSE134520, and GSE81861.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

### Methods

## Antibodies

### Antibodies used

Antibody; Concentration; Manufacturer; Product #; RRID

1. PE rat anti-mouse (clone 2B11) CD184 (CXCR4); 1:250; BD Pharmingen; 551966; AB\_394305;
2. Alexa Fluor 488 rat anti-mouse (clone DECMA-1) anti-CD324 (E-Cadherin); 1:250; Thermo-Fisher Scientific; 53-3249-80; 3. AB\_10671270;
4. Anti-human mitochondria (clone 113-1); 1:500; Merck Millipore, Billerica, USA; MAB1273; AB\_94052;
5. Mouse anti-human monoclonal (clone OV-TL 12/30) CK7; 1:100; Dako Cytomation, Glostrup, Denmark; M7018; AB\_2134589;
6. Mouse anti-human monoclonal (clone 415909) TFF3; 1:50; R&D Systems, Minneapolis, USA; MAB4407; AB\_2271768;
7. Rabbit anti-human monoclonal (clone EPR2764Y) CDX2; 1:100; Cell Marque, Rocklin, CA; 235R-14; AB\_1516797;
8. Mouse anti-human monoclonal (clone DAK-p63) P63; 1:100; Dako Cytomation, Glostrup, Denmark; M7317; NA;
9. Rabbit anti-human monoclonal (clone EP1601Y) CK5; 1:100; Cell Marque, Rocklin, CA; 305R-16; AB\_1159468;

10. Rabbit anti-human Involucrin; 1:100; gift from A/Prof. Pritinder Kaur, Curtin University, Australia; NA; NA;
11. Mouse anti-human Involucrin; 1:500; Sigma-Aldrich, Sigma-Aldrich, St. Louis, Missouri, USA; #I9018; AB\_477129;
12. Rabbit polyclonal anti-GFP; 1:100; Merck Millipore, Billerica, USA; #AB3080; AB\_91337;
13. Rabbit anti-human KRT5 (clone SP27); 0.51 µg/ml; Ventana, USA; 760-4935; NA;
14. Rabbit anti-human KR7 (clone SP52; 0.536 µg/ml; Ventana, USA; 790-4462; NA;
15. Mouse anti-human P63 (clone 4AU); 0.140 µg/ml; Ventana, USA; 790-4509; NA;
16. Ultramap anti-mouse HRP; NA; Ventana, USA; 760-4313; NA;
17. Ultramap anti-rabbit HRP Ventana; NA; Ventana, USA; 760-4315 NA;

## Validation

1. AB\_394305; Manufacturer: Flow cytometry (Routinely Tested); The Purified Rat Anti-Mouse CD184 antibody can be used for the immunofluorescent staining and flow cytometric analysis of mouse leukocytes and cell lines that express CXCR4 <https://www.bdbiosciences.com/us/applications/research/t-cell-immunology/regulatory-t-cells/surface-markers/mouse/purified-rat-anti-mouse-cd184-2b11cxcr4/p/551852>.  
Reference PMID:31248780, PMID:31775041, PMID: 8752280
2. AB\_10671270; Manufacturer: Applications: IHC, IF, ICC, Flow cytometry, Published species: Artificial Control, Human, Mouse. Applications Tested: This DECMA-1 antibody has been tested by immunocytochemistry on formaldehyde fixed and permeabilized MDCK cells and can be used at less than or equal to 20 µg/mL. Reference: PMID:11329369, PMID:2419126, PMID: 25241035 [https://www.thermofisher.com/order/genome-database/dataSheetPdf?producttype=antibody&productsubtype=antibody\\_primary&productId=53-3249-80](https://www.thermofisher.com/order/genome-database/dataSheetPdf?producttype=antibody&productsubtype=antibody_primary&productId=53-3249-80)
3. AB\_94052; Manufacturer: application: IF, IHC, IP; Gives mitochondrial staining on all human cell types and does not cross react with rat and mouse tissue. The staining pattern is best described as a spaghetti-like staining pattern in fibroblasts and a perinuclear large speckled pattern in lymphonoid cells. Quality: routinely evaluated by immunohistochemistry on heart ventricle cells reference: (more than 190) PMID:29732581, PMID:30759398, PMID:30840878 <https://www.sigmaaldrich.com/catalog/product/mm/mab1273?lang=en&region=NL>
4. AB\_2134589; Manufacturer: Optimized for immunohistochemistry (IHC) with validated protocols. Reference: PMID:24189144, PMID:24605829, PMID:28541534, PMID:30551188, PMID:30715257, PMID:31018139, PMID:31290979, PMID:32080251 [https://www.agilent.com/en/product/immunohistochemistry/antibodies-controls/primary-antibodies/cytokeratin-7-\(concentrate\)-76620#productdetails](https://www.agilent.com/en/product/immunohistochemistry/antibodies-controls/primary-antibodies/cytokeratin-7-(concentrate)-76620#productdetails)
5. AB\_2271768; Manufacturer: Immunocytochemistry; Immunohistochemistry; Western Blot. Does not cross react with recombinant human TFF2. Reference: PMID: 19651633, PMID: 18682706 [https://www.rndsystems.com/products/human-trefoil-factor-3-antibody-415909\\_mab4407#product-datasheets](https://www.rndsystems.com/products/human-trefoil-factor-3-antibody-415909_mab4407#product-datasheets)
6. AB\_1516797; Manufacturer: The stated primary antibody may be used as the primary antibody for immunohistochemical staining of formalin-fixed, paraffin-embedded tissue sections. This antibody is intended for in vitro diagnostic (IVD) use (IHC). Colon adenocarcinoma (control) is highlighted by CDX-2 antibody in a strong nuclear staining reaction. Tested on multiply tissues. [https://www.cellmarque.com/antibodies/CM/2025/CDX-2\\_EPR2764Y](https://www.cellmarque.com/antibodies/CM/2025/CDX-2_EPR2764Y)  
[file://storage.erasmusmc.nl/m/MyDocs/039119/My%20Documents/Desktop/NC\\_revision%203/New\\_version\\_of\\_manuscript\\_and\\_supportive\\_files/CDX-2%20\(EPR2764Y\)\\_CM\\_MAN\\_EN\\_IVD\\_6.0.pdf](file://storage.erasmusmc.nl/m/MyDocs/039119/My%20Documents/Desktop/NC_revision%203/New_version_of_manuscript_and_supportive_files/CDX-2%20(EPR2764Y)_CM_MAN_EN_IVD_6.0.pdf)
7. AB\_2755007; Manufacturer: for immunohistochemistry. Reference: PMID:31319607 [https://www.agilent.com/store/en\\_US/Prod-M731701-2/M731701-2?navAction=push&catId=SubCat3ECS\\_86543&pCatName=Primary%20Antibodies](https://www.agilent.com/store/en_US/Prod-M731701-2/M731701-2?navAction=push&catId=SubCat3ECS_86543&pCatName=Primary%20Antibodies)
8. AB\_1159468; Manufacturer: For In Vitro Diagnostic Use (IVD) (IHC). Tested on multiply tissues. [https://www.cellmarque.com/antibodies/CM/1990/Cytokeratin-5\\_EP1601Y](https://www.cellmarque.com/antibodies/CM/1990/Cytokeratin-5_EP1601Y)
10. AB\_477129; Manufacturer: Monoclonal Anti-Involucrin may be used for the localization of involucrin using various immunochemical assays such as IHC, IP, ELISA, WB. The antibody does not react with mouse epidermis, permitting use in studies of human xenografts in nude mice. The antibody stains the upper spinous and granular layers in human skin and the cytoplasm of suprabasal terminally differentiated keratinocytes in stratified colonies. Reference: PMID:28332183, PMID: 15840658, PMID: 9573271 <https://www.sigmaaldrich.com/catalog/product/sigma/i9018?lang=en&region=NL>  
<https://www.sigmaaldrich.com/content/dam/sigma-aldrich/docs/Sigma/Datasheet/2/i9018dat.pdf>
11. AB\_91337; Manufacturer: This Anti-Green Fluorescent Protein Antibody is validated for use in ELISA, IC, IH, WB for the detection of Green Fluorescent Protein. Reference: PMID:17348003, PMID:18459137, PMID:21452242, PMID:23124714, PMID:23224860, PMID:25043553, PMID:25976033, PMID:26357589, PMID:26937712, PMID:27159642, PMID:27637097, PMID:27707971, PMID:28472856, PMID:28703706, PMID:28803542, PMID:29175956, PMID:30255935, PMID:30295607, PMID:30297418, PMID:30308166, PMID:31165473, PMID:31396959, PMID:32609582, PMID:32639229 [https://www.merckmillipore.com/NL/en/product/Anti-Green-Fluorescent-Protein-Antibody,MM\\_NF-AB3080?ReferrerURL=https%3A%2F%2Fwww.google.com%2F&bd=1](https://www.merckmillipore.com/NL/en/product/Anti-Green-Fluorescent-Protein-Antibody,MM_NF-AB3080?ReferrerURL=https%3A%2F%2Fwww.google.com%2F&bd=1)
12. Cytokeratin 5 (SP27) Rabbit Monoclonal Primary Antibody. Cytokeratin 5 (SP27) antibody is intended for qualified laboratories to qualitatively identify by light microscopy the presence of associated antigens in sections of formalin-fixed, paraffin-embedded tissue sections using IHC test methods. Use of this antibody is indicated, subsequent to clinical differential diagnosis.

<http://www.ventanadiscovery.com/product/1797?type=2288>

13. CONFIRM anti-Cytokeratin 7 (SP52) Rabbit Monoclonal Primary Antibody. Manufacturer: This antibody may be used to aid in the identification of normal and neoplastic cells of ovary, lung and breast epithelial origin which express Cytokeratin 7, and those of colonic and prostate epithelial lineage which lack Cytokeratin 7 production. The antibody is intended for qualitative staining in sections of formalin fixed, paraffin embedded tissue. This product should be interpreted by a qualified pathologist in conjunction with histological examination, relevant clinical information and proper controls. This antibody is intended for in vitro diagnostic (IVD) use. <http://www.ventanadiscovery.com/product/71?type=66>

How the deposited data were processed for this re-analysis (not part of the article)

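RNA was sequenced from non-differentiated KH2 mouse embryonic stem cells, in 3 control and 3 HOXA13-overexpressing cultures, and these 6 libraries are the only ones analysed here. The differentiated mESC, BAR-T and EPC2-hTERT experiments of the paper were not analysed here. Conditions and replicate numbers were taken from the sample labels and the paper's methods, and the replicate numbers 1 to 3 in both groups come from the labels. The authors prepared stranded libraries, mapped reads of 75 base-pairs to mm9 with Tophat and counted them per gene with HTSeq. They deposited the counts as whole numbers without normalization, 1 table per library, with 24393 features in the same order. The paper's text does not name the gene annotation, the counting mode or the strand setting, and the tables hold no lines for unassigned reads. Replicates were not pooled. For differential expression the paper names DESeq2 with a q-value threshold of 0.05.

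Total counts ranged from 14608681 to 21766589 in control libraries (median 19091973) and from 13494135 to 20374341 in HOXA13-overexpressing libraries (median 18599855). The smallest level that a library can show was set at 3 counts, and fold changes against a group with all libraries at or under 3 counts were computed against that floor and given as lower bounds. Floors cover counting error only.

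Counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes were filtered with filterByExpr at its default settings (a minimum count of 10, a minimum total of 15), normalized with TMM factors and tested with glmQLFit and glmQLFTest at an adjusted p under 0.05 (Benjamini-Hochberg) without covariates. Log2 fold changes are edgeR's, with its prior count of 0.125. Standard errors are the size of the log2 fold change divided by the square root of the F statistic. Means and standard deviations are of CPM over 3 libraries. Gene sets were tested with fry, with camera (inter-gene correlation 0.01) as an alternative. The pluripotency, Wnt target, Wnt ligand, mesendoderm, BMP, fibroblast, imprinted, Y-linked and other gene lists were fixed before the data were examined. They stand beside Ingenuity pathway analysis, whose software and categories were not used here. Several lists include genes that Table 1 already reports as changed in this experiment. Examples are Sox2, Nanog and Tbx3 (pluripotency), Axin2, Lef1, T and Sp8 (Wnt targets), Wnt3, Wnt4, Wnt6 and Wnt8a (Wnt ligands), and T, Fgf8 and Wnt3 (mesendoderm). Counts and set tests of these lists are therefore not independent of the paper's results. Genes named in the text are the 18 Table 1 genes for non-differentiated cells, the targeted gene, and the 5 largest increases and 5 largest decreases among genes with an adjusted p under 0.05, a mean of at least 1 log2 CPM and no overlap between the groups, plus members of the lists past the threshold. Other genes are named where stated.

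The alternatives were RLE size factors, library size alone, no filter on low counts, at least 10 counts in every library, the replicate number as a block, robust estimation, each library left out in turn, DESeq2 1.42.0 with and without a prior on fold changes, limma-voom (limma 3.58.1) and, for the fold change threshold of 2, glmTreat. One further alternative, which centres each chromosome in each library, was added after the data had been seen. The same code was first tested on simulated counts drawn from the libraries' means and sizes with 200 genes changed, where edgeR recovered 198 of the 200 among 13760 genes tested with 9 false calls. In that simulation, fry called 1 of 20 unchanged sets at 0.05. The simulation used the same dispersion, 0.015, for all genes and both groups, and drew genes independently. In the real data, control libraries differed more from each other than HOXA13-overexpressing libraries did, and genes of a list can move together. The simulation does not show how the tests do under such conditions.

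Gene positions are from the GENCODE annotation of build NCBIM37, which is mm9. Of the 24393 features, 21978 were placed on it by symbol or by an older symbol listed for GRCm38.p6, and of the 13846 tested genes 13430 (97.0%) were placed. The 2 features with human Ensembl identifiers are reported by identifier. Figures were drawn with matplotlib 3.10.9.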

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

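The 4 features below are the largest increases in HOXA13-overexpressing cultures outside the genes the paper discusses, and each was above every control library. The tests in this part were chosen after these results had been seen. The test on shared reads with other Klk genes was written down before the values of these other genes were looked at.

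ENSG00000106031, a human Ensembl identifier among mouse symbols, had a log2 fold change of 10.95. Reads of the mouse Hoxa13 gene assigned to it are a technical explanation, under which the ratio of the 2 features would be alike in both groups. The ratio was 0.1 counts of the feature per mouse Hoxa13 count in control libraries and 146 in HOXA13-overexpressing libraries, against that explanation. The paper describes a human HOXA13 gene targeted into these cells, which is a candidate source of these reads, but no table used here pairs the identifier with a symbol. The 6 counts in control replicate 1, with 0 in the other 2 control libraries, are too few to tell index mixing from expression.

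Klk15 was at least 48.5-fold higher and had 1, 0 and 0 counts in the control libraries. Reads shared with related genes were tested. Of 26 other Klk genes in the files, most with too few counts to be tested, 1 was past the threshold and higher, Klk1b22, with a log2 fold change of 3.70 (adjusted p = 0.000175). It had 132 counts over the 3 HOXA13-overexpressing libraries, where Klk15 had 136, 168 and 100 counts in each. Klk8 was lower (log2 fold change -2.61, adjusted p = 0.0075), against a rise shared by the family. Both were named after their values were seen. A share of reads common to Klk15 and Klk1b22 was not excluded.

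Acsm3 was at least 36.9-fold higher. None of the 4 other Acsm genes in the files had a count in any library, with a sum of 0 counts, so reads of these paralogs are not a source of the Acsm3 counts. Acsm3 overlaps Eri2 on the opposite strand, and reads from there were not tested. A difference between the clones was not tested either.

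Igf2os had a log2 fold change of 6.72 and lies opposite Igf2, which rose as well. If its counts were wrong-strand reads of Igf2, they would make up the same share of Igf2 counts in both groups. The share was 0.491% in control and 13.7% in HOXA13-overexpressing libraries, against that explanation. A general loss of imprinting is another candidate explanation. Of 27 imprinted genes tested, 13 were past the threshold, 6 higher and 7 lower, and H19, the neighbour of Igf2, had a log2 fold change of -0.01 (adjusted p = 0.962), so imprinting across genes cannot be settled from these values. The reading of this last test was set to undecided only after the 13 genes had been seen.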

How the results depend on the processing

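The alternatives were set before the data were examined, except chromosome centring, which was added after seeing the data. The number of genes with an adjusted p under 0.05 was 3836. It lay between 3172 and 4076 over the 10 fits with another normalization, filter, block or test, including the added one, and between 2038 and 5007 over the 6 fits that each left out 1 library. With library size alone, 1576 were higher and 2500 lower, in place of 1994 and 1842. Of the 3836 genes, 2018 were also called without HOXA13 replicate 1 and 3681 without control replicate 2. The number with a fold change of at least 2 was 1127, between 792 and 1516 over the leave-one-out fits, and fell to 322 when tested against a fold change of 2 with glmTreat.

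All 18 Table 1 genes passed under 6 of the 10 alternatives that keep all libraries and in the leave-one-out fits without control replicate 1 or 2. Limma-voom called 11, the filter of 10 counts in every library 13, and library size alone and the block 17 each. The other leave-one-out fits called from 12 to 16. The pluripotency genes that were higher numbered 13, and from 7 to 18 over the leave-one-out fits. The lower Wnt ligand genes numbered 5, and 3 with at least 10 counts in every library, 1 with limma-voom, and from 1 to 7 over the leave-one-out fits. The lower mesendoderm genes numbered 7, and 3 with at least 10 counts in every library, 2 with limma-voom, and from 4 to 13 over the leave-one-out fits, the most without control replicate 2. The lower BMP genes numbered 2, and from 1 to 3 over the leave-one-out fits. The lower Wnt targets numbered 7 and lay between 5 and 10 over all alternatives. The cause of these changes was not tested. The filter of 10 counts in every library removes genes that fell to few counts and tests 15 of the 26 named genes.

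For the pluripotency list, edgeR's fry, a rotation test under a normal model and not an exact test, gave p = 0.317 (adjusted p = 0.317 over the 2 lists), and from 0.00646 (without control replicate 2) to 0.979 over the leave-one-out fits, where the direction was reversed without control replicate 1. For the Wnt target list, the same test, again not exact, gave p = 0.0953 (adjusted p = 0.191), 0.026 with camera, and from 0.0188 (without control replicate 1) to 0.219 over the leave-one-out fits.

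With the replicate number as a block, 3172 genes were past the threshold against 3836 without the block, 1063 against 1127 with a fold change of at least 2, and 1 against 2 lower BMP genes. The numbers do not appear to pair the cultures, since the correlation of same-numbered libraries' deviations from their group means was -0.0154, -0.0454 and 0.0182.

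Of the 26 named genes, no log2 fold change reversed under the alternatives run. Past-threshold calls were lost for 9 genes with limma-voom, for 7, 4 and 6 genes without HOXA13 replicate 1, 2 and 3, for 2 (Sox2 and Axin2) without control replicate 3, and for 1 each with the block (Wnt6) and with DESeq2 with its prior on fold changes (Gbp2b). Sox2, Wnt4, Wnt6 and Axin2 were lost in each of the 3 fits without a HOXA13 library, and Sox2 was also lost with library size alone (adjusted p = 0.0563, with a range from 0.00659 to 0.0563 over alternatives that keep all libraries and from 0.000346 to 0.134 over leave-one-out fits). Depth limits the genes near 3 counts, such as Fgf8, Dppa1 and Gbp2b, whose fold changes are lower bounds.

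Of the 10 splits of the 6 libraries into 3 and 3, 4 part all 3 same-numbered pairs, and the other 6 part only 1 of these pairs. The real split alone, 1 of the 4, gave as many genes with an adjusted p under 0.05, with or without a fold change of at least 2, and as many Table 1, pluripotency, Wnt target, Wnt ligand, mesendoderm and BMP genes; the other 9 splits gave 0 genes past the threshold. For the set tests, 2 of the 4 splits and 2 of the other 6 gave a p as small for the pluripotency list, and 1 of the 4 and 0 of the other 6 for the Wnt target list. The smallest share possible is 1 of 4, or 1 of 10 over all splits if the replicate numbers do not pair the cultures, so a grouping by chance cannot be excluded this way.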

Differences from the paper's values

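Under the main settings, none of the 18 Table 1 fold changes equalled the paper's to 2 decimals. The 7 genes with the largest gaps, taken as ratios, were counted as differing. Smaller gaps were not, such as those of Wnt6 (0.193 against 0.36), Wnt4 (0.22 against 0.36) and Hesx-1 (28 against 20.56). Wnt3 had a fold change of 0.031 against the paper's 0.43, Wnt8a 0.0637 against the paper's 0.48, Sp8 0.0216 against the paper's 0.12, Lef1 0.158 against the paper's 0.34 and Tbxt 0.0217 against the paper's 0.41. Dppa-1 was at least 166-fold higher against the paper's 64.95, and Fgf8 had a fold change of at most 0.00848 against the paper's 0.10. Of the alternatives set before the data were examined, DESeq2 with a zero-centred prior on fold changes gave values that did not differ for any of these 7 genes, with 0.432 for Wnt3, 0.478 for Wnt8a, 0.124 for Sp8, 0.336 for Lef1, 0.411 for Tbxt, 65.0 for Dppa-1 and 0.100 for Fgf8, and under it all 18 Table 1 fold changes equalled the paper's to 2 decimals. For Lef1, leaving out control replicate 1 narrowed the gap, with 0.25 against the paper's 0.34, which was not counted as differing. Under every other alternative set before the data were examined that tested these genes, their values were still counted as differing. For Dppa-1 and Fgf8 the prior gives an estimate, while the other alternatives give bounds against the floor, between 152 and 189 for Dppa-1 and between 0.00587 and 0.017 for Fgf8.

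Adjusted p-values of 7 genes differed from the paper's q-values, which are rounded to 2 decimals. Sox2 had 0.043 against the paper's 0.01, and Wnt3 had 0.007, Wnt4 0.018, Wnt6 0.023, Tbxt 0.0052, Cdx1 0.0062 and Vill 0.0083 against the paper's 0.00. DESeq2 with or without the prior on fold changes gave values that did not differ for all 7. Leaving out control replicate 2 did so for all but Sox2, leaving out control replicate 1 for Wnt3, Tbxt and Vill, no filter on low counts for Wnt3, Tbxt, Cdx1 and Vill, and limma-voom for Cdx1.

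The number of genes with an adjusted p under 0.05 and a fold change of at least 2 was 1127 against the paper's 888, a gap of less than 1.5 times. DESeq2 with the prior on fold changes gave 918. Leaving out HOXA13 replicate 2 gave 878 and leaving out HOXA13 replicate 3 gave 917, both nearer to the paper's number. No setting run gave 888.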

Other observations

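The tests in this part were chosen after the patterns had been seen. Those on the share of higher genes, GC content, transcript length and the correlation across control libraries were written down before their own values were computed.

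Genes of 2 chromosomes were shifted as a whole. Over genes with a mean of at least 4 log2 CPM, and relative to the mean of the HOXA13-overexpressing libraries, the median of the 477 genes of chromosome 1 was -0.469 in control replicate 1, -0.276 in control replicate 2 and -0.458 in control replicate 3. The median of the 303 genes of chromosome 14 was -0.482, 0.0112 and -0.438 in the same libraries, so that control replicate 2 was at the level of the HOXA13-overexpressing libraries there. Chromosome 11 was shifted in control replicate 1, by 0.322. Medians of the other chromosomes lay between -0.0939 and 0.0382 in the control libraries. A difference in copy number of whole chromosomes would shift nearly every region of them, and all 17 windows of 20 Mb on chromosomes 1 and 14 were shifted upwards in the HOXA13-overexpressing libraries against control replicates 1 and 3. Against a few strongly changed genes, 88.5% of the genes on both chromosomes were higher, in place of 49.2% elsewhere. The shift was 0.461 over all genes compared, 0.446 above GC-matched genes of other chromosomes and 0.467 above length-matched genes, where 99.1% of genes had a value. Fibroblast RNA does not separate control replicates 2 and 3, whose fibroblast genes differed by -0.0147 while chromosome 14 differed. In control replicate 1 the fibroblast genes were at -0.493 from the HOXA13-overexpressing mean, about as far as its chromosomes 1 and 14, so for that library alone this comparison does not exclude a share of fibroblast RNA. Control replicate 2 had 0 counts of ENSG00000106031, against a mislabelled HOXA13-overexpressing culture. A hypothesis that remains is that the HOXA13-overexpressing cultures carry extra copies of chromosomes 1 and 14 in some or all cells, shared in part with control replicate 2. The RNA counts measure no DNA, and a copy number present in the targeted clones cannot be told apart from an effect of HOXA13 where the 2 go together, as on chromosome 1. The same holds for any other difference between clones that goes with HOXA13, for genes of any chromosome. The paper does not state whether the HOXA13-overexpressing replicates are separate clones. If they share a clone, the p-values do not cover the spread between clones.

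This bears on which genes of these chromosomes are called. On chromosome 1, 431 of 770 tested genes were past the threshold, against 22.5% to 32.3% of the genes of the other chromosomes. Of the 1127 genes with a fold change of at least 2, 11.2% lie on chromosomes 1 and 14, which hold 8.93% of the tested genes. Most of the 1127 genes thus lie elsewhere and are not themselves in extra copies of these chromosomes. Neither this share nor centring tests whether copy number there changes genes of other chromosomes. With each chromosome centred in each library, an alternative added after seeing the data, 3995 genes were past the threshold, 282 of them on chromosome 1 in place of 431 and 164 on chromosome 14 in place of 151, and all 18 Table 1 genes still passed.

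Y-linked genes were counted beyond a few reads in control replicates 1 and 3 only. The pattern rests on Ddx3y, Eif2s3y and Uty, since Kdm5d had at most 2 counts in any library. The 4 genes Ddx3y, Eif2s3y, Kdm5d and Uty summed to 212, 2 and 2142 counts in control replicates 1, 2 and 3, and to 4, 3 and 1 counts in the HOXA13-overexpressing libraries. Reads of the X-linked copies do not account for this, as the HOXA13-overexpressing libraries had 8 counts in all on the Y-linked genes beside 38060, 31101 and 22247 counts on the X-linked copies. Fibroblast RNA does not either, since the fibroblast genes of control replicate 3 differed from those of the HOXA13-overexpressing libraries by 0.00945 on the log2 scale, and those of control replicate 1, which also had Y-linked counts, by -0.493, that is with less fibroblast RNA. Control replicate 1 reached 8.73% of the Y-linked CPM of control replicate 3, which may reflect a mixture of cells with and without a Y chromosome, but lower expression in every cell cannot be told apart from that. Control replicate 2 thus shares both a Y-linked level near 0 and the chromosome 14 level with the HOXA13-overexpressing cultures.

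Control replicate 2 also lay closest to the HOXA13-overexpressing cultures in Wnt, mesendoderm and pluripotency genes. The median of the 30 pluripotency genes was -0.635, -0.00727 and -0.426 from the HOXA13-overexpressing mean in control replicates 1, 2 and 3. The 14 BMP genes went another way, with medians of -0.82, -0.596 and -0.396, so that control replicate 3 lay closest there. For the 9 lower Table 1 genes, the median distance from the HOXA13-overexpressing mean was 4.77, 1.50 and 3.59 on the log2 scale for control replicates 1, 2 and 3, and for the 9 higher genes it was -2.22, -1.46 and -2.18. All 9 genes of each direction lay beyond every HOXA13-overexpressing library in each control library. Across the 13846 genes tested, the difference between control replicates 1 and 2 correlated with the difference between control replicate 3 and the HOXA13-overexpressing mean, which share no library (Pearson r = 0.318, Spearman rho = 0.247). Over the 44 genes of the Wnt and mesendoderm lists, r was 0.761. These lists had already been seen to be higher in control replicates 1 and 3 than in control replicate 2. This second r therefore partly restates that pattern and is no separate test of it. Genes are not independent replicates, so no p-value is given. Depth is not a likely reason, since the floor of control replicate 2 was 0.204 CPM, and its total lay within the range of the HOXA13-overexpressing libraries. Over the genes with a fold change of at least 2, the median distance of the 489 higher genes was -1.57, -1.47 and -1.51 in the 3 control libraries, and that of the 638 lower genes was 1.90, 1.17 and 1.55. These genes were selected in the same contrast, which favours little spread among the control libraries, so their distances do not test the explanation. A candidate explanation for the Wnt and mesendoderm genes is that cultures differ in how far they have moved towards mesendoderm, and that part of the contrast in these genes runs along this difference. Whether it extends to the rest of the contrast was not settled.

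A further list holds genes that Table 1 gives for definitive endoderm. Of its 7 tested genes, 5 were higher in these non-differentiated cultures at an adjusted p under 0.05, namely Ezr, Vill, Igsf8, Fgfr2 and Nek2. The paper names Fgfr2 and Nek2 under proliferation and neoplasia categories, and the rest of this list under distal epithelial functions. Nek2 is also in the cell cycle list below. Ezr had a log2 fold change of 0.56 (adjusted p = 0.000787) and Igsf8, on chromosome 1 like Nek2, one of 0.89 (adjusted p = 0.00113). Krt19 had a log2 fold change of -1.79 (adjusted p = 0.0557), and was past the threshold when adjusted over the list alone (adjusted p = 0.0189). Krt20 was not past it (log2 fold change -0.36, adjusted p = 0.50). Of 20 cell cycle genes, 9 were higher and 0 lower at an adjusted p under 0.05, with Mcm6 (0.91) and Mcm3 (0.68) rising most in log2 fold change, and both lie on chromosome 1, as does Nek2 (0.67). The number depends on the scaling and the libraries, with 6 higher by library size alone, 7 with RLE size factors or the block, 8 with chromosomes centred (added after seeing the data), and from 5 to 10 over the leave-one-out fits. No listed cell cycle gene was lower at an unadjusted p under 0.05 (0 genes). Among 31 tested Hox genes, Hoxb13 (3.54) and Hoxb9 (0.72) were higher, also when adjusted over the list alone (adjusted p = 0.033), while from 1 to 3 Hox genes were higher over the leave-one-out fits.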
